# Eosinophils and IL-4 Support Nematode Growth Coincident with an Innate Response to Tissue Injury

**DOI:** 10.1371/journal.ppat.1005347

**Published:** 2015-12-31

**Authors:** Lu Huang, Daniel P. Beiting, Nebiat G. Gebreselassie, Lucille F. Gagliardo, Maura C. Ruyechan, Nancy A. Lee, James J. Lee, Judith A. Appleton

## Abstract

It has become increasingly clear that the functions of eosinophils extend beyond host defense and allergy to metabolism and tissue regeneration. These influences have strong potential to be relevant in worm infections in which eosinophils are prominent and parasites rely on the host for nutrients to support growth or reproduction. The aim of this study was to investigate the mechanism underlying the observation that eosinophils promote growth of *Trichinella spiralis* larvae in skeletal muscle. Our results indicate that IL-4 and eosinophils are necessary for normal larval growth and that eosinophils from IL-4 competent mice are sufficient to support growth. The eosinophil-mediated effect operates in the absence of adaptive immunity. Following invasion by newborn larvae, host gene expression in skeletal muscle was compatible with a regenerative response and a shift in the source of energy in infected tissue. The presence of eosinophils suppressed local inflammation while also influencing nutrient homeostasis in muscle. Redistribution of glucose transporter 4 (GLUT4) and phosphorylation of Akt were observed in nurse cells, consistent with enhancement of glucose uptake and glycogen storage by larvae that is known to occur. The data are consistent with a mechanism in which eosinophils promote larval growth by an IL-4 dependent mechanism that limits local interferon-driven responses that otherwise alter nutrient metabolism in infected muscle. Our findings document a novel interaction between parasite and host in which worms have evolved a strategy to co-opt an innate host cell response in a way that facilitates their growth.

## Author Summary

Eosinophilia is a central feature of Type 2 immunity induced by infection with parasitic worms. Although early work showed that eosinophils could adhere to and damage parasite larvae *in vitro*, a definitive role for eosinophils during worm infection remained elusive for many years. Recent studies uncovered novel roles of eosinophils in regulating metabolism and tissue remodeling, observations that suggest that eosinophils may function as regulatory cells and modulate such processes during helminth infections. We investigated the eosinophil-dependent mechanism that promotes growth of *Trichinella spiralis* larvae. We found that larval growth is independent of adaptive immunity and requires IL-4/STAT6 signaling in eosinophils. Gene transcription profiles in infected muscle suggested that eosinophils promote larval growth by suppressing local inflammation and enhancing nutrient uptake and metabolism. Our study provides new insights into the interactions between a parasitic worm and its host.

## Introduction

Genomic analysis of diverse members of the Nematoda has revealed that parasitism emerged in free-living nematodes as a result of multiple, independent evolutionary events [1]. The process of host adaptation is associated with loss of functions that enable a free-living lifestyle. Understanding these dependencies is instructive when devising therapeutic and prophylactic approaches to controlling parasitic disease.

A central influence on successful parasitism is the host immune response. Animals often mount highly effective Th2 immune responses against worms; however, specific effector mechanisms vary by host, tissue and parasite. As counterpoint, helminths co-opt or evade the host immune response in ways that ensure completion of life cycle and transmission to the next host. In two examples, schistosomes manipulate innate immune signals and Th2 immunity to facilitate their development [2,3] and *Trichinella* reproduces in the host intestine within 5 days of infection, in advance of a potent intestinal immune response that expels adult worms [4].

Eosinophilia is a hallmark of the host immune response to parasitic worms. Long considered to be cytotoxic effector cells that kill parasite larvae, recent studies in eosinophil-ablated mice have shown that the influence of eosinophils on worms varies from no effect, to protecting the host, to supporting the parasite [5–9]. In separate research on animal metabolism, new findings document a regulatory influence of eosinophils [10–13]. Control of energy metabolism by eosinophils has potential to influence the outcome of worm infection.

After being released from female adult worms in the intestine, *Trichinella spiralis (T*. *spiralis)* newborn larvae (NBL) enter the circulatory system, migrate to a variety of tissues and eventually establish intracellular infection in skeletal muscle. Following invasion of skeletal muscle cells, NBL remain inactive for 4 days prior to initiating growth from 130 μm to 1 mm in length over the course of 20 days [14]. Our previous studies demonstrated that eosinophils are recruited to muscle when NBL arrive and that they positively regulate both survival and growth of larvae [5,7,9]. Larval survival is dependent on eosinophil-derived interleukin (IL)-10. This, in turn, drives production of CD4^+^IL-10^+^ cells that suppress local nitric oxide (NO) production by neutrophils and macrophages [9]. NO is toxic for newborn and growing larvae [5,9].

A distinct mechanism that is independent of IL-10 [5] supports growth of *T*. *spiralis* larvae. This was the focus of the current study. Our results reveal a requirement for IL-4/signal transducers and activators of transcription 6 (STAT6) signaling in eosinophils for normal larval growth. In the absence of eosinophils, there is a sustained, local, interferon-driven inflammation that promotes a shift in metabolism in infected muscle. These findings provide evidence for a host-parasite relationship in which the recruitment of eosinophils promotes a nutrient-rich environment that facilitates larval growth.

## Results

### Larval growth is regulated by IL-4/STAT6 signaling pathway

Our previous studies showed that reduced numbers of Th2 cells in *T*. *spiralis* infected muscle were associated with compromised larval growth in eosinophil-ablated mice. To further dissect the interaction between Th2 immunity, larval growth, and larval development, we synchronously infected STAT6^-/-^ mice with NBL. Larval growth was impaired in the absence of STAT6 (Fig 1A); however, neither larval survival nor IL-10 responses in CLN cells was affected (Fig 1D and 1F), suggesting that STAT6 signaling is essential for parasite growth but not required for the IL-10 dependent protection of larvae from NO-mediated killing [5,7,9]. This result complements our earlier finding that larvae grow normally in IL-10^-/-^ mice but are eventually killed by poorly controlled NO [5]. The dependence of growth on STAT6 further distinguishes the mechanisms underlying eosinophil-dependent growth versus protection from NO.

**Fig 1:**
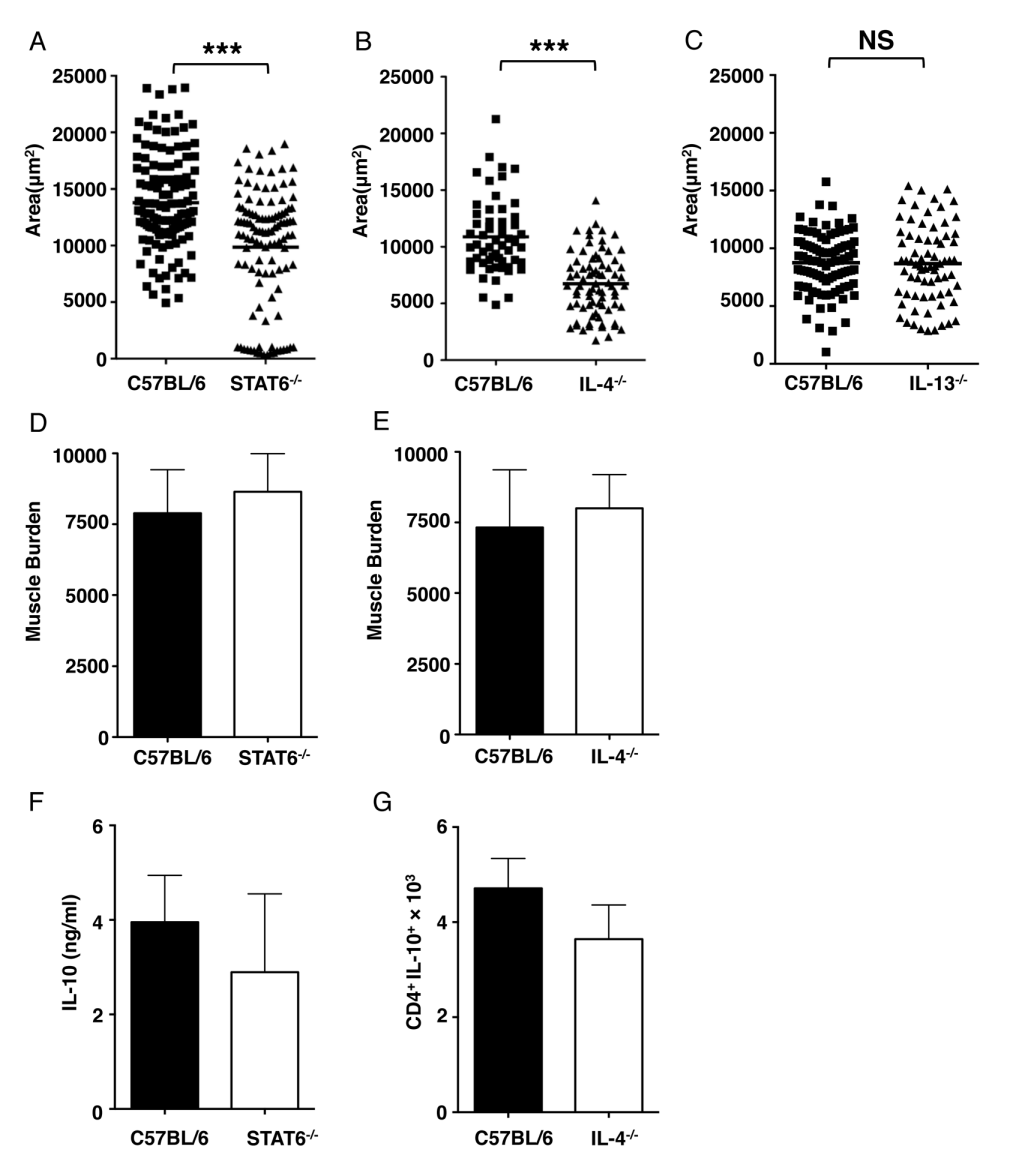
IL-4/STAT6 signaling pathway is essential for larval growth. Area of larvae recovered from (A)–(C), C57BL/6, STAT6^-/-^, IL-4^-/-^ and IL-13^-/-^ mice injected 25,000 NBL IV, 13 days post injection. Total body larval burdens in muscles of (D) WT and STAT6^-/-^ and (E) WT and IL-4^-/-^, 24 days post injection. (F) IL-10 detected in CLN cultures from WT and STAT6^-/-^ mice, 13 days post injection. (G) Number of CD4^+^IL-10^+^ cells per diaphragm of WT and IL-4^-/-^ mice, 13 days post injection. Each data set was collected from two experiments with similar results. Values represent mean ± SD; n = 4 mice. Significant differences were determined by Student’s *t* test. ***p < 0.0001.

IL-4 and IL-13 signal via the STAT6 pathway. Growth of larvae in intravenously (IV) infected IL-4^-/-^ mice was impaired while both larval survival and the number of CD4^+^IL-10^+^ cells in diaphragms were similar to wild type (WT) mice (Fig 1B, 1E and 1G). In contrast, IV infected IL-13^-/-^ mice supported larval growth normally (Fig 1C). Although the mean area of larvae from WT mice in Fig 1C is lower than that of WT mice in Fig 1A and 1B, a replicate experiment in IL-13^-/-^ mice confirmed that growth was not impaired in the absence of IL-13 (WT, 7495 ± 327 μm^2^ versus IL-13^-/-^, 7073 ± 358 μm^2^). The results provide further evidence that larval growth and survival are controlled by distinct mechanisms. Furthermore, IL-4 and STAT6 are essential for larval growth, while IL-13 is dispensable.

### STAT6 signaling in bone marrow-derived cells regulates larval growth

To further examine STAT6-dependent larval growth, we set out to determine whether IL-4 may be signaling via STAT6 in skeletal muscle cells. We infected bone marrow chimeric mice prepared from B6.SJL and STAT6^-/-^ mice. Only mice with STAT6 competent bone marrow were able to support larval growth (Fig 2).

**Fig 2:**
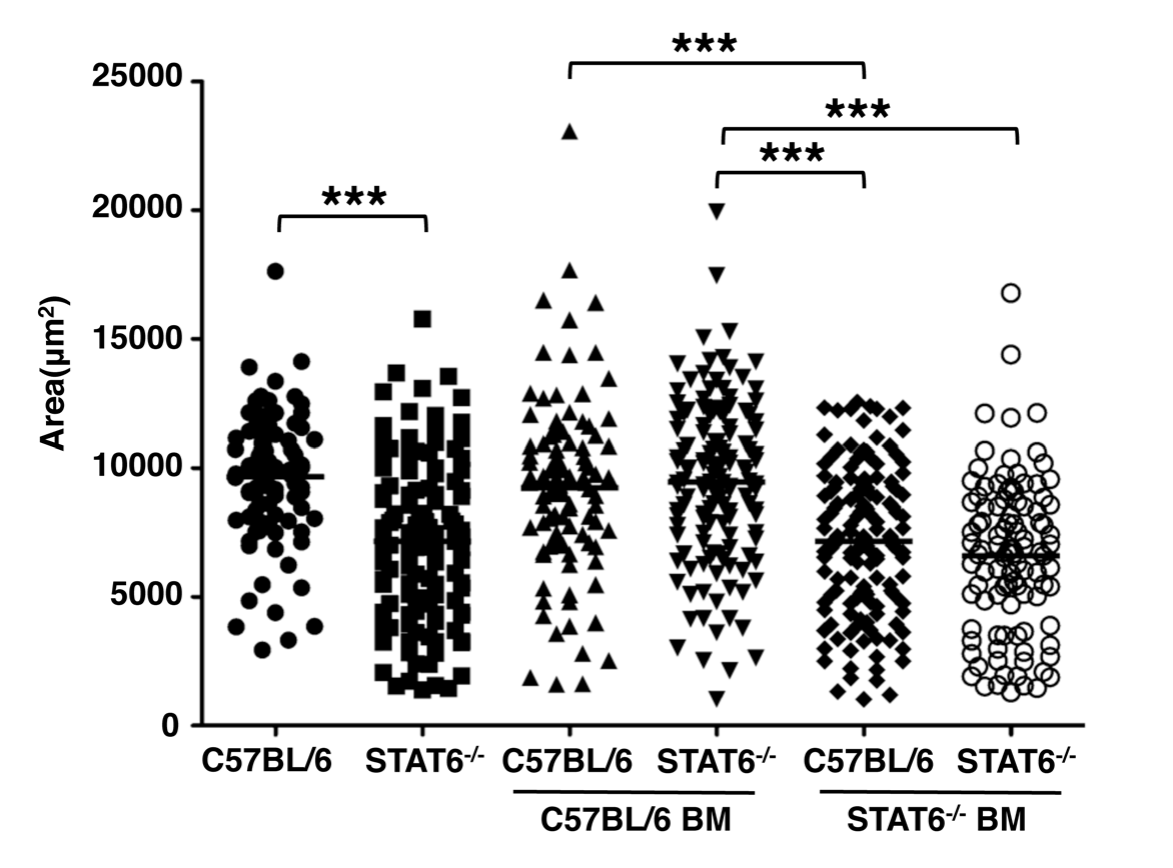
STAT6 signaling in bone marrow-derived cells is essential for parasite growth. B6.SJL and STAT6^-/-^ mice were reconstituted with bone marrow cells from B6.SJL or STAT6^-/-^ mice for eight weeks, then infected by IV injection of 25,000 NBL. Areas of larvae were estimated, 13 days post injection. Each data set was collected from two experiments with similar results. n = 4 mice. Significant differences were determined by ANOVA and Tukey’s test. ***p < 0.0001.

### IL-4/STAT6 signaling in eosinophils promotes larval growth

We next determined the time during infection when eosinophils influence larval growth. Transfer of eosinophils to infected ΔdblGATA mice during two different intervals confirmed that larval growth was supported when eosinophils were transferred between days 5 and 9 post oral infection of recipients. In contrast, transfer between days 11 and 15 had no effect on larval growth (Fig 3A). Thus, normal growth of larvae required eosinophils to be available at a time coincident with, or immediately following arrival of larvae in muscle. In similar transfer experiments, survival of larvae was not dependent upon STAT6 in eosinophils (Fig 3B); however, only recipients of STAT6^+/+^ eosinophils supported larval growth (Fig 3C). Similarly, transfer of IL-4^-/-^ eosinophils isolated from infected IL-5Tg^+^/IL-4^-/-^ mice did not improve larval growth in ΔdblGATA mice (Fig 3D). Eosinophils isolated from uninfected IL-5Tg^+^ were as effective as those isolated from infected IL-5Tg^+^ mice in restoring larval growth in ΔdblGATA mice (Fig 3E). Thus, infection and the resulting immune response are not necessary for conditioning the eosinophil prior to transfer. Furthermore, growth of larvae in IL-5^-/-^ infected mice was not impaired (Fig 3F). Thus, IL-5 is not required for the growth-supporting properties of eosinophils. Lastly, to test whether eosinophils were driving an amplified IL-4 response in recipient mice that in turn supported larval growth, eosinophils isolated from infected IL-5Tg^+^ mice were transferred to infected IL-4^-/-^ mice. Improved larval growth was observed only in recipients of IL-4^+/+^ eosinophils (Fig 3G). Thus, larval growth requires only that eosinophils be derived from IL-4 competent donors and the mechanism does involve amplification of IL-4 production by other cells during infection.

**Fig 3:**
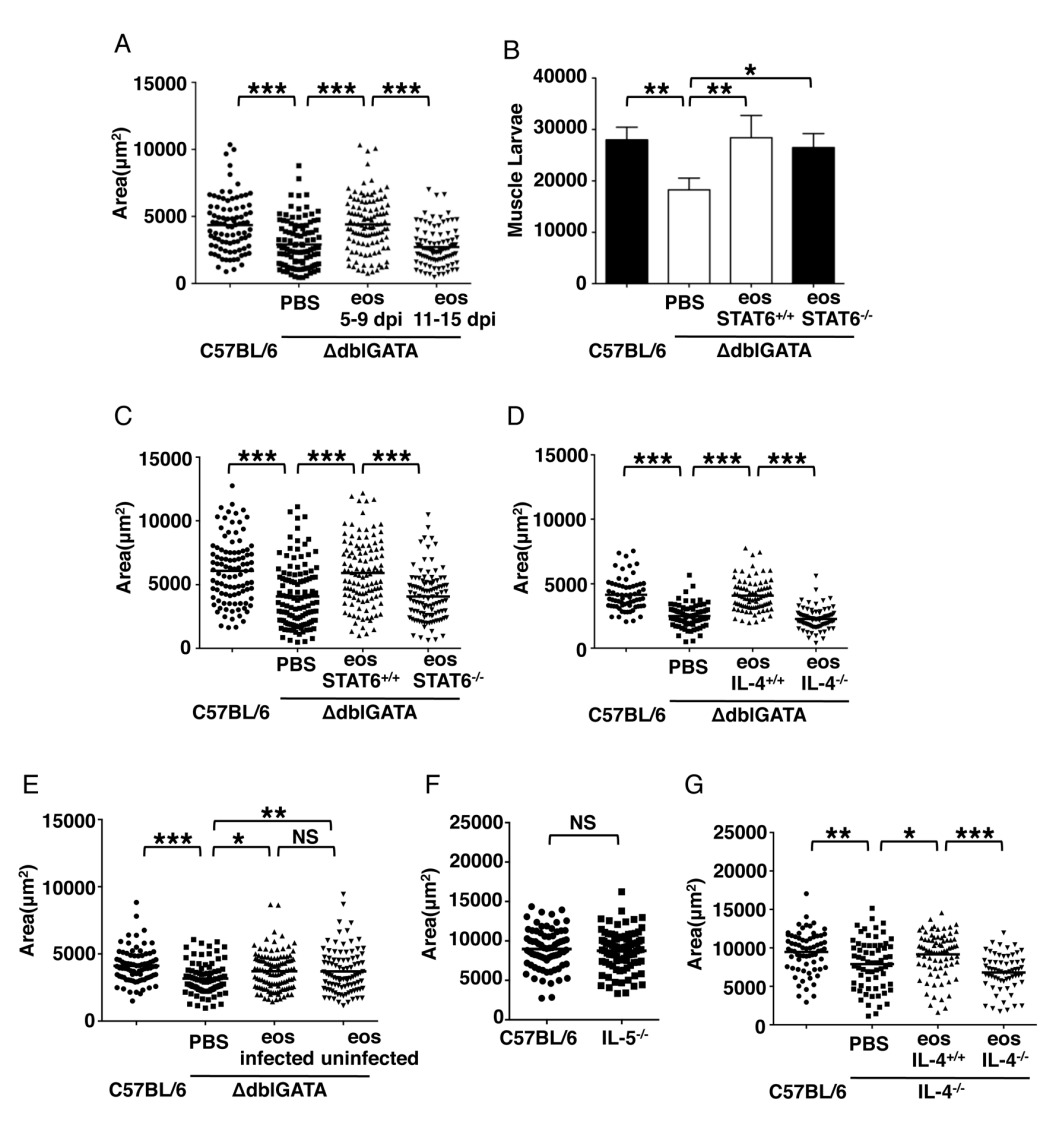
IL-4/STAT6 signaling in eosinophils is required for larval growth. (A) Body size (area) of larvae, 17dpi. ΔdblGATA mice received PBS or 5 × 10^6^ eosinophils every 48 h between 5 and 9 dpi or 11 and 15 dpi (oral infection). (B)–(C), ΔdblGATA mice received PBS or 5 × 10^6^ eosinophils from infected IL-5Tg^+^ or IL-5Tg/STAT6^-/-^ mice every 48 h from 5–9 dpi. (B) Total body larval burdens in muscle, 28 dpi. (C) Body size (area) of larvae, 17 dpi. (D) ΔdblGATA mice received PBS or 5 × 10^6^ eosinophils from infected IL-5Tg^+^ or IL-5Tg^+^/IL-4^-/-^ mice every 48 h from 5–9 dpi. Body size (area) of larvae, 17dpi. (E) ΔdblGATA mice received PBS or 5 × 10^6^ eosinophils from uninfected or infected IL-5Tg^+^ every 48 h from 5–9 dpi. Body size (area) of larvae, 17dpi. (F) Body size (area) of larvae recovered from C57BL/6 and IL-5^-/-^ mice injected 25,000 NBL IV, 13 days post injection. (G) IL-4^-/-^ mice received PBS or 5 × 10^6^ eosinophils from infected IL-5Tg^+^ or IL-5Tg^+^/IL-4^-/-^ mice every 48 h from 0–5 days post IV infection. Body size (area) of larvae, 13 days post injection. Each data set was collected from two experiments with similar results. Values represent mean ± SD; n = 4 mice. Significant differences were determined by ANOVA and Tukey’s test. *p < 0.05, **p < 0.001, ***p < 0.0001.

### Eosinophils support larval growth independently of adaptive immunity

We next tested the requirement for adaptive immunity in larval growth by measuring larvae in Rag1^-/-^ mice. Notably, the morphology of nurse cells in Rag1^-/-^ mice is comparable to those in WT mice. Larvae grew normally in Rag1^-/-^ mice, while larval growth was impaired in PHIL/Rag1^-/-^ mice (Fig 4A), indicating that eosinophils promote larval growth in an innate context. Type 2 innate lymphoid cells (ILC2) promote recruitment and activation of eosinophils. To investigate whether ILC2 contributed to larval growth by recruiting and activating eosinophils, we infected Rag2^-/-^γc^-/-^ mice. Larval growth was not affected by the absence of ILC2 (Fig 4B), a result that is compatible with our previous finding that recruitment of eosinophils to infected muscle was normal in ILC2-ablated Rag2^-/-^γc^-/-^ mice [9]. Lastly, transfer of IL-4^-/-^ eosinophils failed to improve larval growth in PHIL/Rag1^-/-^ mice (Fig 4C). Taken together, the findings show that eosinophils regulated larval growth in an innate context that was independent of ILC2. The effect depended upon eosinophils being derived from IL-4 competent mice.

**Fig 4:**
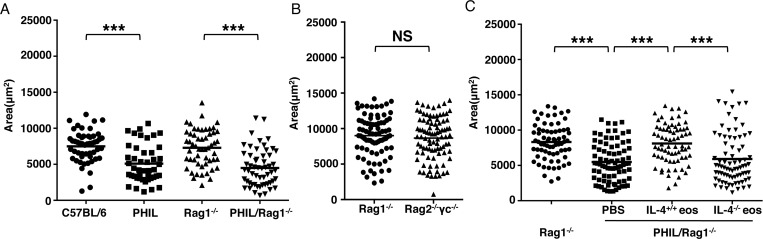
Eosinophils promote larval growth in an innate context. (A)–(C), C57BL/6, PHIL, Rag1^-/-^, PHIL/Rag1^-/-^ and Rag2^-/-^γc^-/-^ mice were injected IV with 25,000 NBL. (A) Body size (area) of larvae recovered from indicated strains 13 days post injection. (B) Body size (area) of larvae recovered from Rag1^-/-^ and Rag2^-/-^γc^-/-^ mice, 13 days post injection. (C) PHIL/Rag1^-/-^ mice received PBS or 5 × 10^6^ eosinophils from infected IL-5Tg^+^ or IL-5Tg^+^/IL-4^-/-^ mice every 48 h from 0–5 days post IV infection. Body size (area) of larvae, 13 days post injection. Each data set was collected from two experiments with similar results. Values represent mean ± SD; n = 3–4 mice. Significant differences were determined by Student’s *t* test or ANOVA and Tukey’s test. ***p < 0.0001.

### NBL infection triggers reprogramming of gene transcription in muscle

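The Rag1-/- arrays, from mice that lack mature T and B cells, cover the diaphragms of 2 naive mice and of 3 mice each at 2 and 7 days after injection of newborn larvae, with 1 Illumina MouseRef-8 v2.0 array per diaphragm. The deposited values are the mean bead signal of each of 25697 probes from GenomeStudio 1.8, neither normalised nor background-subtracted, and a detection p-value against the negative control beads of the array. Median signal lay between 295.1 and 333.4 per array, and 10340 to 11740 probes were detected (detection p under 0.01). The authors used lumi for background subtraction, variance stabilisation and robust spline normalisation, and limma for the tests. Here the 8 arrays were background-corrected from their detection p-values and quantile normalised together on the log2 scale (neqc in limma). Genes were tested where 1 of their probes was detected on at least 2 arrays, which left 8660 genes, and were called at a Benjamini-Hochberg adjusted p of at most 0.05 with a change of at least 1.5-fold, the thresholds of the study's S1 Code, adjusted over the 3 comparisons together. Folds are given with the log2 value and its standard error (SE) from limma, and as a lower bound ("at least") where a gene was detected on no array of 1 group. A list's median is also given with such genes at their bounds. Probes of Col12a1 and Eno1 have no gene name in the annotation at hand, so these genes are not reported.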

To further investigate the mechanism of eosinophil-mediated larval growth in skeletal muscle, we performed whole genome transcriptional profiling to identify genes altered early in the course of muscle infection, coincident with the interval during which eosinophils are required. In order to limit the numbers of infiltrating cells in muscle tissue, experiments were performed with Rag1^-/-^ mice. 

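Infected diaphragms of Rag1-/- mice differed from naive ones at 853 of 8660 genes tested at 2 dpi (589 higher, 264 lower) and at 2818 at 7 dpi (1524 higher, 1294 lower). Between 2 and 7 dpi 1981 genes differed, 1200 of them higher at 7 dpi. Fcgr4, an activating Fc receptor of monocytes and macrophages, had one of the largest rises, at least 42.2-fold higher (adjusted p = 2.5e-05) at 2 dpi and at least 45.8-fold higher at 7 dpi. The embryonic light chain gene Myl4 was 35.6-fold higher (log2 5.15, SE 0.27, adjusted p = 3.47e-05) at 2 dpi and still 18.6-fold higher at 7 dpi. Among the larger falls were Aqp7, a glycerol channel, 2.62-fold lower (log2 -1.39, SE 0.31, adjusted p = 0.0126) at 2 dpi (its 3 probes ran from log2 -1.39 to -0.39), and the methyltransferase Inmt, 5.64-fold lower (log2 -2.50, SE 0.28, adjusted p = 0.000582) at 7 dpi. Aqp7 was not called without naive replicate 1 or 2 (adjusted p = 0.0594 and 0.0563; over all settings and left-out arrays 0.00141 to 0.0594). Any of the 3 comparisons called 3407 genes by limma, 1706 of them with at least 2-fold change. In every called gene the 3 infected arrays lay to 1 side of the 2 naive arrays at both times. This held for 42.1% (2 dpi) and 67.6% (7 dpi) of all genes tested, against 20% by chance. Without background correction the 3 comparisons together called 1877 genes (369 at 2 dpi and 1625 at 7 dpi), and without naive replicate 1 the 2 dpi count was 538.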

Muscle infection in Rag1^-/-^ mice resulted in differential expression of 1529 genes (S1 Table). 

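The 3407 genes called in Rag1-/- muscle were grouped by average linkage on the Pearson correlation of their group means and divided into 6 groups, as the study's S1 Code does. The largest, of 1343 genes, stayed near naive at 2 dpi and was higher at 7 dpi (median log2 0.07 and 1.02), and a group of 1185 genes was lower at 2 dpi and lowest at 7 dpi (median log2 -0.30 and -0.87). A group of 401 genes was higher at 2 dpi and further at 7 dpi (median log2 1.11 and 1.44). Highest at 2 dpi were 123 genes that stayed above naive at 7 dpi (median log2 1.13 and 0.52) and 168 genes that ended below it (0.45 and -0.42). A last group of 187 genes was low at both times (median log2 -0.76 and -0.72) and held 11 of 25 measured endothelium genes where 0.54 are expected (Fisher's exact test, adjusted p = 3.87e-11), among them the VEGF receptor gene Flt1 and the apelin receptor gene Aplnr. Fisher's test, here and for the other groups, takes genes as independent. Genes of a list vary together and the groups were formed by correlation, so its p-values do not measure the spread between mice. Group sizes depend on the processing: the group higher at 2 and further at 7 dpi held 0 genes without naive replicate 1, 2 dpi replicate 1, 2 dpi replicate 3 or 7 dpi replicate 1, and 644 or 693 without 2 dpi replicate 2 or 7 dpi replicate 3. The genes highest at 2 dpi numbered 656 without 2 dpi replicate 3 and 445 without 7 dpi replicate 3, and the late group 880 without 7 dpi replicate 2.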

Hierarchical clustering revealed at least four distinct clusters of co-regulated genes (Fig 5A). Genes in cluster 1 are repressed early during infection, with the greatest effect evident on 7 days post infection (dpi). Gene Ontology enrichment analysis revealed that this cluster included genes involved in muscle organ development and acetyl-CoA metabolism (Fig 5B). 

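The 1185 falling genes of Rag1-/- muscle held 22 of 46 measured mature striated muscle genes (adjusted p = 3.85e-07 by Fisher's exact test), 17 of 26 measured TCA cycle genes (3.16e-08) and 24 of 54 measured fatty acid metabolism genes (5.03e-07). The slow-fibre myosin gene Myh7 was 3.02-fold lower (log2 -1.60, SE 0.42, adjusted p = 0.0253) at 7 dpi and the thin filament gene Lmod2 3.58-fold lower (log2 -1.84, SE 0.20, adjusted p = 0.000589). Acat1, whose enzyme splits acetoacetyl-CoA into acetyl-CoA, was at least 3.39-fold lower (adjusted p = 0.000283), and the malonyl-CoA decarboxylase gene Mlycd 2.5-fold lower (log2 -1.32, SE 0.18, adjusted p = 0.00165). Myh7 was not called without naive replicate 1 or 2 or 7 dpi replicate 2 (adjusted p = 0.0919, 0.0941 and 0.0631; over all settings and left-out arrays 0.00279 to 0.0941). Expected by chance in a group of this size were 6.29, 3.56 and 7.39 genes of the 3 lists. Without background correction Acat1 fell by 0.77 and Lmod2 by 1.07 on the log2 scale.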

Cluster 2 is an early response profile that incorporates genes whose expression peaks at 2dpi. This gene set was highly enriched for genes in the defense response (Fig 5B). In contrast, cluster 3 includes genes that are strongly induced at 7dpi and largely involved in cellular remodeling and wound healing (Fig 5B). 

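The 123 Rag1-/- genes that peaked at 2 dpi held 9 of 22 measured MHC class I antigen processing genes, where 0.312 are expected by chance (Fisher's exact test, adjusted p = 2.07e-10), and 8 of 26 measured type I interferon stimulated genes (3.16e-08). The peptide transporter gene Tap1 was at least 6.86-fold higher (adjusted p = 7.2e-05) at 2 dpi against naive, the immunoproteasome gene Psmb9 7.07-fold higher (log2 2.82, SE 0.29, adjusted p = 0.000446). Muscle genes peaked with them: 9 of 34 measured muscle regeneration and embryonic muscle genes fell in the group (adjusted p = 1.51e-08). Myog, the transcription factor of myoblast differentiation, was 11.8-fold higher (log2 3.56, SE 0.18, adjusted p = 2.71e-05) at 2 dpi and 2.82-fold higher at 7 dpi, and the stretch-responsive gene Ankrd1 13.2-fold higher (log2 3.72, SE 0.32, adjusted p = 0.000183) at 2 dpi. A further 6 regeneration genes (adjusted p = 0.000488) and 4 of 17 measured mesothelium genes (0.00258) lay among the 168 genes that peaked at 2 dpi and ended below naive.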

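The 1343 Rag1-/- genes that rose late held 27 of 31 measured collagen formation genes (4.81 expected, Fisher's exact test, adjusted p = 1.38e-16), 24 of 32 measured endoplasmic reticulum stress and secretion genes (3.44e-12) and 16 of 31 genes of matrix remodelling outside the collagens (3.96e-05). Thbs1, a matricellular protein that activates TGF-beta, was at least 6.24-fold higher (adjusted p = 0.000215) at 7 dpi, and Ccn5, of the same class, 21-fold higher (log2 4.39, SE 0.27, adjusted p = 6.08e-05). Tagln and Acta2, which smooth muscle cells and myofibroblasts express, were at least 10.2-fold higher (adjusted p = 1.13e-05) and 4.91-fold higher (log2 2.30, SE 0.28, adjusted p = 0.000898). Of the genes for folding and secretion of proteins, the disulfide isomerase gene Pdia5 was 4.65-fold higher (log2 2.22, SE 0.17, adjusted p = 0.000129) and the retrieval receptor gene Kdelr3 4.32-fold higher (log2 2.11, SE 0.13, adjusted p = 6.16e-05). Cholesterol biosynthesis genes were the fourth list in the group, 15 of 21 measured (adjusted p = 2.46e-07).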

Finally, genes in cluster 4 are induced at 2dpi and further increased at 7dpi. This cluster included genes involved in antigen presentation and immune activation (Fig 5B). 

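The 401 Rag1-/- genes that were higher at 2 dpi and further at 7 dpi held 27 of 37 measured macrophage and monocyte genes (1.71 expected, Fisher's exact test, adjusted p = 1.01e-26), 12 of 15 measured MHC class II antigen presentation genes (1.47e-12) and 18 of 36 measured cell cycle genes (1.54e-13). H2-Ab1, a chain of MHC class II, was 7.29-fold higher (log2 2.87, SE 0.20, adjusted p = 0.000104) at 7 dpi, and the invariant chain gene Cd74 6.18-fold higher (log2 2.63, SE 0.19, adjusted p = 0.000103). H2-Eb1 was 4.41-fold higher at 2 dpi and 7.68-fold at 7 dpi. The macrophage gene Ms4a6d was 8.76-fold higher (log2 3.13, SE 0.20, adjusted p = 6.75e-05) at 7 dpi. Prc1, needed for the spindle midzone in dividing cells, was 6.02-fold higher at 2 dpi (adjusted p = 0.000327 by limma) and 13.2-fold higher at 7 dpi (8.07e-05).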

To identify pathways enriched in infected muscle, relative to uninfected muscle, gene set enrichment analysis (GSEA) was performed on 2 and 7 dpi samples. 

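Macrophage and monocyte genes rose broadly in infected Rag1-/- muscle, with 29 higher and 0 lower of 37 measured (31 and 0 adjusted over the list alone) at 2 dpi and 32 higher and 0 lower of 37 measured (33 and 0 adjusted over the list alone) at 7 dpi. The macrophage medians were log2 1.54 and 2.14 (1.33 and 2.10 at bounds), with camera adjusted p = 2.89e-29 and 1.26e-17, or adjusted p = 0.145 and 0.186 with an estimated correlation. MHC class II antigen presentation genes had 13 higher and 0 lower of 15 measured (13 and 0 adjusted over the list alone) at 2 dpi and 13 higher and 0 lower of 15 measured (13 and 0 adjusted over the list alone) at 7 dpi. The MHC class II medians were log2 1.76 and 2.27 (1.76 and 1.95 at bounds), with camera adjusted p = 2.58e-13 and 1.86e-08, or adjusted p = 0.128 and 0.186 with an estimated correlation. Cell cycle genes had 29 higher and 0 lower of 36 measured (31 and 0 adjusted over the list alone) at 7 dpi. The cell cycle median was log2 1.50 (1.05 at bounds), with camera adjusted p = 7.84e-14, or adjusted p = 0.131 with an estimated correlation. Of 37 gene lists fixed before the data were examined, camera with a preset correlation between genes called 16 at 2 dpi and 22 at 7 dpi. With the correlation estimated from the arrays it called 0 in each (smallest adjusted p = 0.0791 and 0.131), as in every other comparison made here. Fry, which asks whether the genes of a list move 1 way, called 19 and 30.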

At 2dpi, there was marked induction of genes involved in interferon signaling (Fig 5C), including the STAT1 target genes Igtp, Irgm2, Cxcl9 and Cxcl10, as well as master regulators of the interferon response, Irf1 and Stat1 (Fig 5D). 

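Genes that interferons induce rose early in Rag1-/- muscle. At 2 dpi against naive Igtp, an interferon-inducible GTPase, was 24-fold higher (log2 4.58, SE 0.28, adjusted p = 6.16e-05), and Irgm2, of the same family, 11.4-fold higher (log2 3.50, SE 0.24, adjusted p = 9.17e-05). The chemokine genes Cxcl9 and Cxcl10 were 17.4-fold higher (log2 4.12, SE 0.18, adjusted p = 1.75e-05) and 18-fold higher (log2 4.17, SE 0.36, adjusted p = 0.000199), and Irf1, a transcription factor of the interferon response, 4.48-fold higher (log2 2.16, SE 0.22, adjusted p = 0.000419). Type I interferon stimulated genes as a list had 18 higher and 0 lower of 26 measured (20 and 0 adjusted over the list alone), among them Irf7, 6.16-fold higher (log2 2.62, SE 0.30, adjusted p = 0.000683). The type I interferon median was log2 0.98 (0.90 at bounds), with camera adjusted p = 1.05e-13, or adjusted p = 0.145 with an estimated correlation. The study picked Igtp, Irgm2, Cxcl9, Cxcl10 and Irf1 for Fig 5D on these arrays, so their rise is not independent evidence. Without background correction Cxcl9 was at log2 3.25 and Cxcl10 at 2.24. Without naive replicate 2, Cxcl10 was at 3.48 and Irf1 at 2.8, and without naive replicate 1 Cxcl10 was at 4.87. Irf1 lay at 10.16 and 10.18 on the 2 naive arrays in the full fit, so its move does not come from their spread. The probe that stands for a gene is chosen anew when an array is left out.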

GSEA at 7dpi identified signatures primarily associated with collagen formation and muscle repair (Fig 5C). This included tenascin C (Tnc), a tissue remodeling factor; lysyl oxidase (Lox), a secreted enzyme that initiates crosslinking of collagen and elastin; and a series of collagen genes (Col12a1, Col5a1, Col4a1 and Col1a1) (Fig 5D). These finding were consistent with substantial muscle cell hypertrophy and initiation of nurse cell transformation and formation of the collagen capsule at this time. 

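Collagen formation genes rose at 7 dpi in Rag1-/- muscle, 26 higher and 0 lower of 31 measured (26 and 0 adjusted over the list alone), whereas at 2 dpi there were 0 higher and 0 lower of 31 measured (0 and 0 adjusted over the list alone). The collagen medians were log2 1.09 and 0.047 (1.00 and 0.01 at bounds), with camera adjusted p = 1.32e-10 and 0.511, or adjusted p = 0.186 and 0.871 with an estimated correlation. Matrix remodelling genes outside the collagens also rose by 7 dpi, 18 higher and 1 lower of 31 measured (18 and 1 adjusted over the list alone). The matrix median was log2 0.82 (0.70 at bounds), with camera adjusted p = 2.18e-06, or adjusted p = 0.186 with an estimated correlation. The protease inhibitor gene Timp1 was 9.41-fold higher (log2 3.23, SE 0.17, adjusted p = 2.92e-05). The muscle regeneration and embryonic muscle genes had 15 higher and 4 lower of 34 measured (15 and 4 adjusted over the list alone). The regeneration median was log2 0.66 (0.54 at bounds), with camera adjusted p = 0.000893, or adjusted p = 0.235 with an estimated correlation. Myh8, the perinatal myosin heavy chain, was 16.2-fold higher (log2 4.02, SE 0.36, adjusted p = 0.000215). Between 2 and 7 dpi the collagen list rose, 26 higher and 0 lower of 31 measured (26 and 0 adjusted over the list alone). The collagen median was log2 1.00, with camera adjusted p = 4.21e-13, or adjusted p = 0.238 with an estimated correlation. Of the regeneration genes, most of those called were lower at 7 than at 2 dpi, 5 higher and 16 lower of 34 measured (6 and 18 adjusted over the list alone). The regeneration median was log2 -0.74 (-0.60 at bounds), with camera adjusted p = 0.00779, or adjusted p = 0.36 with an estimated correlation.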

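Tnc was 44.7-fold higher (log2 5.48, SE 0.16, adjusted p = 1.05e-05) in Rag1-/- muscle at 7 dpi. Its 4 probes gave log2 0.88 to 5.61. Lox was 11.2-fold higher (log2 3.49, SE 0.17, adjusted p = 2.5e-05), with log2 0.47 (adjusted p = 0.0725) at 2 dpi, where it was called only without 2 dpi replicate 3 (log2 0.60, adjusted p = 0.0297). The collagen genes Col5a1, Col4a1 and Col1a1 were 3.4-fold higher (log2 1.77, SE 0.14, adjusted p = 0.000148), 2.73-fold higher (log2 1.45, SE 0.21, adjusted p = 0.00199) and 2.42-fold higher (log2 1.28, SE 0.27, adjusted p = 0.0102). Other genes of collagen processing rose with them: Plod2, a lysyl hydroxylase, was 3.79-fold higher and P3h2, a prolyl hydroxylase, at least 4.75-fold (limma adjusted p = 0.000287 and 0.00064). Fig 5D shows genes picked on these arrays, so their direction is not independent evidence. Of the 27 other collagen genes measured, 22 were called higher and 0 lower. Col1a1 was not called without naive replicate 1 (log2 1.04, adjusted p = 0.071; over all settings and left-out arrays 0.000661 to 0.071), and without background correction Tnc was at log2 3.65 and Plod2 at 0.97.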

Notably, many genes of glycolysis were significantly induced at 7dpi, including several key regulatory enzymes such as Pfkp, Pygb, Pfkl and Hk3 (Fig 5D). 

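Genes of glycolysis and of glycogen synthesis and breakdown, taken as 1 list, moved both ways in Rag1-/- muscle at 7 dpi. Pfkp was 3.55-fold higher (log2 1.83, SE 0.14, adjusted p = 0.000122), the brain form of glycogen phosphorylase, Pygb, 3.13-fold higher (log2 1.65, SE 0.20, adjusted p = 0.000955), and Hk3, a hexokinase of blood cells, 4.88-fold higher (log2 2.29, SE 0.30, adjusted p = 0.00141). Pfkl was 1.65-fold higher (log2 0.73, SE 0.17, adjusted p = 0.0166), although its probes gave log2 -0.52 to 0.73. Muscle and glycogen genes were lower. Pfkm, an enzyme of glycolysis, was called. So were Pgm1, Phka1, Phkb, Phkg1, Gys1 (log2 -1.33), Gbe1, Gyg and Ugp2, of glycogen metabolism, and Fbp2, of gluconeogenesis. The list had 7 higher and 10 lower of 30 measured (7 and 11 adjusted over the list alone). The glycolysis median was log2 -0.32, with camera adjusted p = 0.298, or adjusted p = 0.594 with an estimated correlation. Its mean was log2 0.02. Nt5e, a nucleotidase that Fig 5D groups with glycolysis and that the list therefore holds, was 24.1-fold higher (log2 4.59, SE 0.40, adjusted p = 0.000193) (probes log2 1.47 to 4.59). Of the 7 higher genes, 5 are Fig 5D genes, picked by the study on these arrays. Of the 25 other list members 2 (Aldoc and Pgam1) were higher and 10 lower, with a median log2 of -0.50. The call of Gys1 ended without naive replicate 1 or 2 or 7 dpi replicate 1 or 2 (adjusted p = 0.0525, 0.109, 0.0517 and 0.0599; over all settings and left-out arrays 0.0051 to 0.109), and its fall was under 1.5-fold without background correction (log2 -0.48) and with the authors' normalised values (-0.51). Pfkl was not called without naive replicate 1 or 2 (adjusted p = 0.0562 and 0.0893; over all settings and left-out arrays 0.00201 to 0.0893), and without background correction Hk3 was at log2 0.90 and Nt5e at 3.18.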

A large set of genes was also markedly reduced in expression by 7dpi and included signatures related to the TCA cycle (e.g. Idh2, Dlat and Mdh1) and striated muscle cell development (e.g. Myh4, Synm and Myot) (Fig 5C and 5D). Collectively, these changes in gene expression programs following infection by NBL describe a robust early induction of STAT1-dependent genes and subsequent loss of myofibers, a strong regenerative response, and a shift in the sources of energy in infected muscle.

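TCA cycle genes fell in Rag1-/- muscle at 7 dpi, 0 higher and 17 lower of 26 measured (0 and 18 adjusted over the list alone). The TCA cycle median was log2 -0.82, with camera adjusted p = 2.18e-06, or adjusted p = 0.186 with an estimated correlation. Idh2 was 2.21-fold lower (log2 -1.14, SE 0.20, adjusted p = 0.0048), Dlat, of the pyruvate dehydrogenase complex, 1.95-fold lower (log2 -0.96, SE 0.18, adjusted p = 0.00634), and Mdh1, the cytosolic malate dehydrogenase, 1.84-fold lower (log2 -0.88, SE 0.12, adjusted p = 0.00181). Respiratory electron transport genes were also lower, 1 higher and 13 lower of 67 measured (1 and 13 adjusted over the list alone). The electron transport median was log2 -0.29, with camera adjusted p = 0.000223, or adjusted p = 0.215 with an estimated correlation. Against the direction of the list, Cox8a was 2.76-fold higher (adjusted p = 0.000507 by limma). Mature striated muscle genes had 1 higher and 23 lower of 46 measured (1 and 26 adjusted over the list alone). The striated muscle median was log2 -0.66, with camera adjusted p = 1.06e-05, or adjusted p = 0.255 with an estimated correlation. The fast myosin gene Myh4 was 3.19-fold lower (log2 -1.68, SE 0.26, adjusted p = 0.00252), the intermediate filament gene Synm 2.42-fold lower (log2 -1.28, SE 0.29, adjusted p = 0.013) and the Z-disc gene Myot 2.25-fold lower (log2 -1.17, SE 0.15, adjusted p = 0.00123). These 6 genes were picked for Fig 5D on the same arrays. Outside it, 14 of 23 TCA cycle genes and 20 of 43 striated muscle genes were called lower, and 0 and 1 higher. Mdh1 was not called without a filter on dim probes (log2 -0.92, adjusted p over all settings and left-out arrays 5.94e-05 to 0.242), where another of its probes stands for the gene.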

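Genes of muscle regeneration and embryonic muscle had risen by 2 dpi already in Rag1-/- muscle, 20 higher and 0 lower of 34 measured (21 and 0 adjusted over the list alone). The regeneration median was log2 1.01 (0.76 at bounds), with camera adjusted p = 9.79e-17, or adjusted p = 0.0791 with an estimated correlation. Chrng, the fetal acetylcholine receptor subunit, was 44.9-fold higher (log2 5.49, SE 0.68, adjusted p = 0.000994), with one naive replicate far below the other (log2 6.90 without naive replicate 1 and 4.07 without naive replicate 2). TCA cycle genes had 0 higher and 2 lower of 26 measured (0 and 0 adjusted over the list alone) at 2 dpi. The TCA cycle median was log2 -0.31, with camera adjusted p = 0.000155, or adjusted p = 0.286 with an estimated correlation. The interferon-inducible gene Igtp, higher at 2 dpi, was still 5.98-fold higher than naive at 7 dpi (limma adjusted p = 0.000567). From the enriched lists and the profiles at both times, the paper concludes that fibre loss, regeneration and a changed supply of energy follow an early response of the muscle to larvae.

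**Figure D1:**
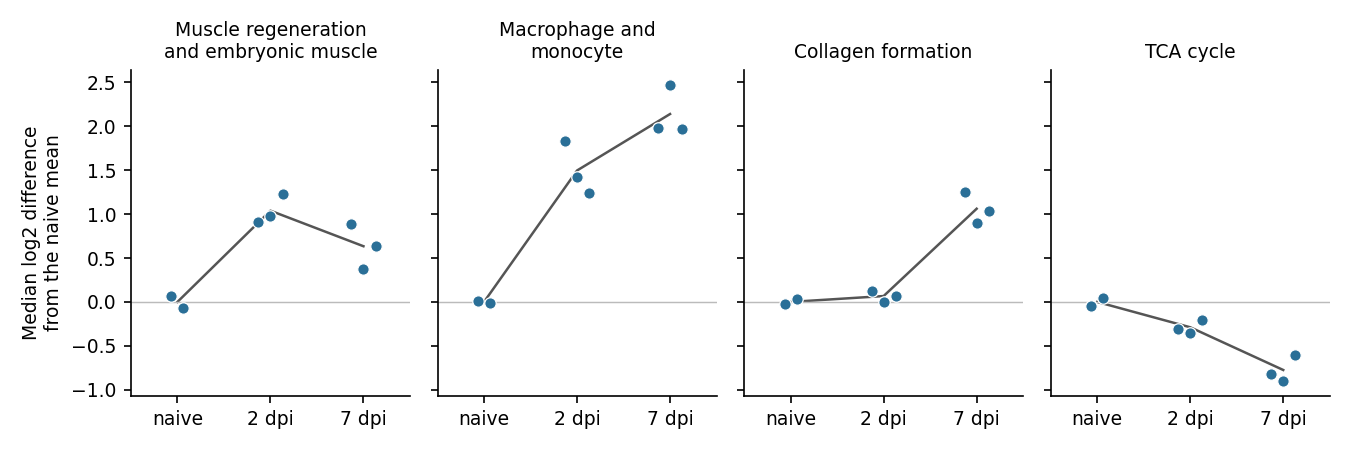
Median log2 difference of 4 gene lists from the mean of the naive arrays, for each Rag1-/- array (points; 2 naive, 3 at 2 dpi, 3 at 7 dpi), with lines through the group means. Muscle regeneration and embryonic muscle genes are highest at 2 dpi, macrophage and monocyte genes are high at both times, collagen formation genes are near naive at 2 dpi and high at 7 dpi, and TCA cycle genes are lowest at 7 dpi. All panels share 1 axis.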

**Fig 5:**
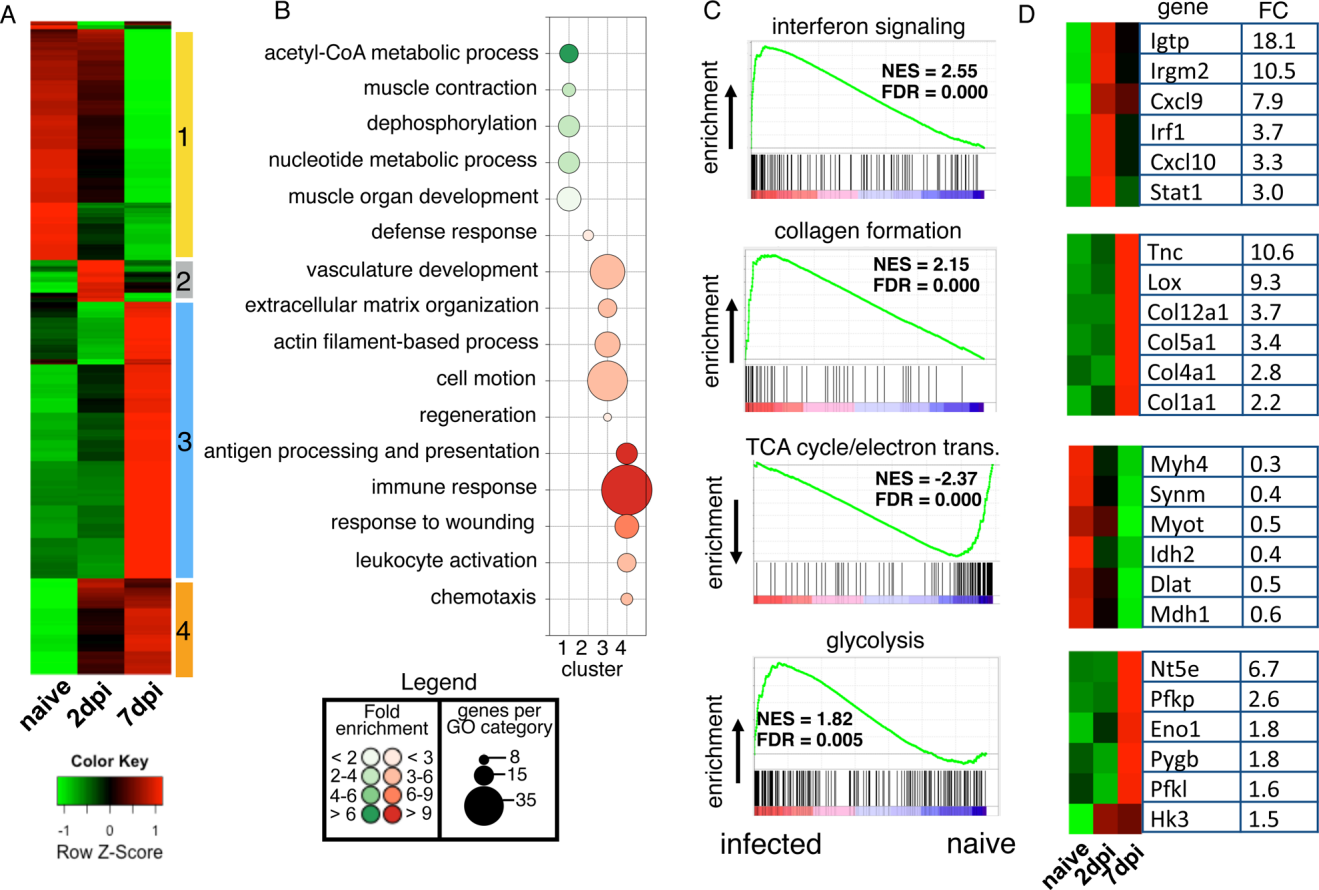
Transcriptional reprogramming of skeletal muscle during *T*. *spiralis* infection in Rag1^-/-^ mice. Microarray-based gene expression profiling of diaphragms of uninfected and infected Rag1^-/-^ mice on 0, 2 and 7 post IV infection. (A) Hierarchical clustering and heatmap representation of 1529 genes differentially regulated during a time course of *T*. *spirals* muscle infection (2-fold, FDR ≤ 0.05). Four clusters of coordinately regulated genes are indicated. Color pattern represents row Z-score. (B) Bubble chart showing results of Gene Ontology (GO) enrichment analysis. Bubble size indicates number of genes associated with each term. Bubble color indicates whether genes associated with each term were upregulated (red) or downregulated (green), while color intensity indicates fold enrichment. (C) GSEA enrichment plot for four selected pathways with normalized enrichment scores (NES) and false discover rates (FDR). Collagen formation, TCA cycle/electron trans. and glycolysis: 7dpi vs naïve. Interferon signaling: 2dpi vs naïve. (D) Six selected genes from each GSEA signature panel (C). Maximum mean fold change (FC) between naïve and infected Rag1^-/-^ mice is shown.

### Evidence of enhanced glucose uptake in nurse cells

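Fatty acid metabolism genes, most of which act in the oxidation that yields acetyl-CoA, were lower in Rag1-/- muscle from 2 dpi on. At 2 dpi there were 0 higher and 10 lower of 54 measured (0 and 10 adjusted over the list alone), and at 7 dpi 3 higher and 29 lower of 54 measured (4 and 34 adjusted over the list alone). The fatty acid medians were log2 -0.38 and -0.81 (-0.35 and -0.81 at bounds), with camera adjusted p = 1.52e-05 and 4.99e-07, or adjusted p = 0.118 and 0.131 with an estimated correlation. Ppargc1a, a coactivator of mitochondrial biogenesis, was 1.84-fold lower (log2 -0.88, SE 0.19, adjusted p = 0.0104) at 2 dpi, and the fatty acid translocase gene Cd36 1.79-fold lower (log2 -0.84, SE 0.11, adjusted p = 0.00149). At 7 dpi the acyl-CoA thioesterase gene Acot1 was 3.06-fold lower (log2 -1.61, SE 0.33, adjusted p = 0.00909) and the lipid droplet gene Plin5 2.58-fold lower (log2 -1.37, SE 0.31, adjusted p = 0.0141). Without naive replicate 1 the call of Acot1 ended (adjusted p = 0.0616; over all settings and left-out arrays 0.00045 to 0.0616). Without naive replicate 2 those of Ppargc1a (0.0595; 0.000721 to 0.0595) and Plin5 (0.0873; 2.77e-05 to 0.0873) did.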

The reduced expression of genes involved in acetyl-CoA metabolism suggested a change in the source of energy in infected muscle. A previous report described enhanced uptake of glucose by isolated nurse cells [15]. We detected Akt in a variety of cell types in sections of tongues collected 13 days post IV infection; however, phospho-Akt^ser473^ was specifically detected at high levels in nurse cells (Fig 6A), consistent with active glucose metabolism in nurse cells. Increased expression of Glut4 was not detected in microarray analysis; however, intracellular GLUT4 was dramatically increased and redistributed to be associated with vesicle-like structures in nurse cells, a change that is consistent with active transport of glucose (Fig 6B). These results are compatible with a shift to glucose metabolism in muscle cells during the first 7 days of infection. 

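Slc2a4, the gene of GLUT4, was 2.25-fold lower (log2 -1.17, SE 0.21, adjusted p = 0.00523) in Rag1-/- muscle at 7 dpi than in naive muscle. At 2 dpi its value was log2 -0.47, SE 0.21, adjusted p = 0.131, called only with the replicate number as a block (log2 -0.61; adjusted p over all settings and left-out arrays 0.0471 to 0.349). Genes of insulin signalling and glucose uptake moved both ways in Rag1-/- muscle at 7 dpi, 6 higher and 8 lower of 32 measured (6 and 8 adjusted over the list alone). The insulin and glucose median was log2 -0.46, with camera adjusted p = 0.415, or adjusted p = 0.484 with an estimated correlation. The list was called by fry (adjusted p = 0.0252). Socs3, an inhibitor of cytokine and insulin signalling, was 4.49-fold higher (log2 2.17, SE 0.24, adjusted p = 0.000651), and Prkaa2, a catalytic subunit of AMP kinase, 2.65-fold lower (log2 -1.40, SE 0.17, adjusted p = 0.000796).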

During this time, the nurse cell is becoming an active metabolic complex that serves as a nutrient-rich site for growing larvae that store glycogen.

**Fig 6:**
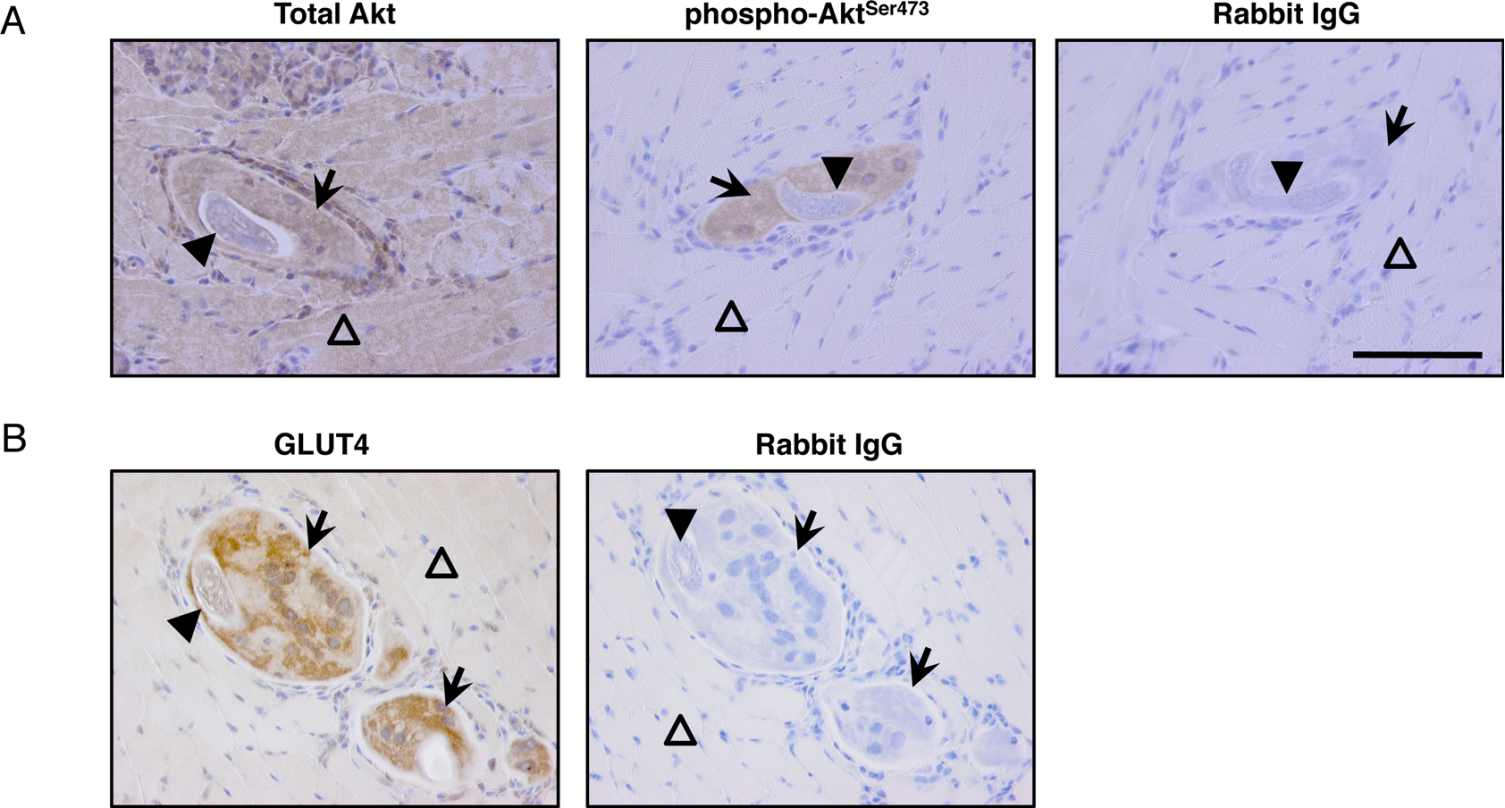
GLUT4 and phosphorylation of Akt are enhanced in nurse cells. Detection of (A) Akt, phospho-Akt^Ser473^ and (B) GLUT4 in tongues collected from Rag1^-/-^ mice infected by IV injection with NBL, 13 days post injection. Arrows indicate nurse cells. Solid arrowheads indicate muscle larvae. Opened arrowheads indicate uninfected muscle cells. Scale bar = 100μm. n = 3 mice.

### Eosinophils enhance nutrient metabolism in muscle while suppressing local inflammation

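Arrays of WT mice and of PHIL mice, which lack eosinophils through a transgene, cover naive diaphragms (2 mice of each strain) and diaphragms at 2 and 7 dpi (3 mice of each strain and time), 16 arrays of the platform used for Rag1-/- mice. The signals were dimmer than in that set: median signal lay between 106.3 and 131.9 and 8847 to 10627 probes were detected per array, with the lowest values in naive WT muscle (106.3 to 113.2, and 8847 to 9068 probes) and higher ones in WT muscle at 7 dpi (121.2 to 131.5, and 10090 to 10594 probes). The authors processed these arrays by the same steps, and their S1 Code compares PHIL with WT mice at 7 dpi. Here the 16 arrays were normalised together, apart from the Rag1-/- arrays, and fitted as 6 groups with limma. 8226 genes were tested, with p adjusted within each comparison. A difference between strains in the response to infection was tested as the interaction of strain and time. The paper's methods do not give the number of naive WT and PHIL mice on arrays, which was taken from the sample labels. The sex of the mice is not given. The Y-linked gene Eif2s3y was detected on 1 of 2 naive, 1 of 3 2 dpi and 2 of 3 7 dpi arrays of WT. In PHIL these were 0 of 2, 0 of 3 and 2 of 3. Comparisons of PHIL at 7 dpi with naive, of the strains in naive muscle and at 2 dpi, and the interactions cannot be fully told apart from this difference.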

Given that the transcriptome analysis of tissue from infected Rag1^-/-^ mice showed a clear reprogramming of muscle, we tested a role for eosinophils in regulation by performing transcriptional analysis of infected WT and PHIL muscle at 2 and 7 dpi. 

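Infection changed the muscle of eosinophil-sufficient and eosinophil-deficient mice in much the same way. Against naive muscle of the same strain, 1920 genes were called in WT at 2 dpi and 2310 at 7 dpi (1341 higher, 969 lower), and 1529 and 2181 in PHIL (1225 higher and 956 lower at 7 dpi). At 7 dpi 999 genes were called higher in both WT and Rag1-/- muscle, 548 lower in both and 5 in opposite directions, where 235 and 141 shared genes are expected by chance. Across genes, which are not independent replicates, Pearson's r of the log2 changes was 0.836 and Spearman's rho 0.775. The same r was 0.823 between PHIL and Rag1-/- and 0.869 between PHIL and WT (rho 0.793 and 0.814). At 2 dpi the agreement with Rag1-/- muscle was weaker, with r of 0.675 for WT and 0.689 for PHIL (rho 0.472 and 0.481). Between PHIL and WT it was 0.883 (rho 0.802) at 2 dpi. Tnc, for instance, was at least 10.5-fold higher in WT and 13.9-fold in PHIL muscle at 7 dpi (limma adjusted p = 8.88e-07 and 1.45e-06). With arrays scaled to a common median only, 97% of the calls at 7 dpi in WT and 97.5% in PHIL were higher, and the median over all genes shifted by log2 0.38 and 0.40. Between PHIL and WT at 7 dpi 40 genes were called, 7 higher and 33 lower, 4 with at least 2-fold change. Limma called 0 at 2 dpi and 0 in naive muscle (smallest adjusted p = 0.114 and 0.0959; 781 and 677 genes at unadjusted p under 0.05). In each of the 40 genes the 3 PHIL arrays lay to 1 side of the 3 WT arrays, as in 19.9% of all genes, against 10% by chance. Il4i1, an amino acid oxidase of myeloid and B cells, was 1.81-fold higher (log2 0.86, SE 0.15, adjusted p = 0.0362) in PHIL, and Armh4 1.98-fold lower (log2 -0.99, SE 0.14, adjusted p = 0.032). These calls end without any one of 5 and 1 of the 16 arrays (adjusted p 0.00812 to 0.134 and 0.00157 to 0.124). Leaving out 1 array gave between 0 genes (WT 7 dpi replicate 3) and 87 (PHIL 7 dpi replicate 1), and fitting only the 6 arrays compared gave 0. That most calls were lower in PHIL depended on the processing. The split was 16 higher and 15 lower without background correction, 18 and 24 with another correction (normexp), 17 and 19 with the authors' normalised values and 85 and 80 with array weights. With a trended and robust fit it was 22 and 82.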

Similar to Rag1^-/-^ mice, both WT and PHIL mice showed transcriptional signatures associated with a general reprogramming of muscle following infection; however there were distinct differences between WT and PHIL (S2 Table). 

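Type I interferon stimulated genes stood higher in PHIL than in WT muscle at 7 dpi by a small step, 0 higher and 0 lower of 28 measured (2 and 0 adjusted over the list alone), with a fry adjusted p of 0.235. The type I interferon median was log2 0.35 (0.32 at bounds), with camera adjusted p = 1.18e-05, or adjusted p = 0.492 with an estimated correlation. At 2 dpi the list also differed (median log2 0.24, camera adjusted p = 0.00115, or adjusted p = 0.707 with an estimated correlation), and in naive muscle its median was log2 -0.061 (0.76 and 0.993). The call at 2 dpi ends without WT 2 dpi replicate 1 (median 0.12) or PHIL 2 dpi replicate 2 (0.12), and with the level of the Y-linked gene Eif2s3y as a covariate (0.076), which calls the list lower in naive PHIL muscle (-0.14). That covariate was chosen after the data were seen. In WT muscle the list had 12 higher and 0 lower of 28 measured (12 and 0 adjusted over the list alone) at 7 dpi against naive, and in PHIL muscle 17 higher and 0 lower of 28 measured (19 and 0 adjusted over the list alone). The type I interferon medians were log2 0.55 and 0.90 (0.52 and 0.73 at bounds), with camera adjusted p = 0.00114 and 4.74e-07, or adjusted p = 0.473 and 0.24 with an estimated correlation. Igtp, a strong responder at 2 dpi in WT (42.4-fold higher) and PHIL (56-fold), was still 7.73-fold higher (log2 2.95, SE 0.35, adjusted p = 1.97e-05) in WT and 21.2-fold higher (log2 4.41, SE 0.35, adjusted p = 6.55e-07) in PHIL at 7 dpi. Limma did not call the difference of these rises (log2 1.46, adjusted p = 0.343) or PHIL against WT at 7 dpi (log2 1.18, adjusted p = 0.0883). Liver genes (median log2 1.05, camera adjusted p = 0.000151) and red blood cell genes (0.63, 0.00115) were also called higher in PHIL than in WT at 2 dpi, with adjusted p = 0.707 for both with an estimated correlation. The liver genes were high on single arrays of both strains. Their medians over naive at 2 dpi were log2 -0.17, -0.044 and 1.51 in WT and 0.12, 2.09 and 2.00 in PHIL. A difference between strains in liver genes is therefore not shown.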

Notably, PHIL mice exhibited sustained activation of interferon signaling genes and a STAT1 signature at 7dpi when compared to WT mice that was highly significant (Fig 7A). This gene set includes Gbp2, Gbp7, Irf7, Irf1 and Stat1 (Fig 7C). 

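The interferon-induced genes Gbp2, Gbp7, Irf7 and Irf1 were not called between PHIL and WT muscle at 7 dpi (3 arrays each). Gbp2, a guanylate-binding protein induced by interferons, had log2 0.93 (SE 0.27, limma adjusted p = 0.118), Gbp7 0.71 (0.289), Irf7 0.80 (0.263) and Irf1 0.44 (0.457). Against naive muscle, Irf7 was 3.92-fold higher (log2 1.97, SE 0.37, adjusted p = 0.000829) in PHIL at 7 dpi, where in WT its value was log2 0.56, SE 0.37, adjusted p = 0.229. In WT it was called only with arrays scaled to a common median (log2 1.13; adjusted p over all settings and left-out arrays 0.00714 to 0.791), a scaling that shifts the median of all genes by log2 0.38. Gbp2 was 3.92-fold higher in WT and 7.43-fold in PHIL (adjusted p = 0.000178 and 8.01e-06). From naive to 7 dpi the interaction of strain and time was not called by limma for Irf7 (log2 1.41, SE 0.52, adjusted p = 0.393) or Gbp2 (log2 0.92, SE 0.43, adjusted p = 0.515). From 2 to 7 dpi, the interval that a sustained signature concerns, limma did not call it either. The values there were log2 0.90 for Gbp2 (adjusted p = 0.724), 0.48 for Irf7 (0.884) and 1.05 for Igtp (0.706). Camera did not call the type I interferon list in that interval. Between PHIL and WT at 7 dpi some settings called Gbp2 (adjusted p over all settings and left-out arrays 0.0247 to 0.398) and 1 called Irf1 (without WT 7 dpi replicate 2, 0.0372 to 0.675), whereas none called Gbp7 (0.0752 to 0.61) or Irf7 (0.0807 to 0.579).

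**Figure D2:**
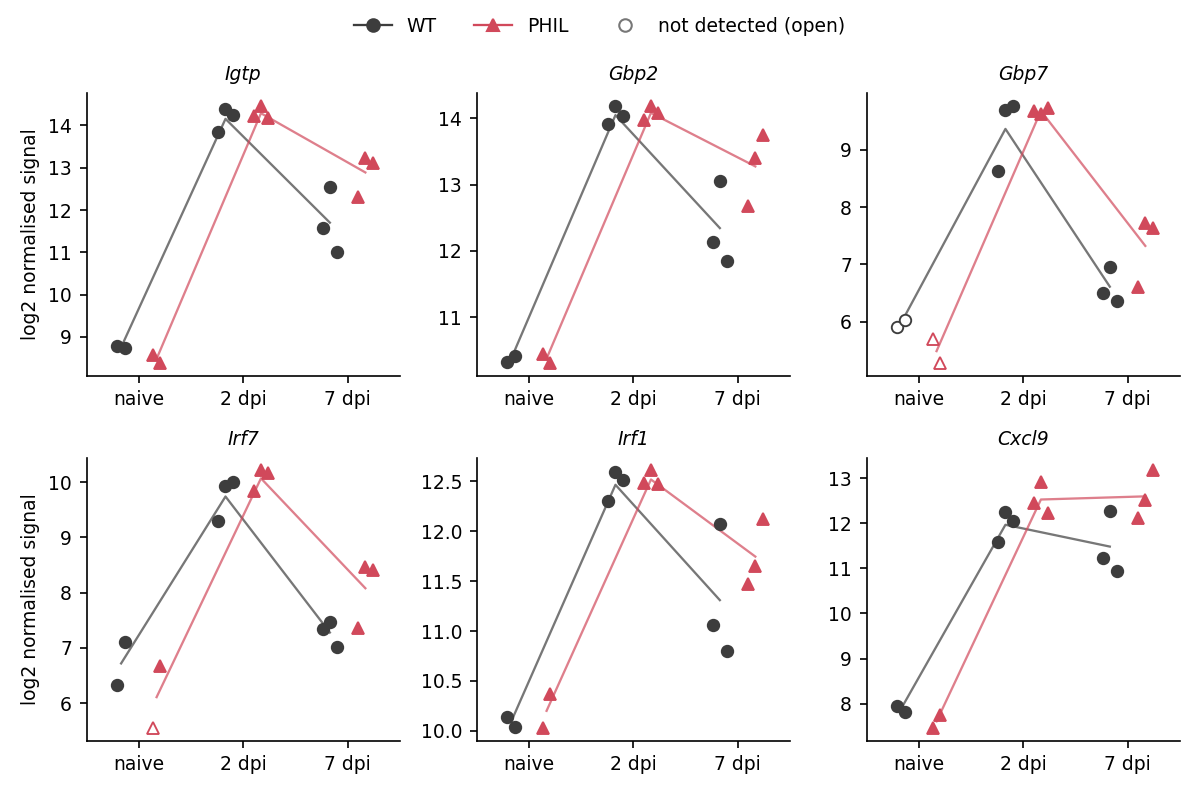
Log2 normalised signal of 6 interferon-responsive genes on each array of WT mice (circles) and PHIL mice (triangles) that were naive (2 per strain) or at 2 or 7 dpi (3 per strain and time); open symbols are arrays on which the gene was not detected, lines join group means, and the vertical axes do not start at 0. All genes are higher at 2 dpi than in naive muscle in both strains, and at 7 dpi the PHIL mean lies above the WT mean, with arrays of the strains overlapping in each gene.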

The TCR pathway was also enriched in PHIL at 7dpi (Fig 7A), reflecting the population of lymphocytes infiltrating tissue in the absence of eosinophils. 

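Genes of T cells and the T cell receptor pathway were higher in PHIL than in WT muscle at 7 dpi, 1 higher and 0 lower of 19 measured (8 and 0 adjusted over the list alone), with 18 of 19 above 0 (fry adjusted p = 0.0663). The T cell median was log2 0.48 (0.37 at bounds), with camera adjusted p = 2.13e-08, or adjusted p = 0.459 with an estimated correlation. Ifng, the one called over all genes, was detected in PHIL only, at least 1.22-fold higher (adjusted p = 0.039). The call did not hold without any one of 9 of the 16 arrays (adjusted p over all settings and left-out arrays 0.0116 to 0.157). Cd3g, a chain of the T cell receptor complex, and Cd8b1, of cytotoxic T cells, had log2 1.03, SE 0.24, adjusted p = 0.0628 and log2 1.03, SE 0.25, adjusted p = 0.0709, and were called with the authors' normalised values (over all settings and left-out arrays 0.0087 to 0.227 and 0.0117 to 0.275). B cell and plasma cell genes had 0 higher and 0 lower of 11 measured (2 and 0 adjusted over the list alone). The B cell median was log2 0.41, with camera adjusted p = 4.78e-05, or adjusted p = 0.492 with an estimated correlation. Genes of other leukocytes moved the same way by camera: NK and cytotoxic genes had 0 higher and 0 lower of 7 measured (2 and 0 adjusted over the list alone), and the few neutrophil genes 0 higher and 0 lower of 5 measured (1 and 0 adjusted over the list alone). The NK and neutrophil medians were log2 0.26 and 0.40 (0.26 and 0.24 at bounds), with camera adjusted p = 0.0251 and 0.0493, or adjusted p = 0.492 and 0.492 with an estimated correlation. Nkg7, of cytotoxic granules, had log2 1.02, SE 0.32, adjusted p = 0.14, and Fpr2, a receptor of neutrophils, log2 0.93, SE 0.23, adjusted p = 0.0737. Both were called with the authors' normalised values, and Fpr2 without PHIL 7 dpi replicate 1 (log2 1.14), over all settings and left-out arrays 0.0172 to 0.399 and 0.0291 to 0.305. The NK list was not called by fry (0.235), with the authors' values and the S1 Code filter, or without WT 7 dpi replicate 3 (median 0.30), PHIL 7 dpi replicate 1 (0.35) or PHIL 7 dpi replicate 3 (0.27). Its median was 0.45 without WT 7 dpi replicate 2, 0.40 without PHIL 2 dpi replicate 2 and 0.57 without PHIL 7 dpi replicate 2. The neutrophil list was not called by fry (0.158), under 4 other filters or with Eif2s3y as a covariate. Its call also ended without WT 2 dpi replicate 3 (0.40), WT 7 dpi replicate 1 (0.52), WT 7 dpi replicate 3 (0.40), PHIL 7 dpi replicate 2 (0.24) or PHIL 7 dpi replicate 3 (0.23), and without PHIL 7 dpi replicate 1 its median was 0.74.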

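Neither the TCA cycle nor fatty acid metabolism was called as a list between PHIL and WT muscle at 7 dpi. The paper used GSEA with sets whose members are not given, and its Fig 5 legend joins the TCA cycle with electron transport. The lists here, tested by camera, are therefore not a like comparison with its signatures. TCA cycle genes had 0 higher and 2 lower of 25 measured (0 and 2 adjusted over the list alone). The TCA cycle median was log2 -0.041, with camera adjusted p = 0.107, or adjusted p = 0.492 with an estimated correlation. Fatty acid metabolism genes had 0 higher and 2 lower of 50 measured (0 and 3 adjusted over the list alone). The fatty acid median was log2 -0.041 (-0.023 at bounds), with camera adjusted p = 0.095, or adjusted p = 0.567 with an estimated correlation. By fry the adjusted p of the lists was 0.172 and 0.192. Against naive muscle the TCA cycle list was lower at 7 dpi in both strains, 1 higher and 4 lower of 25 measured (1 and 4 adjusted over the list alone) in WT and 1 higher and 4 lower of 25 measured (1 and 4 adjusted over the list alone) in PHIL. The TCA cycle medians were log2 -0.23 and -0.31 (-0.22 and -0.29 at bounds), with camera adjusted p = 0.0307 and 0.00398, or adjusted p = 0.255 and 0.146 with an estimated correlation. With arrays scaled to a common median only, the median in WT was log2 0.0038, against a shift of all genes of 0.38. The call in WT ends with the S1 Code filter (median -0.23) and without WT 7 dpi replicate 1 (-0.23). The interaction of strain and time for the TCA cycle, 7 dpi against naive, had a median log2 of -0.044 (camera adjusted p = 0.388, or adjusted p = 0.751 with an estimated correlation), and that of fatty acid metabolism -0.011 (0.567 and 0.852). From 2 to 7 dpi camera called the TCA cycle interaction lower in PHIL (median log2 -0.10, adjusted p = 0.0218, or 0.615 with an estimated correlation). Electron transport genes, a separate list, were called lower there too (-0.094, 0.000901 and 0.556), and from naive to 7 dpi (-0.064, 0.0337 and 0.572). Fry called none of these. Some of the calls ended with 1 array left out, and the medians changed sign with arrays scaled to a common median only. Some settings call the lists lower in PHIL: the TCA cycle with array weights, for instance (median log2 -0.08; adjusted p over all settings and left-out arrays 0.0315 to 0.492), and fatty acid metabolism with array weights too (-0.07; 0.0047 to 0.773).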

Transcriptional signatures of the TCA cycle and fatty acid metabolism were reduced in PHIL mice at 7dpi compared to WT mice (Fig 7B). Genes in this set are associated with lipid metabolism (e.g. Hadhb and Acadsb) and the TCA cycle (e.g. Idh2, Mdh1 and Mdh2) (Fig 7C). 

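Single enzymes were called lower in PHIL than in WT muscle at 7 dpi. Hadhb, a subunit of the mitochondrial trifunctional protein, was 1.7-fold lower (log2 -0.76, SE 0.15, adjusted p = 0.039) and Acadsb, a short/branched chain acyl-CoA dehydrogenase, 1.51-fold lower (log2 -0.59, SE 0.10, adjusted p = 0.0361). Idh2 was 1.54-fold lower (log2 -0.62, SE 0.13, adjusted p = 0.0478) and Mdh1 1.54-fold lower (log2 -0.62, SE 0.13, adjusted p = 0.043), whereas Mdh2, the mitochondrial form, had log2 -0.29, SE 0.14, adjusted p = 0.343. Of the respiratory chain, Uqcrb, a subunit of complex III, was 1.71-fold lower (log2 -0.78, SE 0.15, adjusted p = 0.039). Acadsb was lower in PHIL in naive muscle (log2 -0.34, SE 0.12, adjusted p = 0.423) and at 2 dpi too (log2 -0.27, SE 0.10, adjusted p = 0.456), with no overlap of the strains and no call by limma. The strains did not overlap in 34.8% of all genes in naive muscle and 15.5% at 2 dpi, against 33.3% and 10% by chance. Hadhb had log2 0.03 in naive muscle (adjusted p = 0.995) and -0.36 at 2 dpi (0.485), Idh2 0.15 and 0.07 (0.913 and 0.915), and Mdh1 0.01 and 0.16 (0.995 and 0.744). Fig 7C shows genes picked on these arrays. Of the 22 other TCA cycle genes and the 48 other fatty acid genes measured, 0 were called. Of all 8226 genes tested, 40 (0.486%) were called in this comparison. At that share hardly any call is expected among so few genes, so the 0 decides nothing about the rest of these pathways. With arrays scaled to a common median only, or fitted without the other groups, the calls of Hadhb, Acadsb, Idh2, Mdh1 and Uqcrb end, as they do without any one of 10, 6, 14, 11 and 9 of the 16 arrays. Their adjusted p over all settings and left-out arrays ran from 0.00742 to 0.134 for Hadhb, 0.0114 to 0.134 for Acadsb, 0.0085 to 0.152 for Idh2, 0.00912 to 0.758 for Mdh1 and 0.00812 to 0.157 for Uqcrb. Mdh1 was at log2 -0.28 without a filter on dim probes, where another of its probes stands for the gene.

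**Figure D3:**
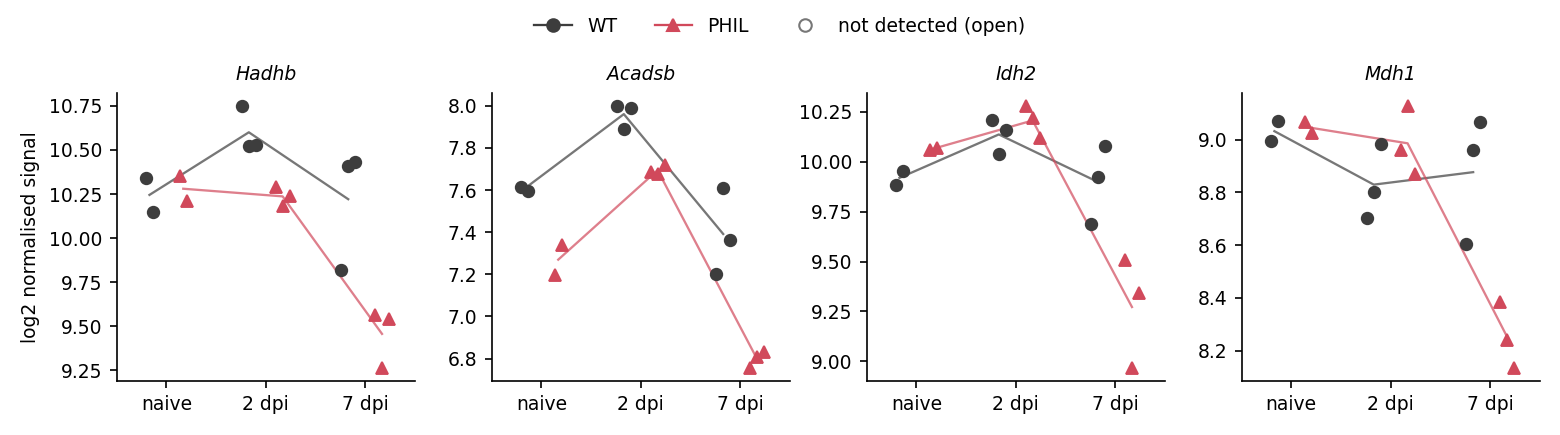
Log2 normalised signal of Hadhb, Acadsb, Idh2 and Mdh1 on each array of WT mice (circles) and PHIL mice (triangles) that were naive (2 per strain) or at 2 or 7 dpi (3 per strain and time); lines join group means and the vertical axes do not start at 0. At 7 dpi each PHIL array lies below each WT array in all of these genes.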

Taken together, these experiments show that infection by NBL induces local inflammation and altered nutrient metabolism in skeletal muscle that is controlled by eosinophils.

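The response to infection from naive to 7 dpi differed between PHIL and WT in T cell genes, by a median log2 of 0.58 (camera adjusted p = 1.62e-05, or adjusted p = 0.474 with an estimated correlation). From 2 to 7 dpi the same list differed by 0.40 (camera adjusted p = 5.54e-05, or 0.556 with an estimated correlation). Of 100 groupings of the strain labels, 22 gave a median as large, the real one included, so chance cannot be excluded there. Collagen formation genes rose less in PHIL, by a median log2 of -0.29 from naive to 7 dpi (camera adjusted p = 0.00016, or 0.474 with an estimated correlation). At 7 dpi itself the collagen list hardly differed, by -0.050 in PHIL minus WT (-0.081 to 0.032 leaving out 1 array). In naive muscle, 2 mice per strain, it was higher in PHIL by 0.20. Single genes with an interaction called by limma numbered 0 for naive to 7 dpi (795 at unadjusted p under 0.05) and 0 for 2 to 7 dpi (550). Eif2s3y was detected unevenly between the groups of these interactions, so a mix of sexes is not excluded for them. Macrophage and monocyte genes had 0 higher and 0 lower of 36 measured (0 and 0 adjusted over the list alone) between PHIL and WT at 7 dpi. The macrophage median was log2 0.18 (0.17 at bounds), with camera adjusted p = 0.00946, or adjusted p = 0.645 with an estimated correlation. The call ends without WT 7 dpi replicate 1 (median 0.10), WT 7 dpi replicate 3 (0.07) or PHIL 7 dpi replicate 3 (0.065). From the interferon and T cell signatures that were higher and the metabolic signatures that were lower in PHIL muscle, the paper concludes that eosinophils control the local inflammation and the altered nutrient metabolism that larvae induce in muscle.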

**Fig 7:**
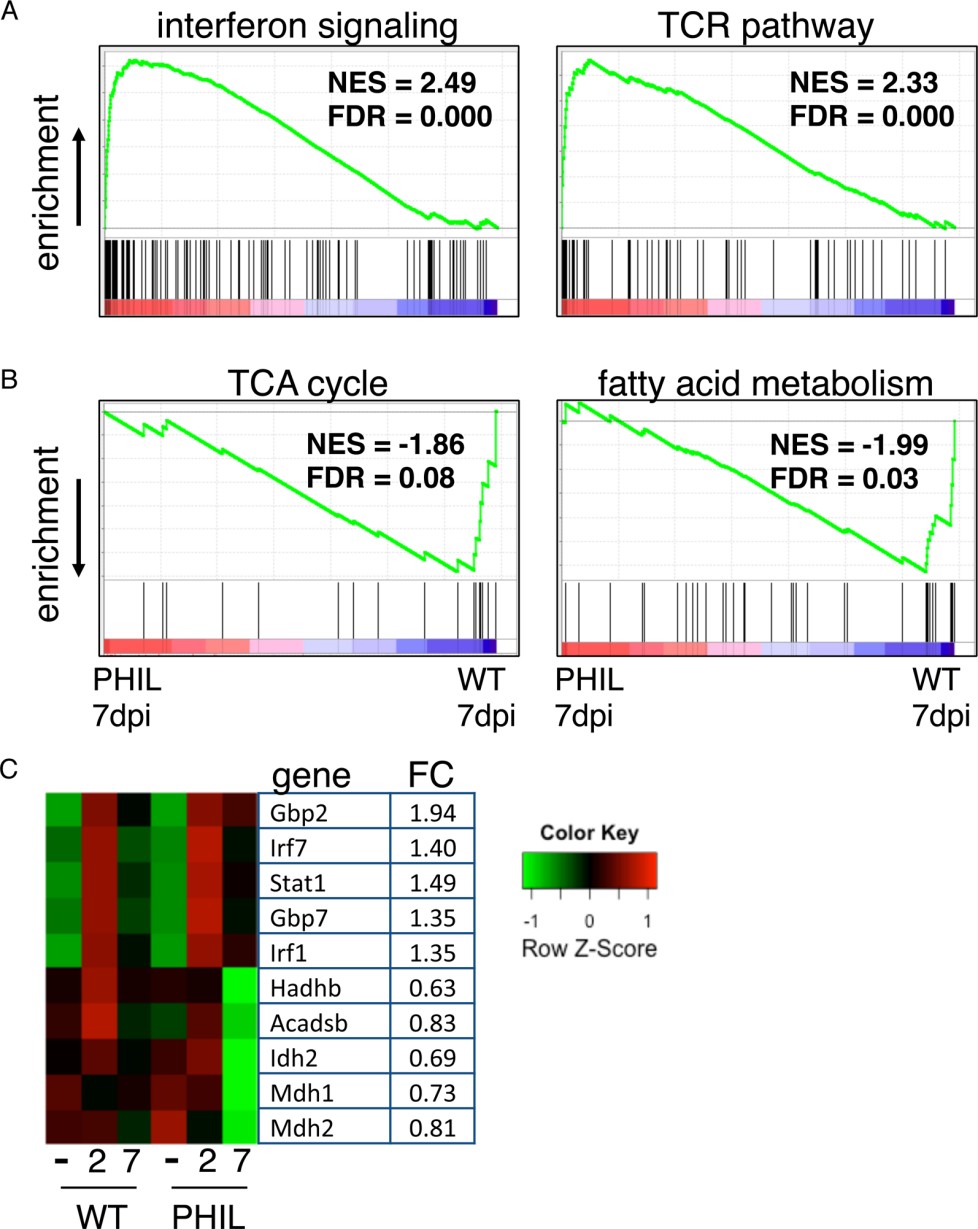
Eosinophils suppress STAT1 signaling and modulate metabolism in infected muscle. Microarray-based gene expression profiling of diaphragms of uninfected and infected WT and PHIL mice on 0, 2 and 7 days post IV infection. Pathways detected by GSEA to be enriched in (A) PHIL or (B) WT mice at 7 days post IV infection. (C) Selected genes from interferon signaling, TCA cycle and fatty acid metabolism pathways. Maximum mean fold change (FC) between PHIL and WT at 7 days post IV infection is shown. Color pattern represents row Z-score.

## Discussion

The influence of eosinophils varies dramatically between primary and secondary infection with *T*. *spiralis* [9,16]. In secondary infection, eosinophils cooperate with antibodies to limit the number of NBL that transit the lung and colonize skeletal muscle [9,16]. During primary infection, eosinophils appear to protect the parasite rather than the host and we have reported previously that growth of *T*. *spiralis* larvae during primary infection is dependent on eosinophils [5,7,9]. Others have shown that filarial parasites regulate their development and reproduction in response to eosinophilia [17]. The dependency of worms on eosinophils for development or growth suggests a mechanism by which the host response provides resources to the parasite.

Due to the size and motility of parasitic worms, tissue injury is a feature of infection. The response of skeletal muscle to injury is regenerative. Recent findings have linked eosinophils to skeletal muscle regeneration by showing them to be the dominant IL-4 producing cells at sites of muscle damage and furthermore, that IL-4 activates regenerative responses [11]. 

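Genes of muscle regeneration and embryonic muscle rose after infection with and without eosinophils. In WT muscle the list had 20 higher and 4 lower of 33 measured (20 and 4 adjusted over the list alone) at 2 dpi and 17 higher and 0 lower of 33 measured (17 and 0 adjusted over the list alone) at 7 dpi. The regeneration medians were log2 0.70 and 0.64 (0.63 and 0.45 at bounds), with camera adjusted p = 1.07e-09 and 1.32e-06, or adjusted p = 0.0946 and 0.189 with an estimated correlation. In PHIL muscle it had 17 higher and 3 lower of 33 measured (17 and 4 adjusted over the list alone) and 13 higher and 1 lower of 33 measured (13 and 1 adjusted over the list alone). The regeneration medians were log2 0.61 and 0.38 (0.42 and 0.23 at bounds), with camera adjusted p = 3.56e-09 and 0.000101, or adjusted p = 0.0606 and 0.146 with an estimated correlation. Chrng, which muscle makes before innervation and after its loss, was at least 17.2-fold higher in WT and at least 22.2-fold in PHIL at 2 dpi (limma adjusted p = 9.37e-11 and 1.29e-10), and Myh8 15.1-fold in WT and 11.9-fold in PHIL at 7 dpi (1.82e-07 and 4.94e-07). Between PHIL and WT at 7 dpi the list had 0 higher and 0 lower of 33 measured (0 and 0 adjusted over the list alone). The regeneration median was log2 -0.071, with camera adjusted p = 0.241, or adjusted p = 0.661 with an estimated correlation. Its rise from naive to 7 dpi was smaller in PHIL by a median log2 of -0.22 (camera adjusted p = 0.014, or adjusted p = 0.572 with an estimated correlation), a call that ends without WT naive replicate 2 (-0.18), WT 7 dpi replicate 2 (-0.16) or PHIL naive replicate 2 (-0.17).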

Consistent with these findings, we found that expression of genes involved in muscle regeneration feature prominently in the response to NBL invasion and that this response is influenced by eosinophils. Our observations support a model in which eosinophils would contribute to IL-4 dependent muscle regeneration in an innate response to the injury caused by invading NBL.

Larval growth was supported when eosinophils were restored to ablated mice by transfer from IL-4 or STAT6-competent mice. Eosinophils express a functional IL-4 receptor [18] and it is possible that they must develop in the presence of IL-4 in order to produce other mediators or effector functions that support larval growth. For example, RELMα is induced in an IL-4-dependent manner in eosinophils during schistosome infection [19], and also plays critical roles in regulating host energy metabolism and glucose homeostasis [20,21]. Our microarray analysis revealed that RELMα expression increases 1.76 fold at 7 dpi compared to naïve muscle. 

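Retnla, the gene of RELMα, was not called at 7 dpi against naive muscle in any strain, although some settings call it in Rag1-/- and WT mice. In Rag1-/- muscle its mean log2 signal was 12.37 (SD 0.59, 3 mice) against 11.52 (SD 0.081, 2 naive mice), a log2 difference of 0.85 (SE 0.36, limma adjusted p = 0.117). In WT muscle the difference was log2 0.72, SE 0.33, adjusted p = 0.0897, and in PHIL muscle log2 0.06, SE 0.33, adjusted p = 0.892. PHIL against WT at 7 dpi gave log2 -0.37, SE 0.30, adjusted p = 0.627. Type 2 and IL-4/STAT6 responsive genes as a list had 10 higher and 1 lower of 21 measured (10 and 2 adjusted over the list alone) in Rag1-/- muscle at 7 dpi, among them the chemokine gene Ccl8, at least 15.4-fold higher (adjusted p = 0.000195). The type 2 median was log2 1.03 (0.85 at bounds), with camera adjusted p = 0.000965, or adjusted p = 0.3 with an estimated correlation. Retnla was called in Rag1-/- muscle with the authors' normalised values (log2 0.80) and with the replicate number as a block (1.12). Its adjusted p over all settings and left-out arrays ran from 0.00867 to 0.296. In WT muscle (range 0.00608 to 0.361) it was called without background correction (log2 0.64), with the authors' values (0.66), with arrays scaled to a common median only (1.15), with Eif2s3y as a covariate (0.90) and without WT 7 dpi replicate 1 (0.99).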

Attribution of this change to eosinophils is not possible with the available data. The influence of RELMα and other IL-4 dependent eosinophil products on larval growth requires experimentation with gene knockouts that are inducible or otherwise targeted to eosinophils.

Alternatively, eosinophils may deliver IL-4 to other cells. Infection of STAT6 chimeras showed that when STAT6 was limited to bone marrow cells, mice supported larval growth. This eliminates the possibility that fully differentiated myotubes invaded by NBL would support growth via STAT6 signaling. It is important to note reports providing evidence that, during muscle injury and regeneration, IL-4 is capable of stimulating IL-4Rα^+^ myoblast fusion and muscle fiber growth [22]. A proportion of myoblasts arise from cells recruited from bone marrow [23–25]. Similarly, IL-4Rα^+^ fibro/adipocyte progenitors (FAP) support myogenesis [11]. Furthermore, bone marrow-derived IL-4Rα^+^ CD11b^+^ myeloid effector cells are capable of limiting excessive inflammation via IL-4 induced STAT6 signaling [26]. Any of these cells provides a target for eosinophil-derived IL-4, with potential to promote nurse cell formation, recovery from muscle injury, or control of inflammation. Transfer of IL-4 competent eosinophils to appropriately targeted IL-4 receptor knockout mice will serve to test these mechanisms.

Autophagy is another mechanism involved in maintaining skeletal muscle mass and regulating glucose homeostasis in muscle cells [27,28]. Autophagy defends cells against intracellular pathogens [29] and is inhibited by Th2 cytokines, such as IL-4 and IL-13 [29]. Furthermore, helminth products can induce autophagy [30]. After invading muscle cells, NBL establish an intracellular infection. We speculated that *T*. *spiralis* might induce the recruitment of IL-4 secreting eosinophils to sites of infection as a mechanism to prevent destruction of NBL by autophagy. 

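Autophagy genes as a list did not differ between PHIL and WT muscle at 7 dpi, 0 higher and 2 lower of 49 measured (1 and 3 adjusted over the list alone). The autophagy median was log2 0.012, with camera adjusted p = 0.918, or adjusted p = 0.948 with an estimated correlation. Of its members, Map1lc3b, whose product LC3B coats autophagosomes, was 1.75-fold lower (log2 -0.81, SE 0.16, adjusted p = 0.039) in PHIL, and Dram2 1.58-fold lower (log2 -0.66, SE 0.14, adjusted p = 0.0478). A second probe of Dram2 gave log2 0.05, and with the probe of highest mean, or without any one of 14 of the 16 arrays, the gene was not called (adjusted p over all settings and left-out arrays 0.0184 to 0.879). The call of Map1lc3b ended with only the groups compared and without any one of 12 of the 16 arrays (range 0.0117 to 0.152). At 2 dpi and in naive muscle 0 of the measured autophagy genes were called (list medians log2 -0.016 and -0.028, camera adjusted p = 0.383 and 0.617, or adjusted p = 0.707 and 0.878 with an estimated correlation).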

Gene expression array analysis did not reveal any significant regulation of autophagy-related genes in the absence of eosinophils. Our findings do not support a role for autophagy in regulating larval growth in skeletal muscle.

*T*. *spiralis* larvae store large quantities of glycogen [31] and nurse cells transport greater quantities of glucose than skeletal muscle cells [15]. In the absence of exogenous glucose, under aerobic or anaerobic conditions, larvae rapidly break down endogenous stores of glycogen [32]. Importantly, reduced larval glycogen correlates with impaired infectivity [33]. Consistent with a deficiency of larval glycogen, surviving larvae in eosinophil-ablated mice are less infectious than larvae from WT mice [7]. Other reports show that infection by *T*. *spiralis* induces host hypoglycemia and suggest that this is the result of an increase in glucose uptake by infected muscle cells via up-regulation of the insulin signaling pathway [34]. Recent reports demonstrated that IL-4 producing eosinophils are capable of promoting insulin sensitivity in adipose tissues [10,13]. In skeletal muscle, the binding of IL-4 to its receptor activates the PI3K/Akt pathway and further promotes insulin stimulated glucose uptake via GLUT4 translocation [35]. Our bone marrow chimera experiments suggested that STAT6 in established myotubes is dispensable for larval growth; however, modification of the myotube by infiltrating cells from bone marrow may enable STAT6 signaling in the nurse cell. Nevertheless, this mechanism need not come into play, as IL-4 also engages insulin receptor substrate 2 (IRS2)/PI3K signaling to mediate Akt activation [36,37]. We found evidence for pathway activation and GLUT4 translocation in infected muscle cells, which supports a mechanism in which eosinophil-derived IL-4 promotes muscle larval growth directly by enhancing glucose uptake in host cells. Establishing this pathway as a mechanism that supports larval growth requires further experimentation.

Alternatively, glucose uptake can be regulated indirectly by IL-4. Inflammation attenuates insulin sensitivity in multiple tissues [38,39], More specifically, IFN-γ attenuates insulin sensitivity via sustained activation of the STAT1 pathway [40]. Gene expression data revealed activation of the STAT1 pathway in infected muscle (Cluster 2 in Fig 5), a profile that was sustained in eosinophil-ablated mice compared to WT (Fig 7). Thus, in the absence of eosinophils, sustained STAT1 activation may limit glucose uptake in nurse cells. Transcriptional signatures of both the TCA cycle and fatty acid metabolism are dramatically reduced in the absence of eosinophils. IL-4 has been shown to be important for promoting lipolysis and glucose homeostasis [41,42]. In aggregate, the gene expression data suggest that eosinophils contribute to the maintenance of glucose and lipid metabolism in muscle at an early stage of larval infection.

Our results are consistent with a mechanism in which larval growth is supported when eosinophils, or eosinophil-derived IL-4, limits STAT1 signaling that otherwise would inhibit glucose and lipid metabolism in muscle. Further experimentation with gene knockouts targeted to eosinophils, or the cells they influence, will be important to clarifying the mechanism. Our results document a process by which a parasitic worm appears to co-opt innate responses to injury in a way that supports its life cycle. Eosinophils are central to this process and operate in the context of innate immunity.

## Materials and Methods

### Ethics statement

Animal procedures were performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Institutional Animal Care and Use Committee of Cornell University (Protocol number: 1986–0058).

### Rats and mice

Adult Albino Oxford strain rats were produced and maintained in the Baker Institute vivarium. PHIL (eosinophil-ablated), ΔdblGATA (eosinophil-ablated), Rag1^-/-^(T and B cell-ablated), PHIL/Rag1^-/-^ and IL-5-expressing transgenic (NJ.1638)(IL-5Tg^+^), IL-5Tg^+^/ IL-4^-/-^, IL-5Tg^+^ /STAT6^-/-^ and IL-5^-/-^ mice were bred at Cornell Transgenic Mouse Core Facility (TMCF) and offspring were transferred to the Baker Institute. IL-4^-/-^ and STAT6^-/-^ mice were purchased from The Jackson Laboratory and the bred at TMCF.

PHIL/Rag1^-/-^, IL-5Tg^+^/IL-4^-/-^ and IL-5Tg^+^/STAT6^-/-^ mice were generated by crossing and backcrossing on the deficient strains and genotype was confirmed by PCR. Rag2^-/-^γc^-/-^ (innate lymphoid cell-ablated) and B6.SJL mice were purchased from Taconic. IL-13^-/-^ mice were a gift from Dr. Avery August (Cornell) and Dr. Thomas Wynn (NIH). PHIL mice were genotyped as described previously [43]. All strains were on a C57BL/6 background. C57BL/6 ^NHsd^ mice were purchased from Taconic as WT control.

### Parasite and antigens

*Trichinella spiralis* first-stage larvae (L_1_) and NBL were recovered from rats as described previously [7]. For oral infection, L_1_ were suspended in 2% nutrient broth (Difco), 0.6% gelatin (Fisher Scientific) and doses of 300 L_1_ were administered by gavage. For synchronous infection, 25,000 NBL were suspended in 0.25 ml serum-free DMEM (Mediatech, Inc.) and delivered by retro-orbital injection. Mice were euthanized by CO_2_ inhalation at the times indicated in each experiment. Whole body muscle larvae burdens were assessed in carcasses 28 days post oral infection or 24 days post NBL injection as described previously [7]. Crude somatic antigens from L_1_ were prepared as previously described [7].

### Parasite measurement

Area of parasites was measured as described previously [5]. Briefly, L_1_ larvae were recovered from mice (17dpi) by digesting minced diaphragms for 15 min at 37°C in PBS containing 2% FCS and 5mg/ml collagenase I (Sigma). Larvae were treated with 70% ethanol (warm up at 56°C) overnight. Larvae were then centrifuged and resuspended in 5% glycerol/70% ethanol for one day before cytospin. The cytospin slides were fixed with methanol and stained with HEMA-3 (Fisher Healthcare), and measurements were performed using a BX51 microscope fitted with DP-12 digital camera system (Olympus, Melville, N.Y.). The area of each larva was calculated using Microsuite Basic software. At least 25 larvae were measured per mouse, measurements from 3–4 mice per group were pooled, and values expressed in μm^2^.

Note that the cytokines under investigation are known to influence intestinal *Trichinella*. Survival of adult worms in the gut determines the number of NBL released and the dose of NBL arriving in muscle. In order to control for this variability, we used IV infection with NBL in some strains of mice. When measured, larvae collected from IV infections at 13 days are consistently larger than larvae collected from oral infections at 17 dpi, possibly due to the synchronized nature of IV infection. In order to make this distinction more apparent in the results, experiments in which mice were infected IV are graphed on one scale (25,000 μm^2^ max) and data from mice infected orally are graphed on a different scale (15,000 μm^2^ max).

### ELISA

Antigen restimulation of cells from cervical lymph nodes (CLN) of WT and STAT6^-/-^ mice and assay of IL-10 were performed as described previously [16].

### Bone marrow chimeras

6- to 8-week old B6.SJL (CD45.1) or STAT6^-/-^ (CD45.2) were provided with acidified water (pH 2–3) containing 1 mg/ml gentamicin sulfate solution 1 week prior to lethal gamma irradiation (950 cGy), followed by retro-orbital injection with 10^7^ bone marrow cells isolated from femurs of STAT6^-/-^ or B6.SJL mice, respectively. Reconstitution was confirmed by detection of leukocytes bearing congenic markers by flow cytometry eight weeks after transplantation.

### Flow cytometry

Spleen cells in bone marrow chimeras and controls were incubated with Fc block in 2% FBS containing PBS, followed by staining with FITC-conjugated anti-mouse CD45.1 (Biolegend) and Alexa Flour 700-conjugated anti-mouse CD45.2 (eBioscience). The number of CD4^+^IL-10^+^ cells per diaphragm was determined as described previously [9]. Data were acquired using a Gallios flow cytometer (Beckman Coulter) and analyzed with FlowJo software (Tree Star).

### Eosinophil transfer experiments

Eosinophils were recovered from uninfected IL-5Tg^+^, infected IL-5Tg^+^, IL-5Tg^+^/IL-4^-/-^ or IL-5Tg^+^/STAT6^-/-^ mice 12–20 dpi. Cells were pooled from spleens and peritoneal lavage fluid and purified on magnetic beads as previously described [44]. Briefly, eosinophils were labeled with PE-conjugated anti-Siglec-F antibody (BD) and anti-PE microbeads (Miltenyi Biotec). Average purity of eosinophils from this procedure was >93%. After washing twice with PBS, 5 × 10^6^ eosinophils were resuspended in 200 μl sterile PBS and injected IV into recipient mice three times on alternate days, beginning 5 days post oral infection or on the day of IV infection.

### Immunohistochemistry

Immunohistochemistry was conducted as described previously [45]. Rabbit polyclonal anti-GLUT4 antibody (Novus Biological), rabbit monoclonal anti-phospho-Akt (Ser^473^, Cell Signaling) and anti-total Akt (Cell Signaling) antibodies were used. Sections were examined and photographed on a BX51 microscope.

### Transcriptional profiling and functional enrichment analysis

In order to assess gene expression at the initiation of infection by NBL, diaphragms from WT, Rag1^-/-^ and PHIL mice were harvested at 0, 2 and 7 days post injection of NBL and preserved in RNAlater (Qiagen). Whole diaphragms were homogenized using a FastPrep-24 Sample Preparation System (MP Biomedicals) and RNA was isolated using the miRNeasy kit (Qiagen). Biotin-labeled complementary RNA (cRNA) was generated using the Illumina TotalPrep RNA amplification kit (Ambion). Illumina MouseRef-8 v2.0 expression Beadarrays were hybridized with cRNA from three diaphragms collected on 2 and 7 days post injection, or two diaphragms collected from uninfected Rag1^-/-^ mice. Scanned images were converted to raw expression using GenomeStudio v1.8 software (Illumina). Data analysis was carried out using the statistical computing environment, R (v3.0.2). Raw data was background subtracted, variance stabilized and normalized by robust spline normalization using the Lumi package [46]. Differentially expressed genes (≥2-fold, P<0.05) were identified by linear modeling and Bayesian statistics using the Limma package [47]. Clusters of co-regulated genes were identified by Pearson correlation using the hclust function of the stats package in R. Gene set enrichment analysis was conducted using GSEA software from Broad Institute [48]. Data have been deposited on the Gene Expression Omnibus (GEO) database for public access (GSE67136).

### Code availability

We have provided a supplementary code document including all R codes for the analysis (S1 Code).

### Statistical analysis

All experiments were performed twice with similar results. Means ± SD were calculated from data collected from individual mice unless otherwise indicated. Significant differences were determined using Student’s *t* test or One-way ANOVA with Tukey’s post hoc test for multiple means. Statistical analysis was performed with GraphPad Prism 5 software.

## Supporting Information

S1 Table Genes differentially regulated on 0, 2 and 7 days post IV infection in Rag1^-/-^ mice. The fold change of each gene was expressed as the log2 value.
(XLSX)

S2 Table Genes differentially regulated in uninfected and infected WT and PHIL mice on 0, 2 and 7 days post IV infection. The fold change of each gene was expressed as the log2 value.
(XLSX)

S1 Code Microarray analysis revealed the differentially regulated genes in Rag1^-/-^, WT and PHIL mice on 0, 2, and 7 days post IV infection. All R code used to analyze the microarray data is included.
(PDF)

# Supplementary material for: Eosinophils and IL-4 Support Nematode Growth Coincident with an Innate Response to Tissue Injury
**Source:** PLoS Pathog. 2015 Dec 31;11(12):e1005347. doi: 10.1371/journal.ppat.1005347
**Supplement:** S1 Code — All R code used to analyze the microarray data is included.

Supplementary Code for manuscript entitled - *Eosinophil-derived IL-4 promotes nematode growth in an innate context*

Lu Huang, Daniel P. Beiting, Nebiat G. Gebreselassie, Lucille F. Gagliardo, Maura C. Ruyechan, Nancy A. Lee, James J. Lee, Judith A. Appleton

September, 2015

Contents

**Abstract**	**2**
**R packages**	**2**
**Set-up and QC of data from <i>Rag1</i>^{-/-} exper**	**3**
Figure 1 - housekeeping Genes:	3
Figure 2 - signal distribution before normalization:	3
Figure 3 - signal distribution after normalization	3
**Exploratory analysis of <i>Rag1</i>^{-/-} data**	**7**
Figure 4: hierarchical clustering	7
Figure 5 - Principal component analysis (PCA)	8
Figure 6 - PCA ‘small multiples’ graph:	8
**Identification of Differentially Expressed Genes in <i>Rag1</i>^{-/-} mice**	**9**
Table 1 - top 20 differentially expressed genes (DEGs); 2dpi vs naive	10
Table 2 - top 20 DEGs; 7dpi vs naive	10
Table 3 - top 20 DEGs; 7dpi vs 2dpi	11
Figure 7: venn diagram of DEGs (>= 1.5 fold up/down and FDR of <= 0.05)	12
**Clustering of differentially expressed genes from <i>Rag1</i>^{-/-} exper**	**13**
Figure 8 - heatmap of DEGs	13
Figure 9 - heatmap of cluster 1	13
Figure 10 - selected genes from cluster 1	15
Figure 11 - heatmap of cluster 2	16
Figure 12 - selected genes from cluster 2	16
Figure 13 - heatmap of cluster 3	18
Figure 14 - selected genes from cluster 3	18
Figure 15 - heatmap of cluster 4	20
Figure 16 - selected genes from glycolytic cycle	22

**Set-up and QC of data from <i>WT vs PHIL</i> exper**	**22**
Figure 17 - housekeeping Genes	23
Figure 18 - signal distribution before normalization	23
Figure 19 - signal distribution after normalization	24
**Exploratory analysis of <i>WT vs PHIL</i> exper**	**26**
Figure 20 - hierarchical clustering	26
Figure 21 - Principal component analysis	27
Figure 22 - PCA 'small multiples' graph	27
**Identification of Differentially Expressed Genes in <i>WT vs PHIL</i> exper**	**28**
Table 4 - top 20 DEGs; WT vs PHIL at 7dpi	29
**Clustering of differentially expressed genes from <i>WT vs PHIL</i> exper**	**30**
Figure 23 - heatmap for WT/PHIL data	30
Figure 24 - selected genes from comparison of WT vs PHIL mice	30
**Session Info**	**32**

Abstract

This document contains all the code used to analyze the microarray data in the manuscript entitled: *Eosinophil-derived IL-4 promotes nematode growth in an innate context*. Before this analysis was carried out, raw image scans of the Illumina BeadArrays were converted to non-normalized, non-background subtracted data using GenomeStudio Software from Illumina (see methods section of manuscript for more details). Raw data is available on the Gene Expression Omnibus (GEO) under accession [GSE67136](#).

R packages

These are the R/bioconductor packages used for this analysis:

```
library(lumi)
library(lumiMouseIDMapping)
library(lumiMouseAll.db)
library(RColorBrewer)
library(gplots)
library(ggplot2)
library(genefilter)
library(limma)
library(annotate)
library(reshape2)
library(dplyr)
library(Biobase)
```

This dynamic html summary report was compiled in Rmarkdown using the following packages:

```
library(rmarkdown)
library(knitr)
```

Set-up and QC of data from *Rag1*^{-/-} exper

I begin by reading in a simple text file that describes the design of the study. I use this file to set treatment groups, sample labels, etc.

```
targets.RAG <- read.delim("Trichinella_studyDesign_exper1.txt", sep="\t")
groups.RAG <- paste(targets.RAG$treatment, targets.RAG$genotype, sep=".")
groups.RAG <- factor(groups.RAG)
#now capture sample names from this file
sampleLabels <- targets.RAG$name
```

Now reading in the raw array data:

```
rawData <- lumiR("FinalReport_probes_samples.txt", convertNuID = TRUE,
                sep = NULL, detectionTh = 0.01, na.rm = TRUE,
                lib = "lumiMouseIDMapping")
#subset data to separate _Rag1-/- data from WT and PHIL data
rawData_WT.PHIL <- rawData[, -1:-8]
rawData_RAG <- rawData[, 1:8]
summary(rawData, 'QC')
```

Figure 1 - housekeeping Genes:

As a crude measure of array quality and consistency across arrays, take a look at how a set of housekeeping genes behaved on each of the 9 arrays

```
#Read control probe data into a separate LumiBatch and take a look at these controls
myControlData <- addControlData2lumi("FinalReport_probes_controls.txt", rawData)
myControlData.RAG <- myControlData[, 1:8]
#subset to get just the data from RAG mice
plotHousekeepingGene(myControlData.RAG, addLegend=F)
```

Figure 2 - signal distribution before normalization:

Now we'll look at the distribution of signal intensity from each array (note: this is before any normalization or filtering is applied to the data)

```
#choose a color scheme for the next graph
cols <- topo.colors (n=8, alpha=1)
hist(rawData_RAG, xlab = "log2 expression", main = "non-normalized data - histograms", col=cols)
```

Figure 3 - signal distribution after normalization

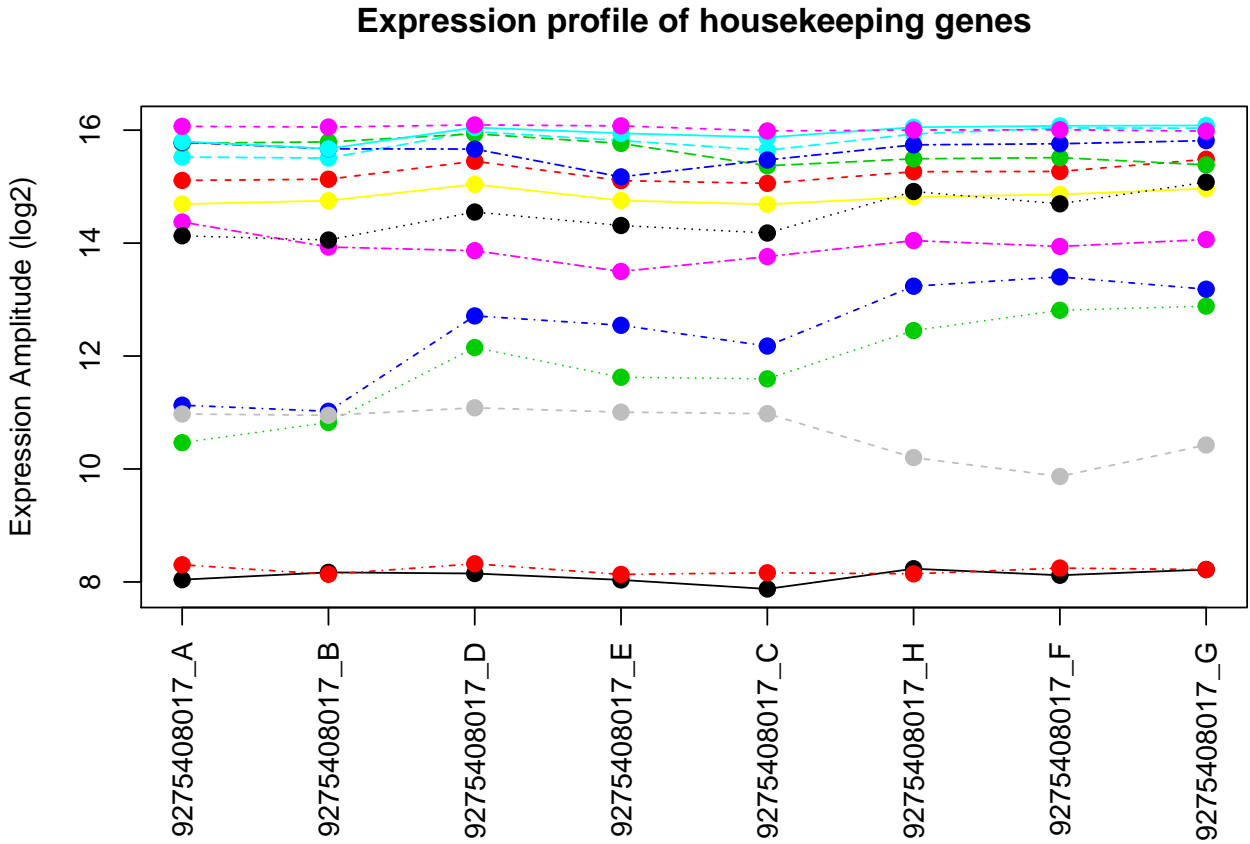

Figure 1: housekeeping genes from *Rag1*^{-/-} arrays

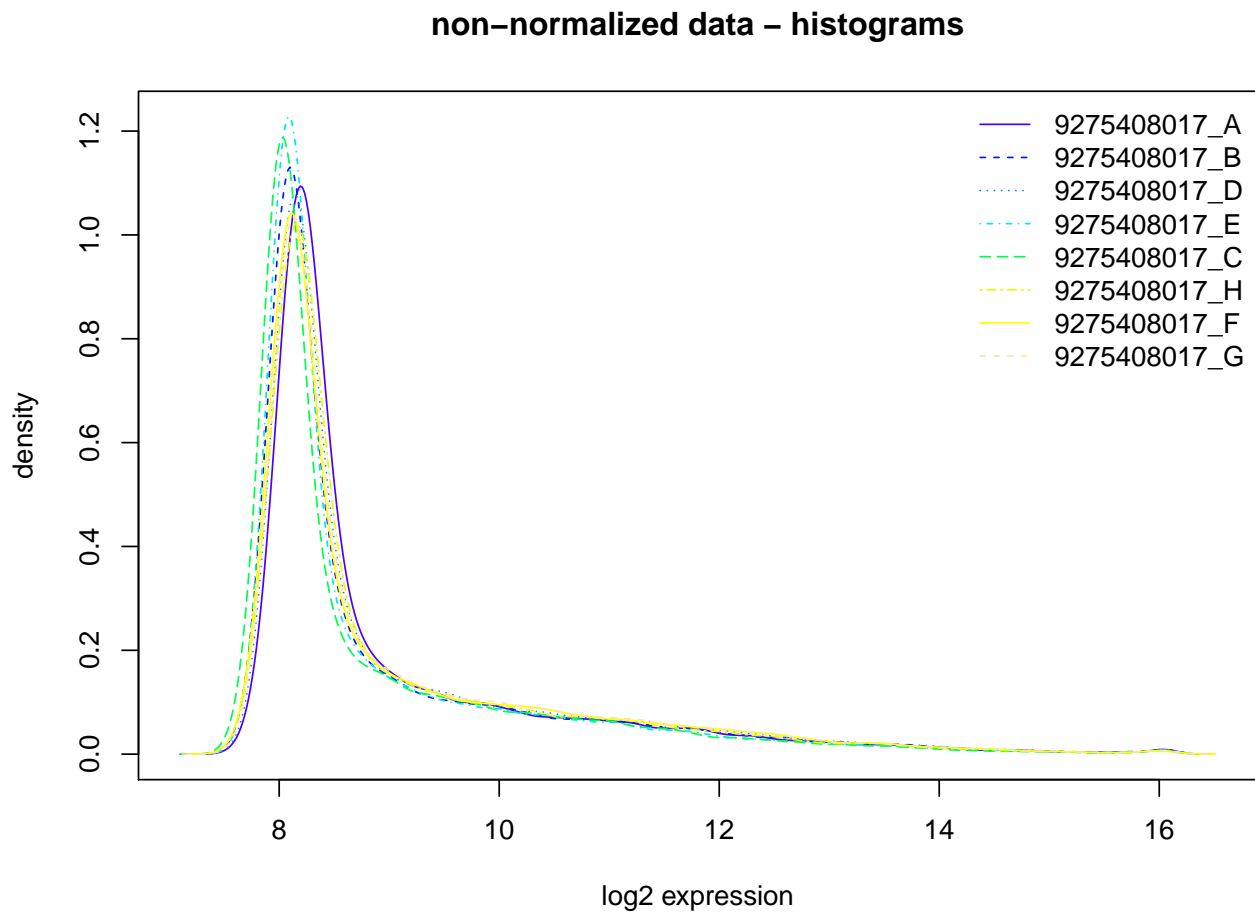

Figure 2: signal distribution from *Rag1*^{-/-} arrays before normalization

```
hist(normData, xlab = "log2 expression", main = "normalized data - histograms", col=cols)
```

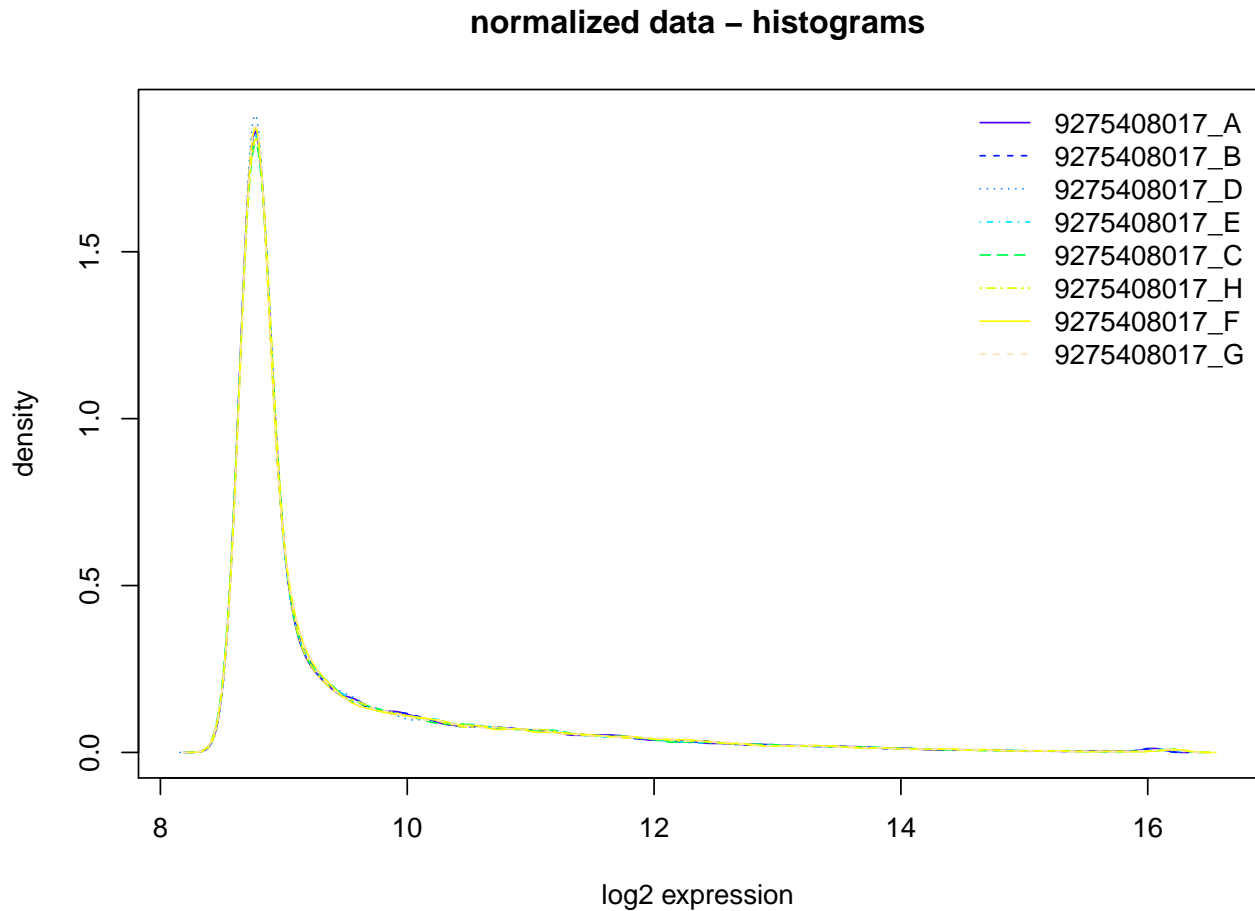

Figure 3: signal distribution from *Rag1*^{-/-} arrays after robust spline normalization

Filtering data: Removing probes that were not detected above background, probes that had low variation, and genes without an EntrezID

```
filtered_geneList <- nsFilter(normData, require.entrez=TRUE,
                             remove.dupEntrez=TRUE, var.func=IQR,
                             var.filter=TRUE, var.cutoff=0.5, filterByQuantile=TRUE)
# extract the ExpressionSet from this filtered list.
filtered.eset <- filtered_geneList$eset
#now convert to a datamatrix that will contain only the probes after filtering
filtered.matrix <- as.matrix(filtered.eset)
probeList <- rownames(filtered.matrix)
```

Exploratory analysis of *Rag1*^{-/-} data

Figure 4: hierarchical clustering

```
distance <- dist(t(filtered.matrix),method="maximum")
clusters <- hclust(distance, method = "complete")
plot(clusters, label = sampleLabels, main="Trichinella in Rag1 KO mice")
```

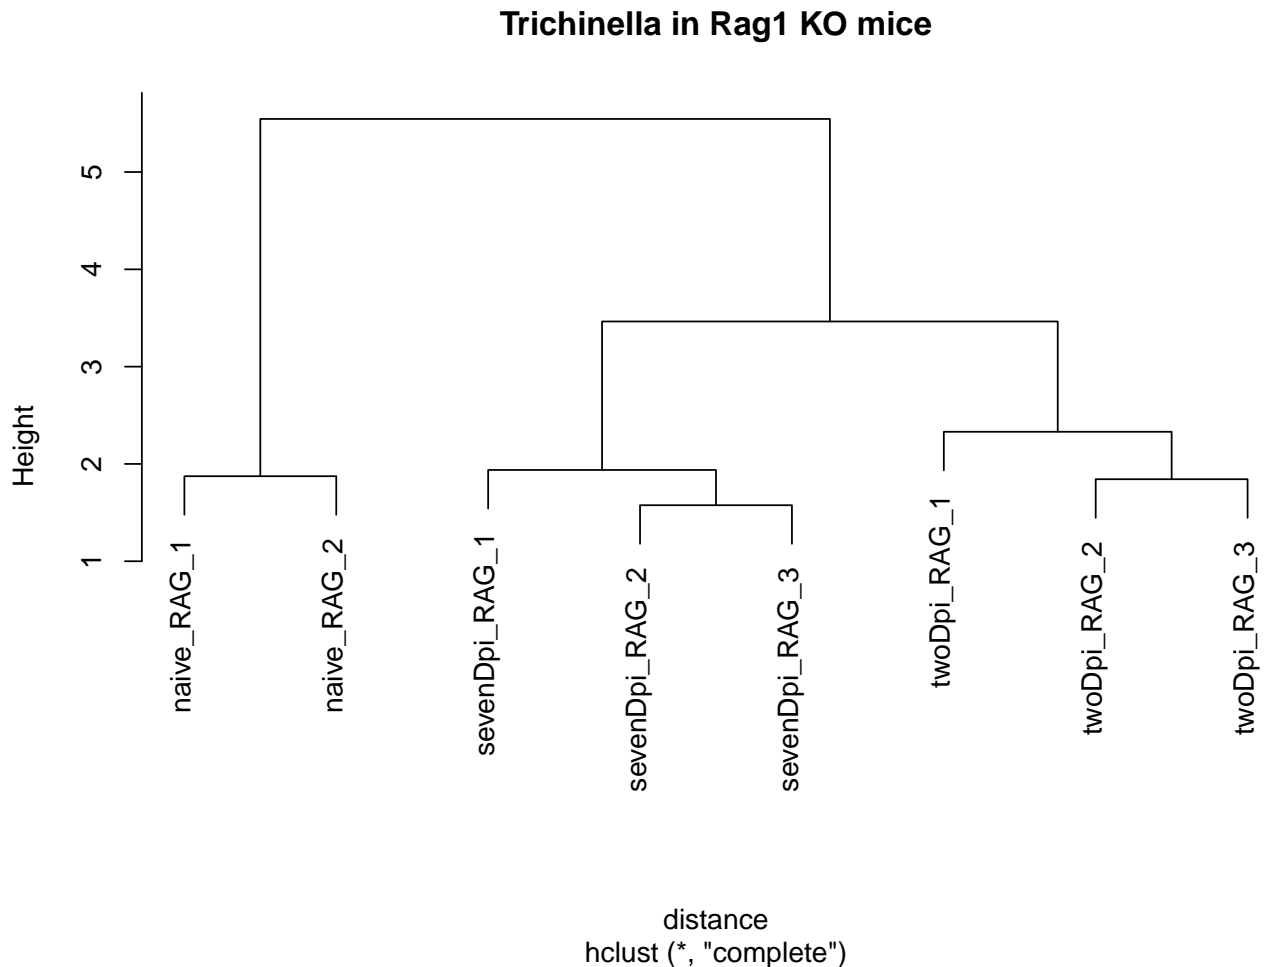

Figure 4: hierarchical clustering dendrogram of *Rag1*^{-/-} data

PCA: carrying out a Principle Component Analysis. Result shows that first two principle components account for 80% of the variation in the data

```
pca.res <- prcomp(t(filtered.matrix), scale.=F, retx=T)
ls(pca.res)
summary(pca.res)
head(pca.res$rotation)
head(pca.res$x)
#plot(pca.res, las=1)
pc.var<-pca.res$sdev^2
```

```
pc.per<-round(pc.var/sum(pc.var)*100, 1)
pc.per
```

Figure 5 - Principal component analysis (PCA)

```
data.frame <- as.data.frame(pca.res$x)
ggplot(data.frame, aes(x=PC1, y=PC2, colour=factor(groups.RAG))) +
  geom_point(size=5) +
  theme(legend.position="right")
```

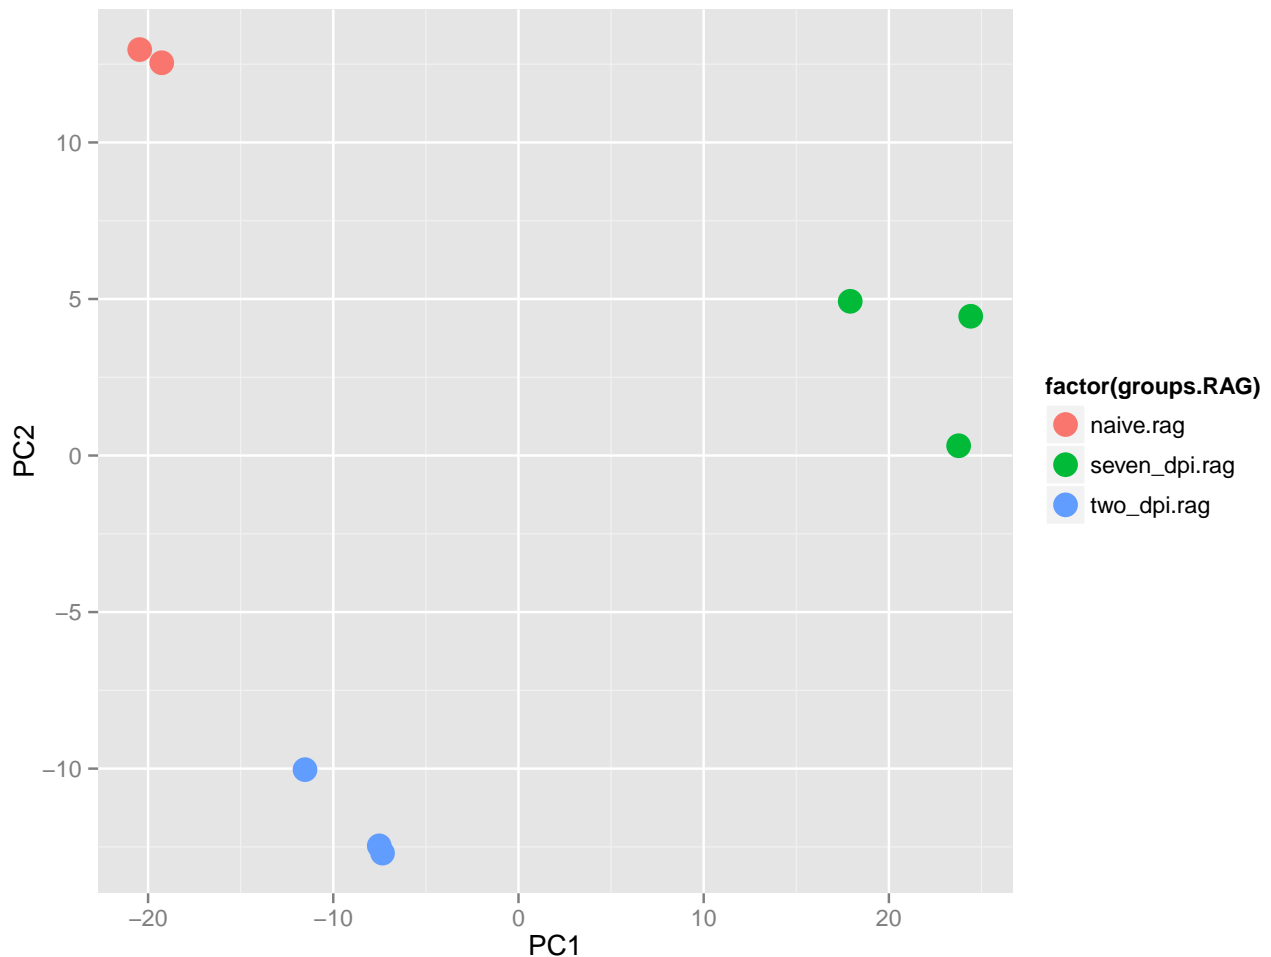Figure 5: PCA plot of *Rag1*^{-/-} data

Figure 6 - PCA ‘small multiples’ graph:

```
melted <- cbind(groups.RAG, melt(pca.res$x[,1:4]))
#look at your 'melted' data
ggplot(melted) +
```

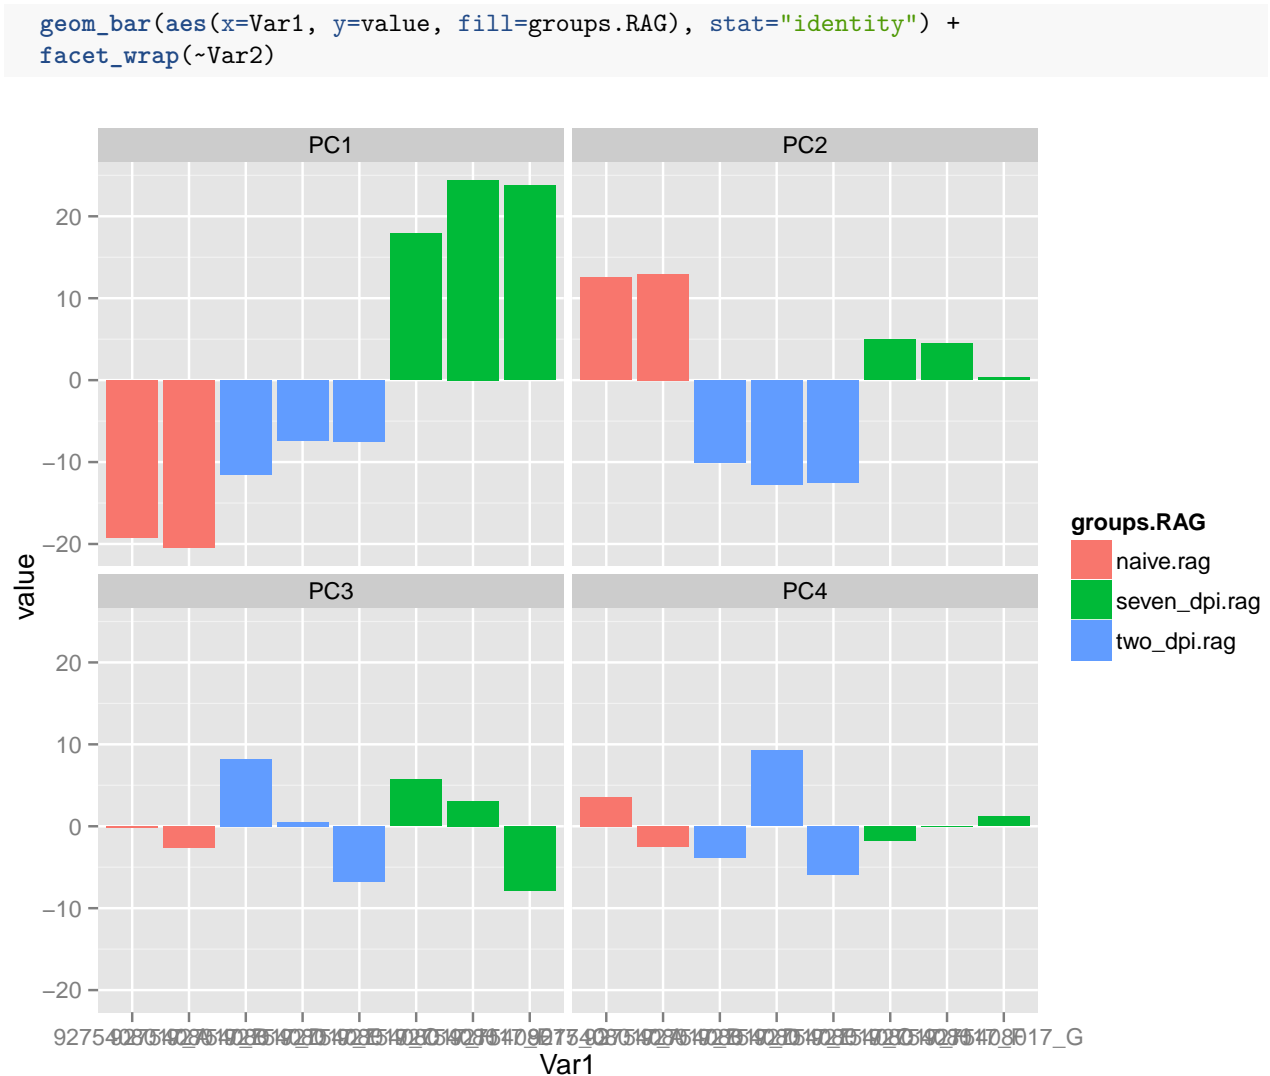Figure 6: PCA 'small multiples' plot of *Rag1*^{-/-} data

Setting up experimental design: This is a critical point in our analysis where we can begin to ask specific questions about which, if any, genes were differentially expressed. To do this, we must first define our questions in the form of a model matrix

```
design.RAG <- model.matrix(~0+groups.RAG)
colnames(design.RAG) <- levels(groups.RAG)
design.RAG
```

Identification of Differentially Expressed Genes in *Rag1*^{-/-} mice

Fitting linear model to data and set-up contrast matrix

```
fit.RAG <- lmFit(filtered.matrix, design.RAG)
#add annotation into the linear model
fit.RAG$genes$Symbol <- getSYMBOL(probeList, "lumiMouseAll.db")
```

```
fit.RAG$genes$Entrez <- getEG(probeList, "lumiMouseAll.db")
# set up a contrast matrix based on the pairwise comparisons of interest
contrast.matrix.RAG <- makeContrasts(early_RAG = two_dpi.rag - naive.rag,
                                   late_RAG = seven_dpi.rag - naive.rag,
                                   late_vs_early = seven_dpi.rag - two_dpi.rag,
                                   levels=design.RAG)
fits.RAG <- contrasts.fit(fit.RAG, contrast.matrix.RAG)
ebFit.RAG <- eBayes(fits.RAG)
```

Table 1 - top 20 differentially expressed genes (DEGs); 2dpi vs naive

Given that our hierarchical cluster dendrogram of all the samples showed pretty good separation of the three treatment groups, let's start by just asking to see the top 20 genes most significantly different between 2dpi vs naive *Rag1*^{-/-} mice.

```
# use topTable function to take a look at the top most differentially expressed genes between
probeset.list <- topTable(ebFit.RAG, adjust="BH", coef=1, number=20, sort.by="logFC")
row.names(probeset.list) <- probeset.list[,1]
probeset.list <- probeset.list[,c(2,3,7)]
knitr::kable(probeset.list, caption="top 20 differentially expressed genes (DEGs); 2dpi vs naive")
```

Table 1: top 20 differentially expressed genes (DEGs); 2dpi vs naive

	ID.Entrez	logFC	adj.P.Val
Myl4	17896	4.976799	0.0000016
Igtp	16145	4.180690	0.0000152
Chrng	11449	3.422225	0.0000170
Ankrd1	107765	3.417938	0.0000218
Irgm2	54396	3.399053	0.0000153
Lgals3	16854	3.208877	0.0000092
Fcgr4	246256	3.203660	0.0000359
Gbp2	14469	3.046538	0.0001752
Aif1l	108897	2.987109	0.0000139
Cxcl9	17329	2.973632	0.0000039
Irgm1	15944	2.572033	0.0000983
Mustn1	66175	2.516210	0.0000005
Gbp3	55932	2.456989	0.0002454
Psmb10	19171	2.434089	0.0000271
Hist1h2ap	319171	2.410692	0.0000271
Cd274	60533	2.344000	0.0000983
Vmn1r65	81013	2.234895	0.0002454
Myh8	17885	2.210298	0.0011715
H2-Eb1	14969	2.103345	0.0000572
Cdkn1a	12575	2.082754	0.0000351

Table 2 - top 20 DEGs; 7dpi vs naive

```
# use topTable function to take a look at the top most differentially expressed genes between
probeset.list <- topTable(ebFit.RAG, adjust="BH", coef=2, number=20, sort.by="logFC")
```

```
row.names(probeset.list) <- probeset.list[,1]
probeset.list <- probeset.list[,c(2,3,7)]
knitr::kable(probeset.list, caption="top 20 DEGs; 7dpi vs naive")
```

Table 2: top 20 DEGs; 7dpi vs naive

	ID.Entrez	logFC	adj.P.Val
Myl4	17896	3.984965	1.40e-06
Tnc	21923	3.403456	3.00e-07
Fcgr4	246256	3.319438	6.20e-06
Myh8	17885	3.278597	2.05e-05
Lox	16948	3.215422	3.00e-07
Hist1h2ap	319171	3.170201	1.40e-06
H2-Ab1	14961	2.929314	5.10e-06
H2-Eb1	14969	2.919959	2.00e-06
Cotl1	72042	2.766649	2.00e-06
Wisp2	22403	2.760086	2.00e-07
Nt5e	23959	2.745927	3.00e-07
Cd74	16149	2.680316	3.60e-06
Lgals3	16854	2.641140	5.20e-06
Sqle	20775	2.611099	3.00e-07
Actg2	11468	2.609393	3.70e-06
C1qb	12260	2.594460	4.00e-06
Ctgf	14219	2.573980	8.00e-07
Hist2h2ac	319176	2.484988	5.70e-06
Fcer1g	14127	2.399575	1.25e-05
Cxcl9	17329	2.385419	3.70e-06

Table 3 - top 20 DEGs; 7dpi vs 2dpi

```
# use topTable function to take a look at the top most differentially expressed genes between
probeset.list <- topTable(ebFit.RAG, adjust = "BH", coef=3, number=20, sort.by="logFC")
row.names(probeset.list) <- probeset.list[,1]
probeset.list <- probeset.list[,c(2,3,7)]
knitr::kable(probeset.list, caption="top 20 DEGs; 7dpi vs 2dpi")
```

Table 3: top 20 DEGs; 7dpi vs 2dpi

	ID.Entrez	logFC	adj.P.Val
Chrng	11449	-3.055479	0.0000036
Actg2	11468	2.899613	0.0000011
Lox	16948	2.849436	0.0000003
Tnc	21923	2.820338	0.0000003
Nt5e	23959	2.784003	0.0000001
Wisp2	22403	2.743014	0.0000001
Dkk3	50781	2.366427	0.0000002
Sqle	20775	2.283830	0.0000003
Acta2	11475	2.266771	0.0000099
Chst8	68947	2.216890	0.0000001

	ID.Entrez	logFC	adj.P.Val
Slc24a3	94249	2.216242	0.0000013
Nupr1	56312	2.178814	0.0000019
Ctgf	14219	2.178057	0.0000011
Csrp3	13009	-2.098073	0.0001586
Hp	15439	2.094226	0.0010049
Cacna1h	58226	2.093328	0.0000106
Igfbp2	16008	2.064437	0.0000003
Hmgn3	94353	2.053752	0.0000020
Igtp	16145	-2.017003	0.0001073
Cd274	60533	-1.960577	0.0000305

Figure 7: venn diagram of DEGs (≥ 1.5 fold up/down and FDR of ≤ 0.05)

```
# use the 'decideTests' function to 'test' for differential expression
results <- decideTests(ebFit.RAG, method="global", adjust.method="BH", p.value=0.05, lfc=0.59)
vennDiagram(results, include="both", fig.cap="Venn diagram of DEGs from _Rag1-/- exper")
```

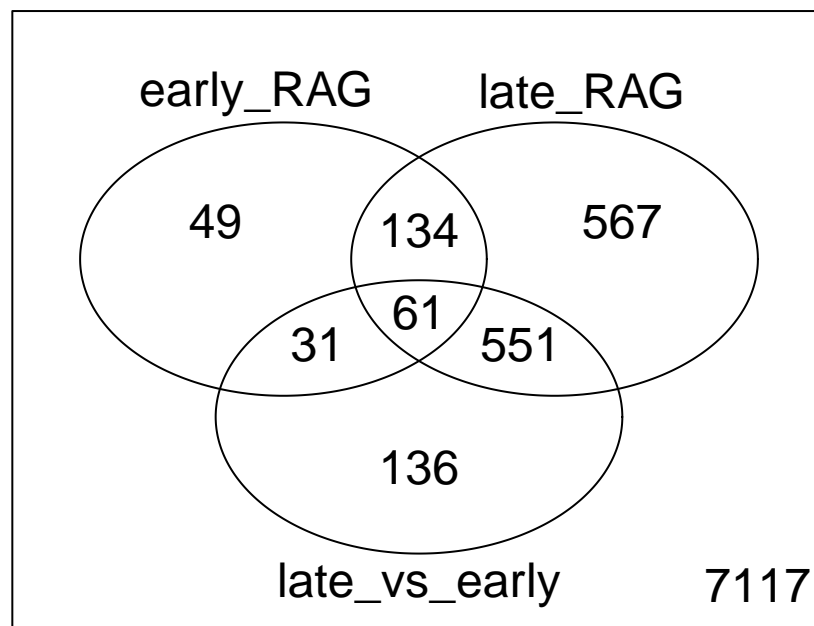

Figure 7: Venn diagram of DEGs from *Rag1*^{-/-} exper

pull out these differentially expressed genes

```
diffProbes <- which(results[,1] !=0 | results[,2] !=0 | results[,3] !=0)
diffSymbols <- fit.RAG$genes$Symbol[results[,1] !=0 | results[,2] !=0 | results[,3] !=0]
diffEntrez <- fit.RAG$genes$Entrez[results[,1] !=0 | results[,2] !=0 | results[,3] !=0]
#convert to an expressionSet object
myEset <- new("ExpressionSet", exprs = filtered.matrix)
#link the eset to annotation data
annotation(myEset) <- "lumiMouseAll.db"
diffData <- myEset[results[,1] !=0 | results[,2] !=0 | results[,3] !=0]
```

```
#pull the expression data back out of the eset object
diffData <- exprs(diffData)
dim(diffData)
write.table(cbind(diffSymbols, diffEntrez, diffData),
            "diffGenes_RAG.xls", sep="\t", quote=FALSE)
```

average biological replicates so we can make the least cluttered heatmap possible

```
head(diffData)
colnames(diffData) <- groups.RAG
rownames(diffData) <- diffSymbols
head(diffData)
diffData.AVG <- avearrays(diffData)
head(diffData.AVG)
```

Clustering of differentially expressed genes from *Rag1*^{-/-} exper

Figure 8 - heatmap of DEGs

make heatmap from the 1529 differentially expressed genes that were identified above. *This heatmap appears in Figure 5a of the manuscript*

```
#cluster rows by pearson correlation
hr <- hclust(as.dist(1-cor(t(diffData.AVG), method="pearson")), method="average")
#cluster columns by spearman correlation
hc <- hclust(as.dist(1-cor(diffData.AVG, method="spearman")), method="complete")
# Cut the resulting tree and create color vector for clusters.
mycl <- cutree(hr, k=6)
mycolhc <- rainbow(length(unique(mycl)), start=0.1, end=0.9)
mycolhc <- mycolhc[as.vector(mycl)]
myheatcol <- greenred(75)
#plot the hclust results as a heatmap
heatmap.2(diffData.AVG, Rowv=as.dendrogram(hr),
          Colv=NA, col=myheatcol, scale="row", labRow=NA,
          density.info="none", trace="none", RowSideColors=mycolhc,
          cexRow=1.5, cexCol=1, key=T, keysize=1, margins=c(10,30))
```

Figure 9 - heatmap of cluster 1

based on the heatmap above at least 4 main clusters stand out as potentially interesting. In the next few code chunks I pull out these four clusters to examine them in more detail. In this document I will refer to the clusters by the numbering shown in the manuscript. The first cluster includes genes successively downregulated following infection.

```
clid <- c(2)
ysub <- diffData.AVG[names(mycl[mycl%in%clid]),]
hrsub <- hclust(as.dist(1-cor(t(ysub), method="pearson")), method="complete")
heatmap.2(ysub, Rowv=as.dendrogram(hrsub),
          Colv=NA, col=myheatcol, scale="row",
```

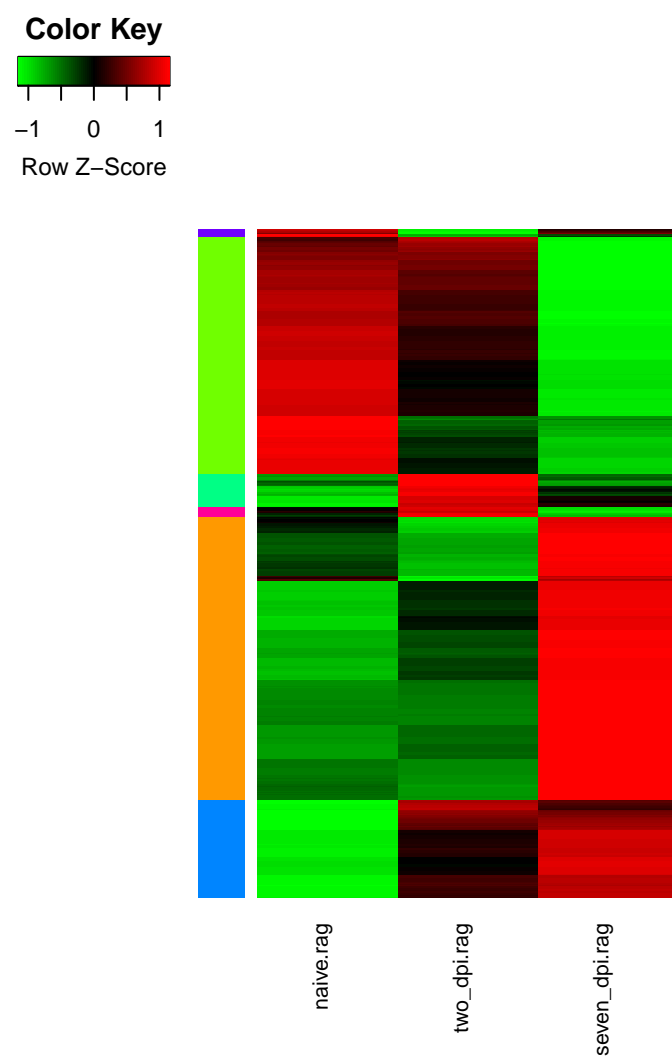

Figure 8: heatmap of *Rag1*^{-/-} DEGs. *Corresponds to Figure 5a in manuscript*

```
labRow=NA, labCol = NA,
density.info="none", trace="none",
RowSideColors=mycolhc[mycl%in%clid],
key=T, keysize=1, margins=c(10,35))
```

Color Key

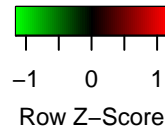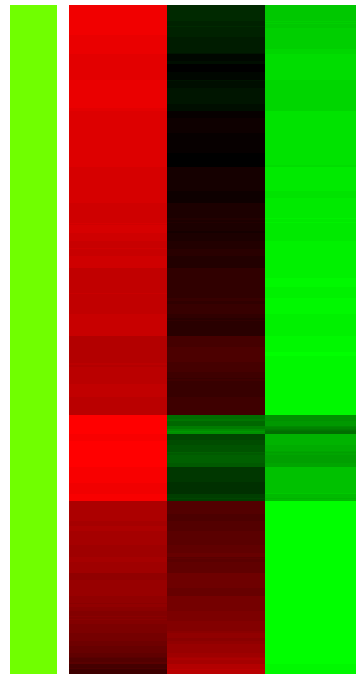

Figure 9: cluster 1 from main heatmap showing 542 genes downregulated during infection. Gene Ontology enrichment analysis of the genes from this cluster showed enrichment for genes involved in muscle function and acetyl-CoA metabolism (corresponds to part of Figure 5b in manuscript)

Figure 10 - selected genes from cluster 1

Six genes were selected from a total of 542 genes in cluster 1. *this plot was used to make part of Figure 5d in the manuscript*

```
clid <- c(2)
#print out row labels in same order as shown in the heatmap
cluster <- data.frame(Labels=rev(hgsub$labels[hrsub$order]))
cluster.symbols <- as.character(cluster[,1])
diffData.frame <- as.data.frame(diffData.AVG)
rows.to.keep <- diffData.frame[cluster.symbols,]
write.table(rows.to.keep,"Cluster2_downreg.xls", sep="\t", quote=FALSE)
mySelected <- as.matrix(read.delim("Cluster2_downreg_selected.txt",
                                sep="\t", stringsAsFactors = FALSE,
```

```

                                header=TRUE, row.names=1))
heatmap.2(mySelected,
  Rowv=NA, Colv=NA,
  col=myheatcol, scale="row",
  density.info="none", trace="none",
  labCol=NA, cexRow=1.5, cexCol=1,
  key=T, keysize=1, margins=c(20,35))

```

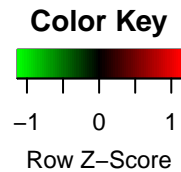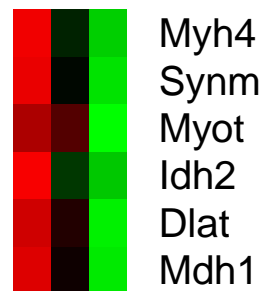

Figure 10: six genes selected from cluster 1 (corresponds to part of Figure 5d in manuscript)

Figure 11 - heatmap of cluster 2

A second prominent cluster of genes in the main heatmap (figure 8, above) includes genes markedly upregulated at 2 dpi, but returning to lower expression by 7 dpi

```

clid <- c(3)
ysub <- diffData.AVG[names(mycl[mycl%in%clid]),]
hrsub <- hclust(as.dist(1-cor(t(ysub), method="pearson")), method="complete")
heatmap.2(ysub, Rowv=as.dendrogram(hrsub),
  Colv=NA, col=myheatcol, scale="row",
  labRow=NA, labCol=NA,
  density.info="none", trace="none",
  RowSideColors=mycolhc[mycl%in%clid],
  key=T, keysize=1, margins=c(10,35))

```

Figure 12 - selected genes from cluster 2

Six genes were selected from a total of 76 genes in cluster 2. *This plot was used to make part of Figure 5d in the manuscript*

```

#print out row labels in same order as shown in the heatmap
cluster <- data.frame(Labels=rev(hrsub$labels[hrsub$order]))
cluster.symbols <- as.character(cluster[,1])

```

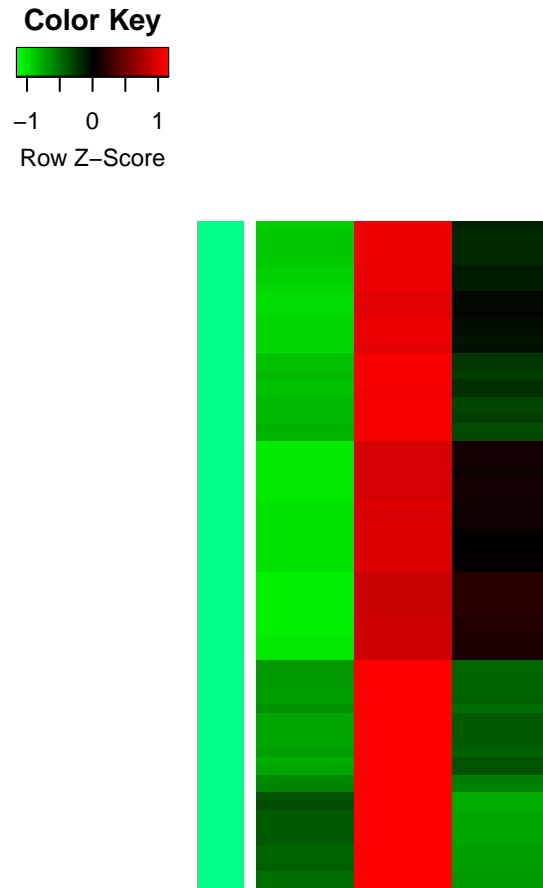

Figure 11: cluster 2 from main heatmap showing 76 genes transiently upregulated during infection. Gene Ontology enrichment analysis of the genes from this cluster showed a slight enrichment of genes involved in host defense (Figure 5b in manuscript). Closer inspection of these genes identified STAT1 and numerous canonical STAT1 targets (Figure 5d in manuscript)

```
diffData.frame <- as.data.frame(diffData.AVG)
rows.to.keep <- diffData.frame[cluster.symbols,]
write.table(rows.to.keep, "Cluster3_inducedEarly.xls", sep="\t", quote=FALSE)
mySelected <- as.matrix(read.delim("Cluster3_STAT1targets_selected.txt",
                                sep="\t", stringsAsFactors = FALSE,
                                header=TRUE, row.names=1))

heatmap.2(mySelected,
          Rowv=NA, Colv=NA,
          col=myheatcol, scale="row",
          density.info="none", trace="none",
          labCol=NA, cexRow=1.5, cexCol=1,
          key=T, keysize=1, margins=c(20,35))
```

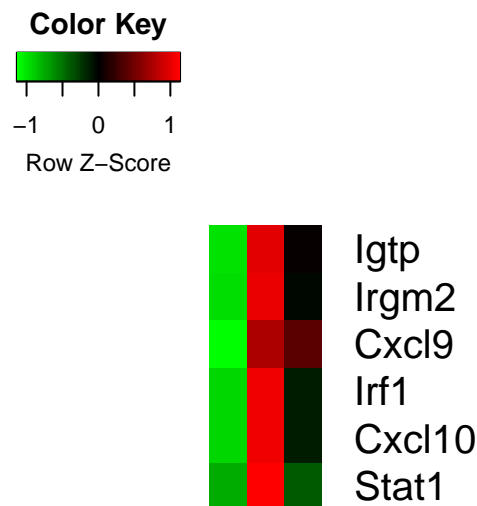

Figure 12: six genes selected from cluster 2 (corresponds to part of Figure 5d in manuscript)

Figure 13 - heatmap of cluster 3

A third prominent cluster of genes in the main heatmap includes genes markedly upregulated only at 7dpi

```
clid <- c(1)
ysub <- diffData.AVG[names(mycl[mycl%in%clid]),]
hrsub <- hclust(as.dist(1-cor(t(ysub), method="pearson")), method="complete")
heatmap.2(ysub, Rowv=as.dendrogram(hrsub),
          Colv=NA, col=myheatcol, scale="row",
          labRow=NA, labCol=NA,
          density.info="none", trace="none",
          RowSideColors=mycolhc[mycl%in%clid],
          key=T, keysize=1, margins=c(10,35))
```

Figure 14 - selected genes from cluster 3

Six genes were selected from a total of 649 genes in cluster 3. *This plot was used to make part of Figure 5d in the manuscript*

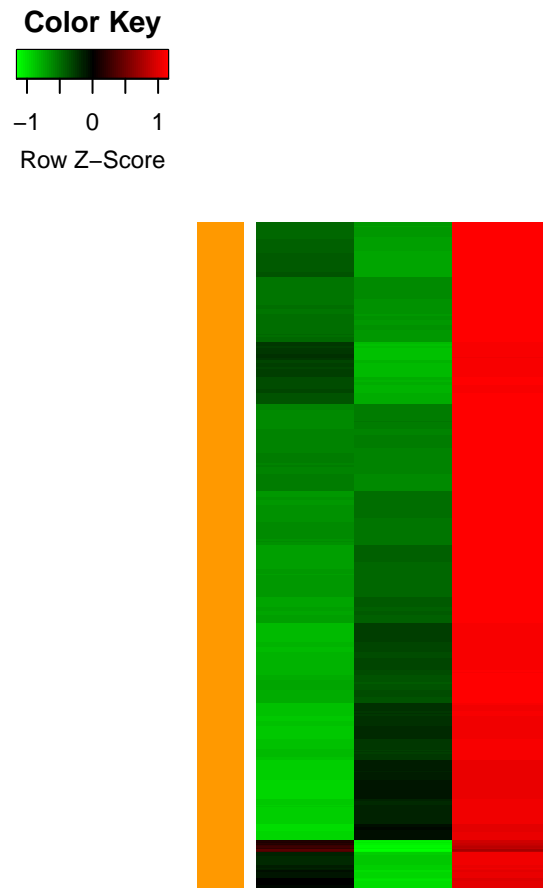

Figure 13: cluster 3 from main heatmap showing 649 genes upregulated late during infection. Gene Ontology enrichment analysis of the genes from this cluster showed an enrichment of genes involved tissue remodeling and repair (Figure 5b in manuscript)

```

#print out row labels in same order as shown in the heatmap
cluster <- data.frame(Labels=rev(hrsup$labels[hrsup$order]))
cluster.symbols <- as.character(cluster[,1])
diffData.frame <- as.data.frame(diffData.AVG)
rows.to.keep <- diffData.frame[cluster.symbols,]
write.table(rows.to.keep,"Cluster1_upreg.xls", sep="\t", quote=FALSE)
mySelected <- as.matrix(read.delim("Cluster1_upreg_selected.txt",
                                sep="\t", stringsAsFactors = FALSE,
                                header=TRUE, row.names=1))

heatmap.2(mySelected,
          Rowv=NA, Colv=NA,
          col=myheatcol, scale="row",
          density.info="none", trace="none",
          labCol=NA, cexRow=1.5, cexCol=1,
          key=T, keysize=1, margins=c(20,35))

```

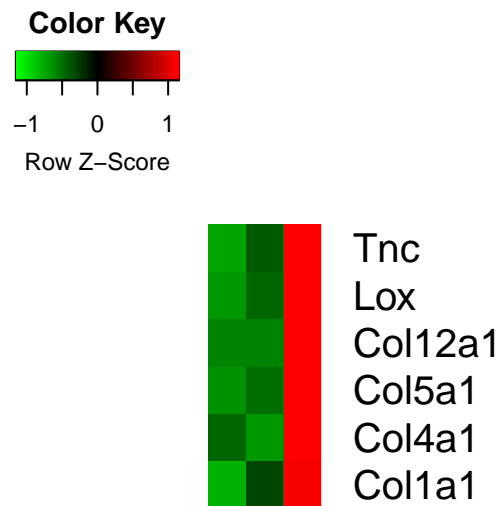

Figure 14: six genes selected from cluster 3 (corresponds to part of Figure 5d in manuscript)

Figure 15 - heatmap of cluster 4

A fourth prominent cluster of genes in the main heatmap were also upregulated strongly by day 7, but they were beginning to rise in expression even at 2 dpi.

```

clid <- c(4)
ysub <- diffData.AVG[names(mycl[mycl%in%clid]),]
hrsud <- hclust(as.dist(1-cor(t(ysub), method="pearson")), method="complete")
heatmap.2(ysub, Rowv=as.dendrogram(hrsud),
          Colv=NA, col=myheatcol, scale="row",
          labRow=NA, labCol=NA,
          density.info="none", trace="none",
          RowSideColors=mycolhc[mycl%in%clid],
          key=T, keysize=1, margins=c(10,35))

```

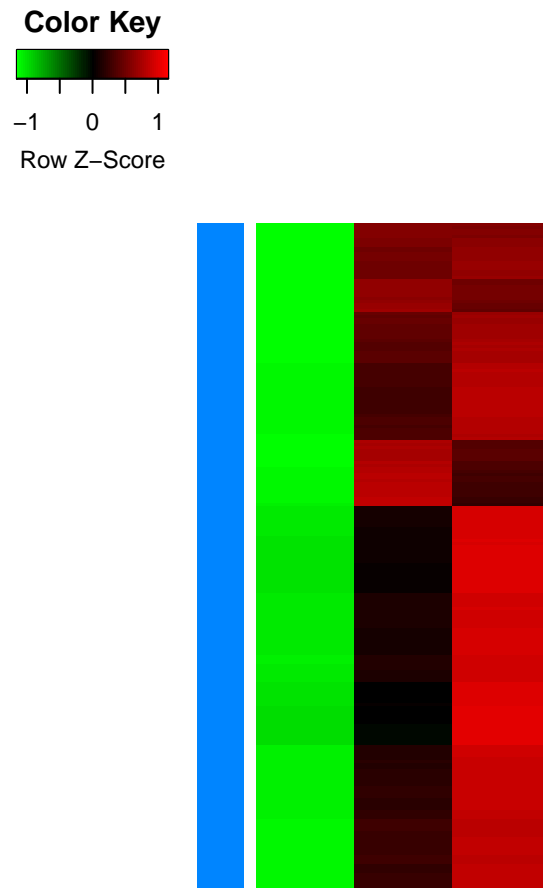

Figure 15: cluster 4 from main heatmap showing 224 genes that begin to be induced by 2dpi and are maintained or further induced at 7dpi. Gene Ontology enrichment analysis of the genes from this cluster showed an enrichment of genes involved antigen presentation and immunity (Figure 5b in manuscript)

```

cluster <- data.frame(Labels=rev(hgsub$labels[hsup$order]))
cluster.symbols <- as.character(cluster[,1])
diffData.frame <- as.data.frame(diffData.AVG)
rows.to.keep <- diffData.frame[cluster.symbols,]
write.table(rows.to.keep,"Cluster4_upreg.xls", sep="\t", quote=FALSE)
mySelected <- as.matrix(read.delim("Cluster1_upreg_selected.txt",
                                sep="\t", stringsAsFactors = FALSE,
                                header=TRUE, row.names=1))

```

Figure 16 - selected genes from glycolytic cycle

GSEA analysis of 7dpi Rag^{-/-} vs naive shows that glycolytic genes were significantly enhanced. *Six genes were selected from this signature and used to make part of Figure 7c in the manuscript*

```

#print out row labels in same order as shown in the heatmap
mySelected_glycolysis <- read.delim("glycolysis_selected.txt", sep="\t", stringsAsFactors = FALSE, header=TRUE)
mySelected_glycolysis.matrix <- as.matrix(mySelected_glycolysis)
heatmap.2(mySelected_glycolysis.matrix,
          Rowv=NA, Colv=NA,
          col=myheatcol, scale="row",
          density.info="none", trace="none",
          labCol=NA, cexRow=1.5, cexCol=1,
          key=T, keysize=1, margins=c(20,35))

```

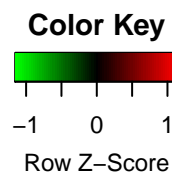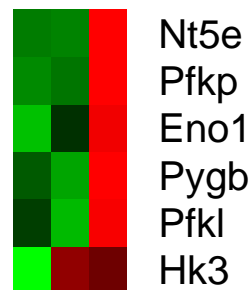

Figure 16: six genes selected from the glycolysis pathway shown to be enriched by GSEA (corresponds to part of Figure 5d in manuscript)

Set-up and QC of data from *WT vs PHIL* exper

define groups and samples

```
targets.PHIL <- read.delim("Trichinella_studyDesign_exper2.txt", sep="\t")
groups.PHIL <- paste(targets.PHIL$treatment, targets.PHIL$genotype, sep=".")
groups.PHIL <- factor(groups.PHIL)
#now capture sample names from this file
sampleLabels.PHIL <- targets.PHIL$name
```

Figure 17 - housekeeping Genes

As a crude measure of array quality and consistency across arrays, take a look at how a set of housekeeping genes behaved on each of the 9 arrays

```
#Read control probe data into a separate LumiBatch and take a look at these controls
myControlData <- addControlData2lumi("FinalReport_probes_controls.txt", rawData)
myControlData_WT.PHIL <- myControlData[,9:24]
#subset to get just the data from RAG mice
plotHousekeepingGene(myControlData_WT.PHIL, addLegend=F)
```

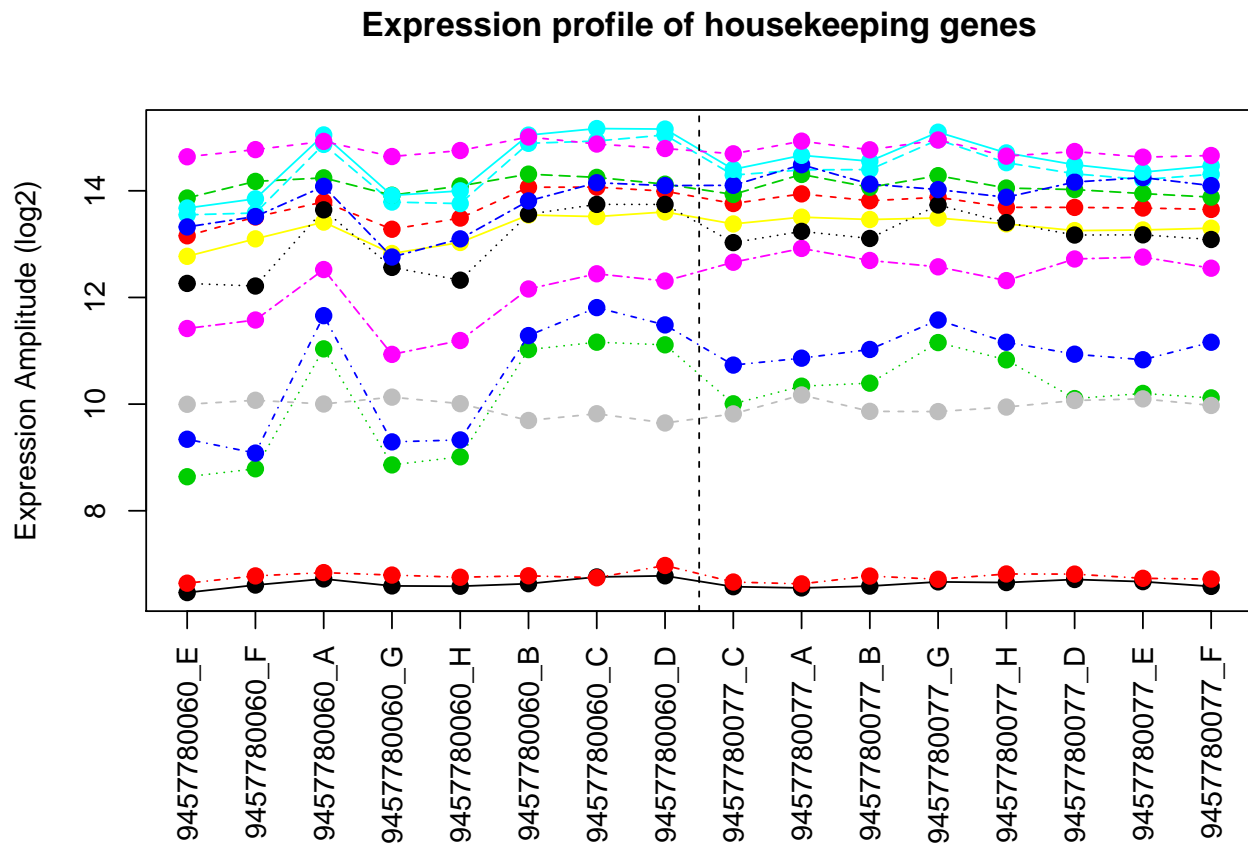

Figure 17: housekeeping genes for WT/PHIL arrays

Figure 18 - signal distribution before normalization

Now we'll look at the distribution of signal intensity from each array (note: this is before any normalization or filtering is applied to the data)

```
#choose a color scheme for the next graph
cols <- topo.colors (n=16, alpha=1)
hist(rawData_WT.PHIL, xlab = "log2 expression", main = "non-normalized data - histograms", col=cols)
```

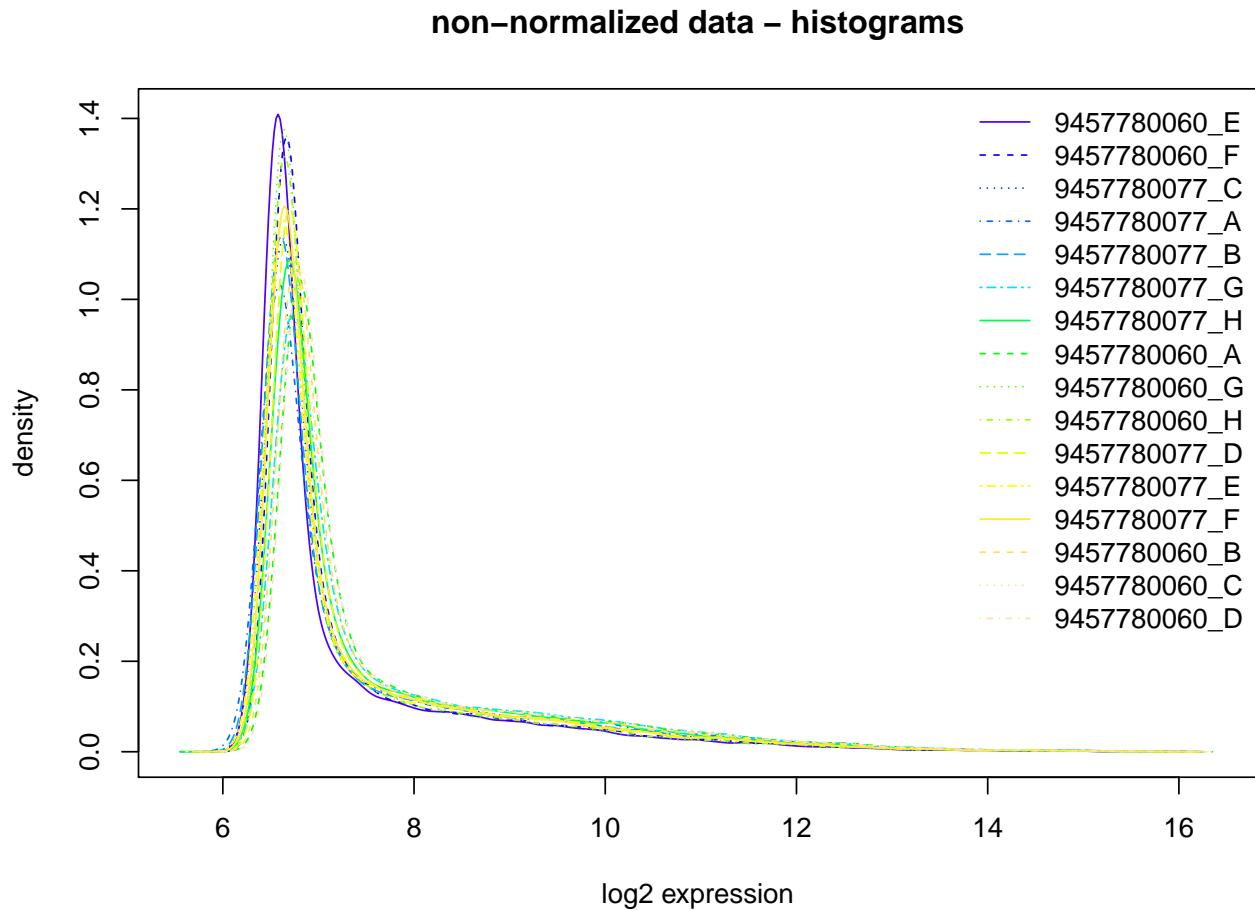

Figure 18: signal distribution for WT/PHIL arrays before normalization

Figure 19 - signal distribution after normalization

```
hist(normData_WT.PHIL, xlab = "log2 expression", main = "normalized data - histograms", col=cols)
```

Filtering data: Removing probes that were not detected above background, probes that had low variation, and genes without an EntrezID

```
filtered_geneList <- nsFilter(normData_WT.PHIL, require.entrez=TRUE,
                             remove.dupEntrez=TRUE, var.func=IQR,
                             var.filter=TRUE, var.cutoff=0.5, filterByQuantile=TRUE)
# extract the ExpressionSet from this filtered list.
filtered.eset <- filtered_geneList$eset
#now convert to a datamatrix that will contain only the probes after filtering
filtered.matrix <- as.matrix(filtered.eset)
probeList <- rownames(filtered.matrix)
```

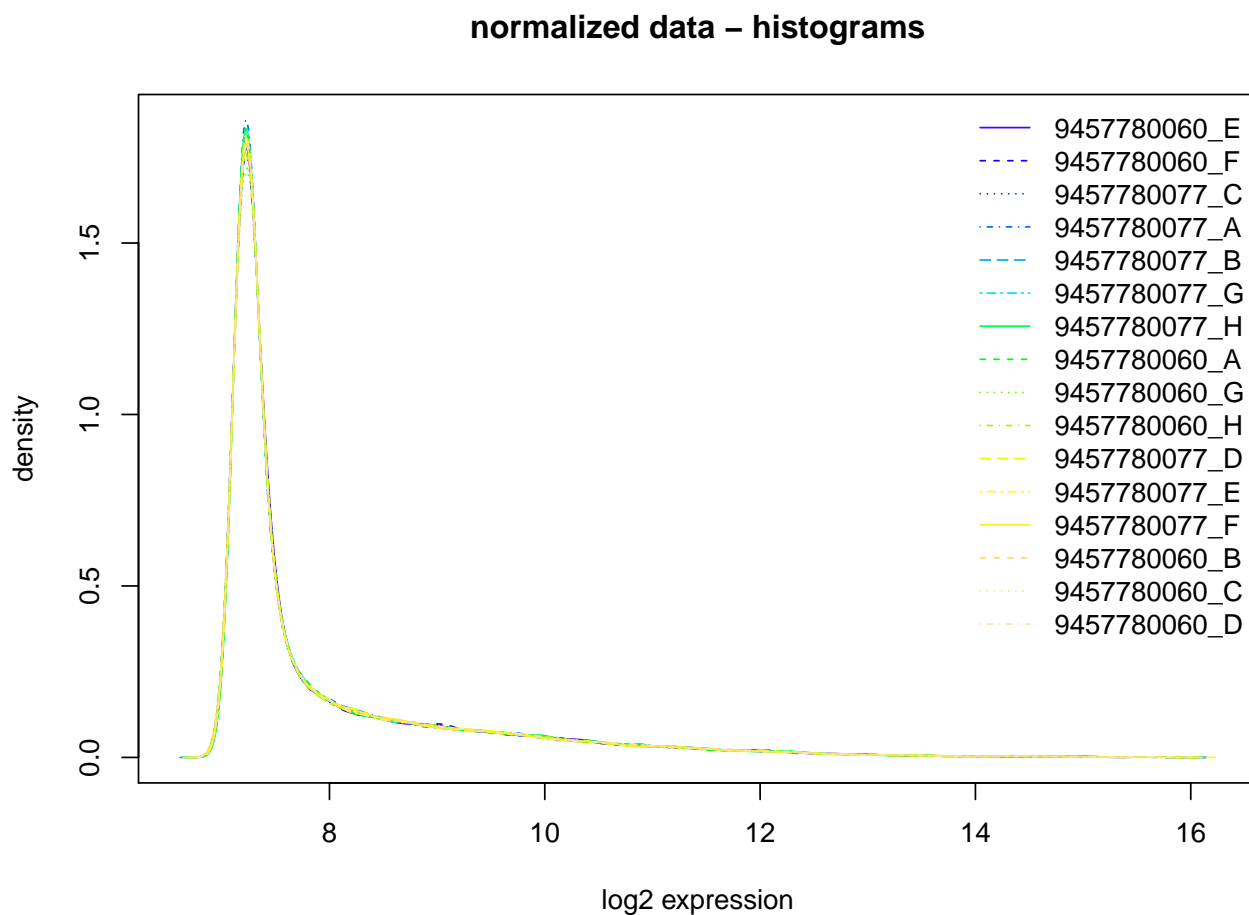

Figure 19: signal distribution for WT/PHIL arrays after normalization

Exploratory analysis of *WT vs PHIL* exper

Figure 20 - hierarchical clustering

using hierarchical clustering to group samples based on similarity/disimilarity

```
distance <- dist(t(filtered.matrix),method="maximum")
clusters <- hclust(distance, method = "average")
plot(clusters, label = sampleLabels.PHIL, main="Trichinella in WT/PHIL mice")
```

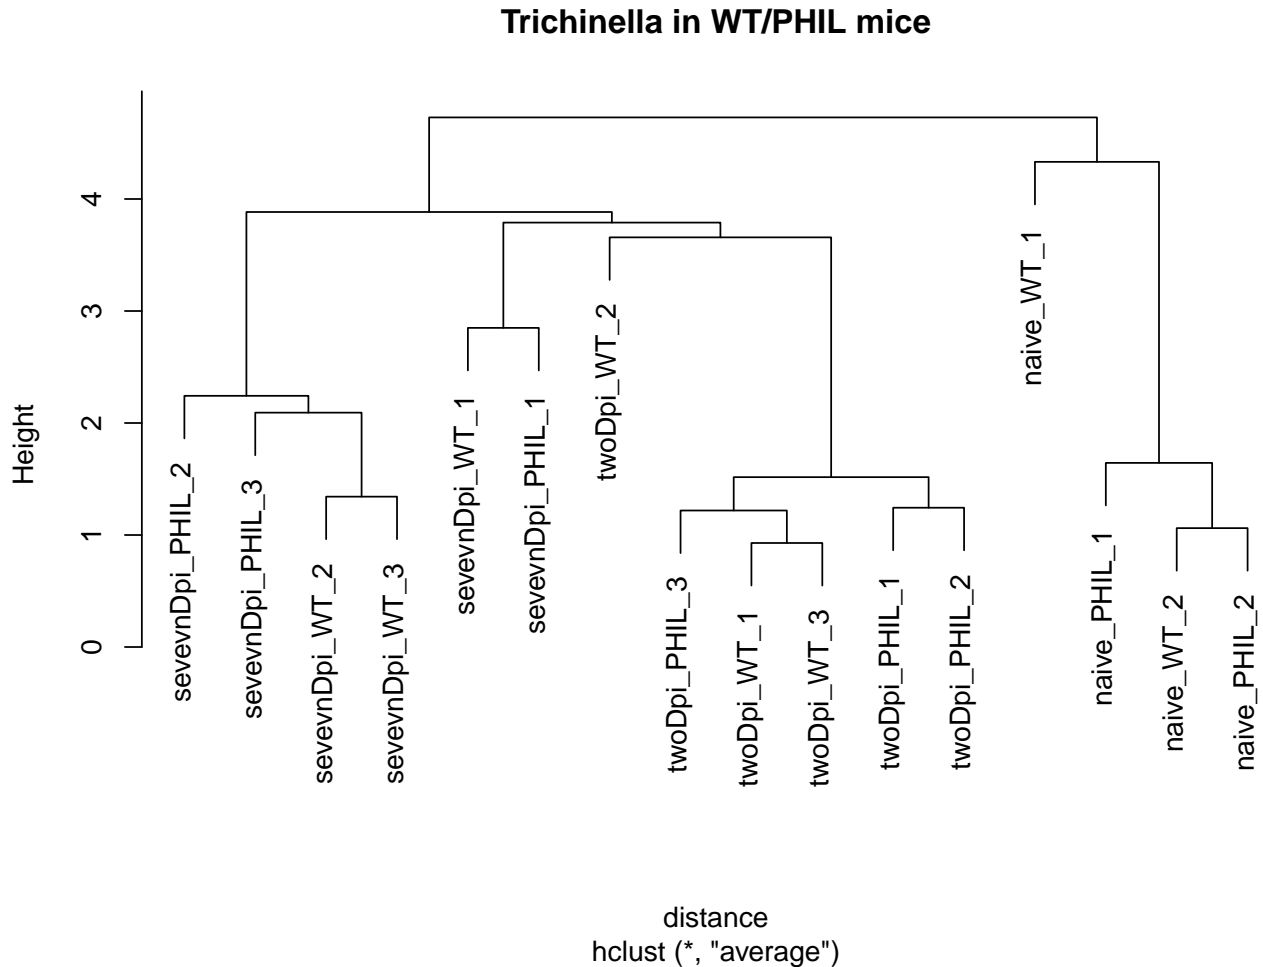

Figure 20: hierarchical clustering dendrogram for WT/PHIL arrays

PCA: carrying out a Principle Component Analysis. Result shows that first two principle components account for 80% of the variation in the data

```
pca.res <- prcomp(t(filtered.matrix), scale.=F, retx=T)
ls(pca.res)
summary(pca.res)
head(pca.res$rotation)
head(pca.res$x)
#plot(pca.res, las=1)
```

```
pc.var<-pca.res$sdev^2
pc.per<-round(pc.var/sum(pc.var)*100, 1)
pc.per
```

Figure 21 - Principal component analysis

Lets see how each sample contributed to these first two principle components

```
data.frame <- as.data.frame(pca.res$x)
ggplot(data.frame, aes(x=PC1, y=PC2, colour=factor(groups.PHIL))) +
  geom_point(size=5) +
  theme(legend.position="right")
```

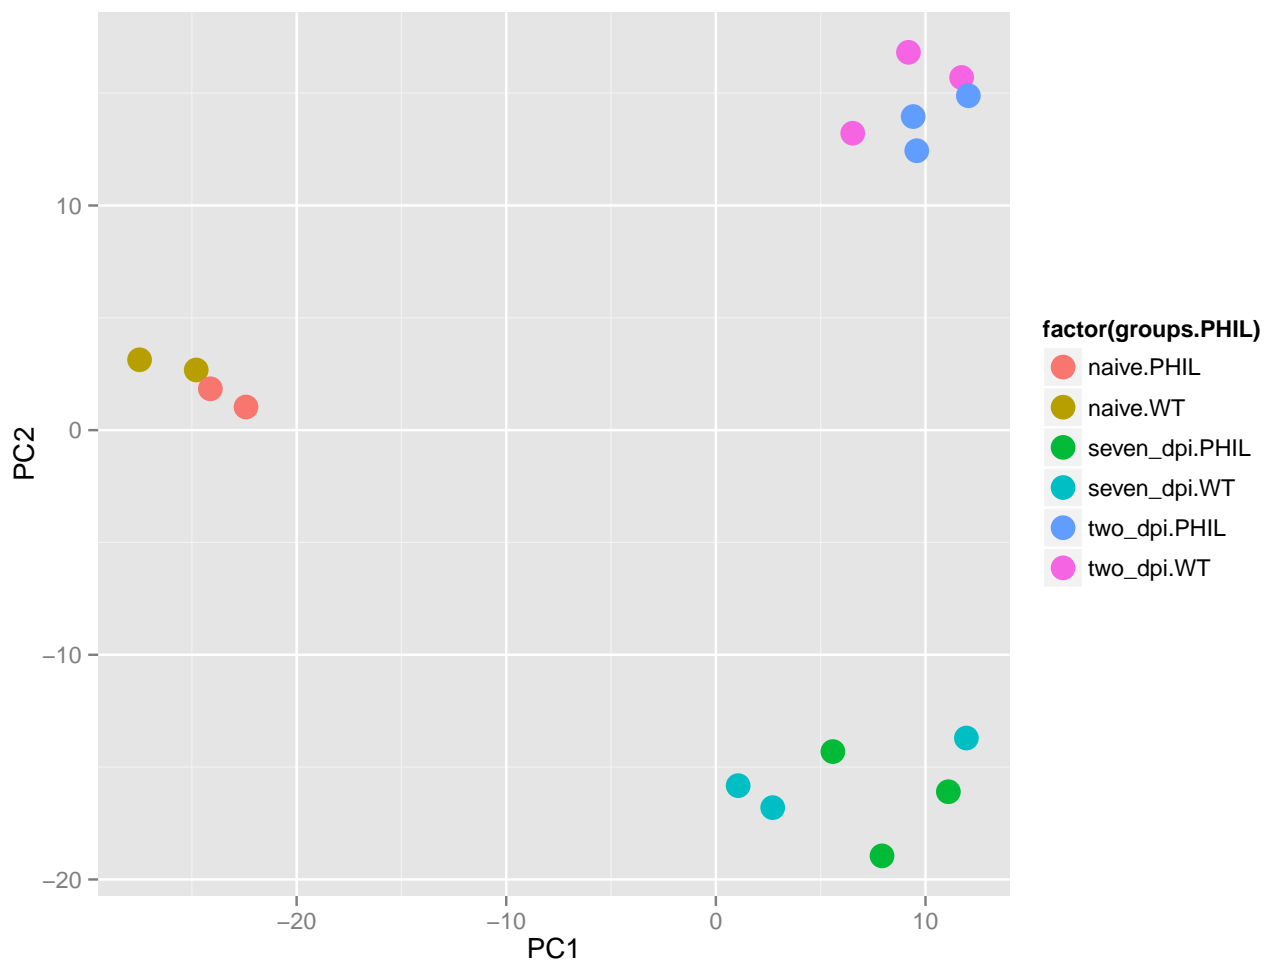

Figure 21: PCA plot for WT/PHIL data

Figure 22 - PCA ‘small multiples’ graph

```
melted <- cbind(groups.PHIL, melt(pca.res$x[,1:4]))
```

```
#look at your 'melted' data
```

```
ggplot(melted) +
```

```
  geom_bar(aes(x=Var1, y=value, fill=groups.PHIL), stat="identity") +
```

```
  facet_wrap(~Var2)
```

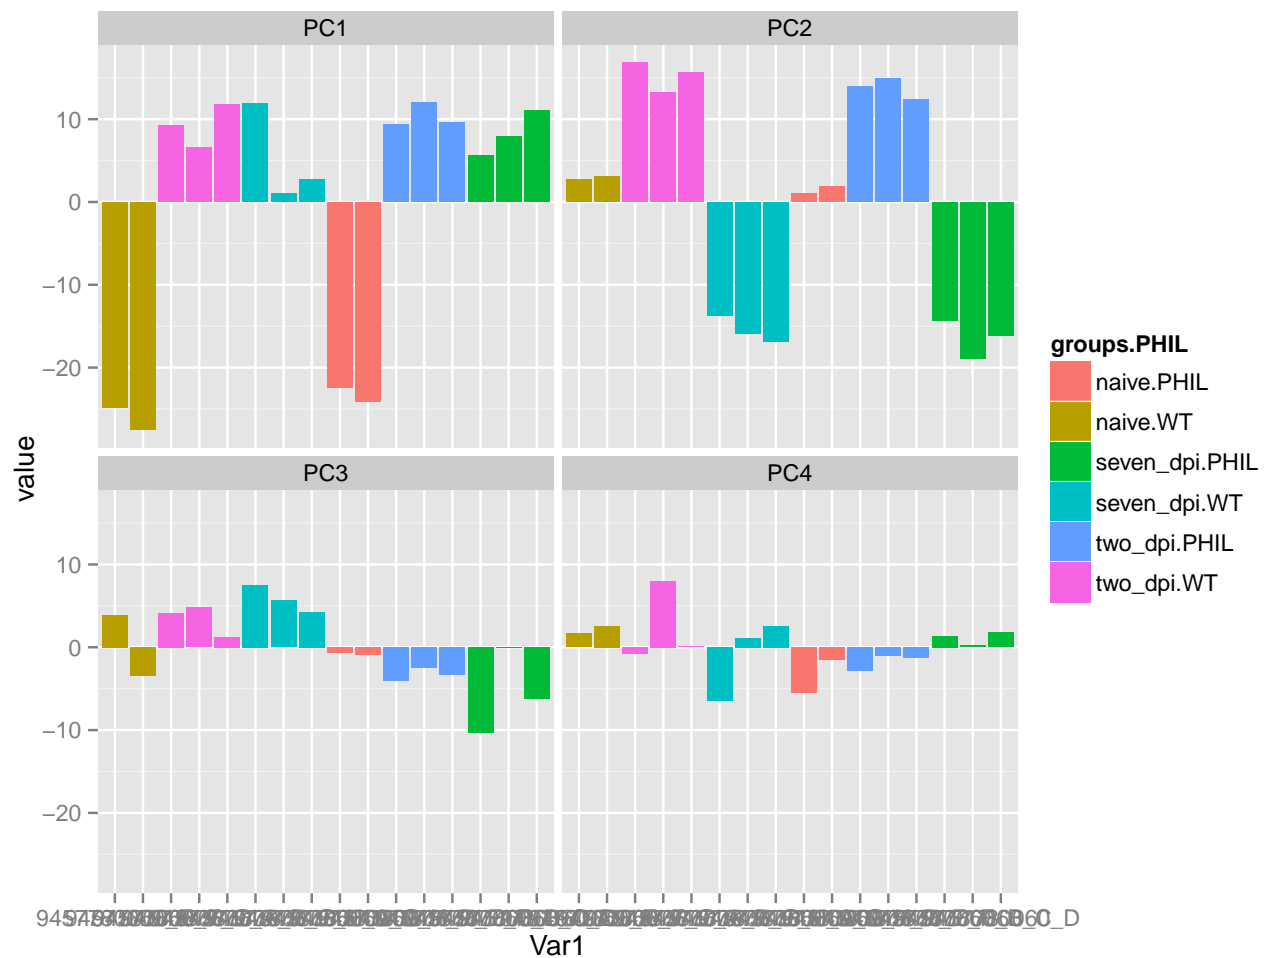

Figure 22: PCA 'small multiples' plot for WT/PHIL data

Setting up experimental design: This is a critical point in our analysis where we can begin to ask specific questions about which, if any, genes were differentially expressed. To do this, we must first define our questions in the form of a model matrix

```
design.PHIL <- model.matrix(~0+groups.PHIL)
colnames(design.PHIL) <- levels(groups.PHIL)
design.PHIL
```

Identification of Differentially Expressed Genes in *WT* vs *PHIL* exper

Fitting linear model to data and set-up contrast matrix

```

fit.PHIL <- lmFit(filtered.matrix, design.PHIL)
#add annotation into the linear model
fit.PHIL$genes$Symbol <- getSYMBOL(probeList, "lumiMouseAll.db")
fit.PHIL$genes$Entrez <- getEG(probeList, "lumiMouseAll.db")
# set up a contrast matrix based on the pairwise comparisons of interest
contrast.matrix.WTvsPHIL <- makeContrasts(latePHIL = seven_dpi.PHIL - seven_dpi.WT, levels=design.PHIL)
fits.PHIL <- contrasts.fit(fit.PHIL, contrast.matrix.WTvsPHIL)
ebFit.PHIL <- eBayes(fits.PHIL)

```

Table 4 - top 20 DEGs; WT vs PHIL at 7dpi

Given that our hierarchical cluster dendrogram of all the samples showed pretty good separation of the three treatment groups, let's start by just asking to see the top 20 genes most significantly different between WT and PHIL mice at 7dpi

```

# use topTable function to take a look at the top most differentially expressed genes between
probeset.list <- topTable(ebFit.PHIL, adjust="BH", coef=1, number=20, sort.by="logFC")
row.names(probeset.list) <- probeset.list[,1]
probeset.list <- probeset.list[,c(2,3,7)]
knitr::kable(probeset.list, caption="top 20 DEGs; WT vs PHIL at 7dpi")

```

Table 4: top 20 DEGs; WT vs PHIL at 7dpi

	ID.Entrez	logFC	adj.P.Val
Igtp	16145	1.1883081	0.0415676
Cxcl9	17329	1.1147505	0.0540617
Serpina3g	20715	1.0937197	0.0367468
Xlr4a	434794	0.9788597	0.1062014
Grb10	14783	-0.9644988	0.3007571
Gbp2	14469	0.9548508	0.0559801
Cxcl10	15945	0.8937234	0.0597212
Cd274	60533	0.8926974	0.1022803
Irgm2	54396	0.8781577	0.0559801
Mzb1	69816	0.8260500	0.0691635
Gbp3	55932	0.8184191	0.0346912
Irgm1	15944	0.8034547	0.1089648
Vegfa	22339	-0.7562695	0.0367468
Serpina3f	238393	0.7494373	0.0346912
Cd8b1	12526	0.7405668	0.0167416
Fcgr4	246256	0.7394661	0.1222695
H2-T23	15040	0.7368378	0.0484420
Upk3b	100647	0.7343783	0.0540617
Nt5e	23959	-0.7202767	0.0013216
Slc25a3	18674	-0.7170385	0.0201627

pull out these differentially expressed genes

```

diffProbes <- which(results[,1] !=0)
diffSymbols <- fit.PHIL$genes$Symbol[results[,1] !=0]
diffEntrez <- fit.PHIL$genes$Entrez[results[,1] !=0]

```

```

#convert to an expressionSet object
myEset <- new("ExpressionSet", exprs = filtered.matrix)
#link the eset to annotation data
annotation(myEset) <- "lumiMouseAll.db"
diffData <- myEset[results[,1] !=0]
#pull the expression data back out of the eset object
diffData <- exprs(diffData)
dim(diffData)
write.table(cbind(diffSymbols, diffEntrez, diffData),
            "diffGenes_PHIL.vs.WT.xls", sep="\t", quote=FALSE)

```

average biological replicates so we can make the least cluttered heatmap possible

```

head(diffData)
colnames(diffData) <- groups.PHIL
rownames(diffData) <- diffSymbols
head(diffData)
diffData.AVG <- avearrays(diffData)
head(diffData.AVG)

```

Clustering of differentially expressed genes from *WT vs PHIL* exper

Figure 23 - heatmap for WT/PHIL data

make heatmap from the 275 differentially expressed genes that were identified above.

```

#cluster rows by pearson correlation
hr <- hclust(as.dist(1-cor(t(diffData.AVG), method="pearson")), method="average")
#cluster columns by spearman correlation
hc <- hclust(as.dist(1-cor(diffData.AVG, method="spearman")), method="complete")
# Cut the resulting tree and create color vector for clusters.
mycl <- cutree(hr, k=6)
mycolhc <- rainbow(length(unique(mycl)), start=0.1, end=0.9)
mycolhc <- mycolhc[as.vector(mycl)]
myheatcol <- greenred(75)
#plot the hclust results as a heatmap
heatmap.2(diffData.AVG, Rowv=as.dendrogram(hr),
          Colv=NA, col=myheatcol, scale="row", labRow=NA,
          density.info="none", trace="none", RowSideColors=mycolhc,
          cexRow=1.5, cexCol=1, key=T, keysize=1, margins=c(10,30))

```

Figure 24 - selected genes from comparison of WT vs PHIL mice

10 genes were selected from a total of 275 differentially expressed genes above. *This plot corresponds to Figure 7c in the manuscript*

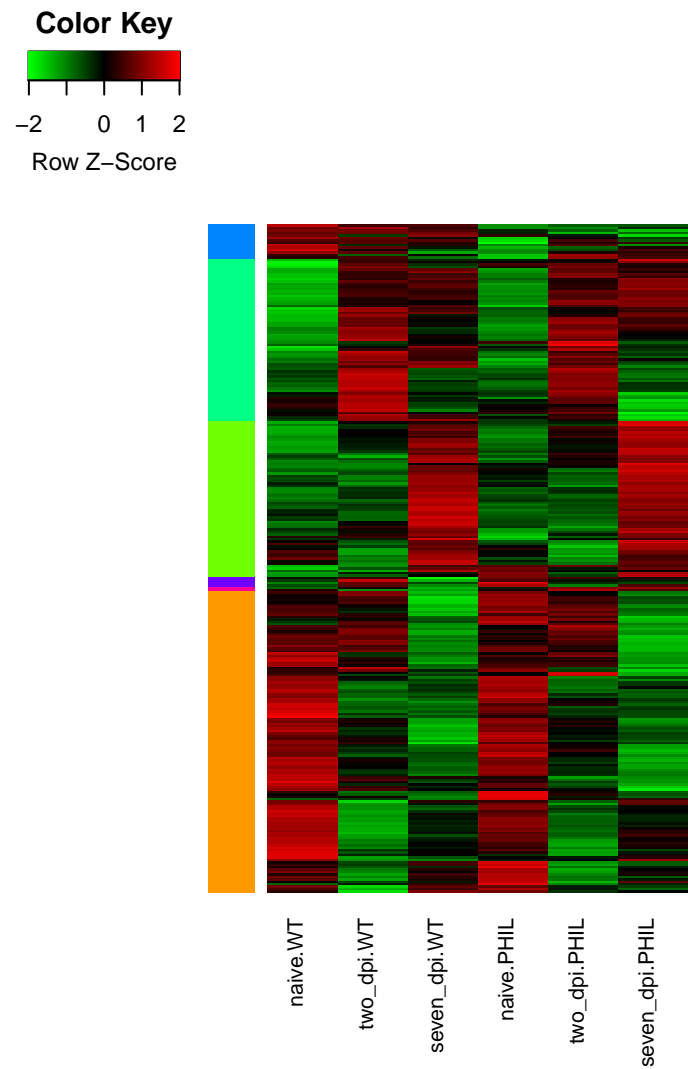

Figure 23: heatmap of 275 DEGs between WT and PHIL at 7dpi

```
#print out row labels in same order as shown in the heatmap
mySelected_PHIL <- read.delim("WTvsPHIL_selected.txt", sep="\t", stringsAsFactors = FALSE, header=TRUE,
mySelected_PHIL.matrix <- as.matrix(mySelected_PHIL)
heatmap.2(mySelected_PHIL.matrix,
  Rowv=NA, Colv=NA,
  col=myheatcol, scale="row",
  density.info="none", trace="none",
  labCol=NA, cexRow=1.5, cexCol=1,
  key=T, keysize=1, margins=c(10,30))
```

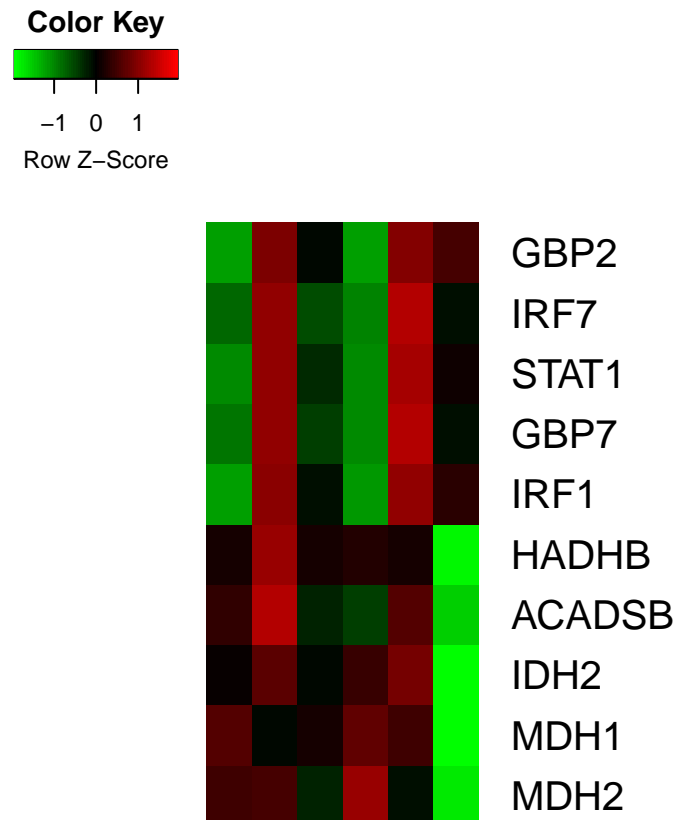

Figure 24: Ten selected genes from the WT vs PHIL heatmap shown above (corresponds to Figure 7c in the manuscript)

Session Info

Session Info: R version 3.1.3 (2015-03-09) Platform: x86_64-apple-darwin13.4.0 (64-bit) Running under: OS X 10.10.3 (Yosemite)

locale: [1] en_US.UTF-8/en_US.UTF-8/en_US.UTF-8/C/en_US.UTF-8/en_US.UTF-8

attached base packages: [1] stats4 parallel stats graphics grDevices utils datasets [8] methods base

other attached packages: [1] knitr_1.10.5 rmarkdown_0.7

[3] dplyr_0.4.1 reshape2_1.4.1

[5] annotate_1.44.0 XML_3.98-1.2

[7] limma_3.22.7 genefilter_1.48.1

```
[9] ggplot2_1.0.1 gplots_2.17.0
[11] RColorBrewer_1.1-2 lumiMouseAll.db_1.22.0
[13] org.Mm.eg.db_3.0.0 lumiMouseIDMapping_1.10.0 [15] RSQLite_1.0.0 DBI_0.3.1
[17] AnnotationDbi_1.28.2 GenomeInfoDb_1.2.5
[19] IRanges_2.0.1 S4Vectors_0.4.0
[21] lumi_2.18.0 Biobase_2.26.0
[23] BiocGenerics_0.12.1

loaded via a namespace (and not attached): [1] affy_1.44.0 affyio_1.34.0
[3] assertthat_0.1 base64_1.1
[5] base64enc_0.1-2 BatchJobs_1.6
[7] BBmisc_1.9 beanplot_1.2
[9] BiocInstaller_1.16.5 BiocParallel_1.0.3
[11] biomaRt_2.22.0 Biostrings_2.34.1
[13] bitops_1.0-6 brew_1.0-6
[15] bumphunter_1.6.0 caTools_1.17.1
[17] checkmate_1.5.3 codetools_0.2-11
[19] colorspace_1.2-6 digest_0.6.8
[21] doRNG_1.6 evaluate_0.7
[23] fail_1.2 foreach_1.4.2
[25] formatR_1.2 gdata_2.16.1
[27] GenomicAlignments_1.2.2 GenomicFeatures_1.18.7 [29] GenomicRanges_1.18.4 grid_3.1.3
[31] gtable_0.1.2 gtools_3.4.2
[33] highr_0.5 htmltools_0.2.6
[35] illuminaio_0.8.0 iterators_1.0.7
[37] KernSmooth_2.23-14 labeling_0.3
[39] lattice_0.20-31 locfit_1.5-9.1
[41] magrittr_1.5 MASS_7.3-40
[43] Matrix_1.2-1 matrixStats_0.14.0
[45] mclust_5.0.1 methylyumi_2.12.0
[47] mgcv_1.8-6 minfi_1.12.0
[49] multtest_2.22.0 munsell_0.4.2
[51] nleqslv_2.8 nlme_3.1-120
[53] nor1mix_1.2-0 pkgmaker_0.22
[55] plyr_1.8.3 preprocessCore_1.28.0
[57] proto_0.3-10 quadprog_1.5-5
[59] Rcpp_0.11.6 RCurl_1.95-4.7
[61] registry_0.2 reshape_0.8.5
[63] rngtools_1.2.4 Rsamtools_1.18.3
[65] rtracklayer_1.26.3 scales_0.2.5
[67] sendmailR_1.2-1 siggenes_1.40.0
[69] splines_3.1.3 stringi_0.5-5
[71] stringr_1.0.0 survival_2.38-1
[73] tools_3.1.3 xtable_1.7-4
[75] XVector_0.6.0 yaml_2.1.13
[77] zlibbioc_1.12.0
```

How the deposited data were processed for this re-analysis (not part of the article)

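Diaphragm RNA of 24 mice was measured on Illumina MouseRef-8 v2.0 BeadChips, 1 array per mouse: Rag1-/-, WT and PHIL mice that were naive (2 arrays per strain) or at 2 or 7 days after intravenous injection of newborn larvae (3 arrays per strain and time). Replicates are separate mice, as the paper describes. Conditions and replicate numbers were taken from the sample labels.

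The authors deposited a table of mean bead signal (linear intensity, made with GenomeStudio 1.8 and not normalised) with a detection p-value for each of 25697 probes and array. The authors also deposited a normalised value for each probe and array on the linear scale, with array medians between 185.2 and 185.7. The 24 columns of these normalised values have nearly the same distribution, and were checked to rank probes as the signals do. The annotation of the platform deposited with the arrays names 1 gene for 23978 probes and none for 1719, and covers 16593 genes. The detection p-values step in units that 800 negative control beads give. The authors describe background subtraction, variance stabilisation and robust spline normalisation in lumi, tests in limma, and clustering and filtering steps in the paper's S1 Code.

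The signals were background-corrected from the detection p-values and quantile normalised on the log2 scale with an offset of 16 (neqc in limma 3.58.1, R 4.3.3), for the 8 Rag1-/- arrays and for the 16 WT and PHIL arrays separately. Probes were kept where detected (detection p under 0.01) on at least 2 arrays of a set, and each gene was represented by its kept probe of highest interquartile range. Group means were compared with limma in a fit of 3 groups (Rag1-/-, residual df 5) and of 6 groups (WT and PHIL, residual df 10); where 1 array of a group of 2 was left out, the lone array is assumed to vary like the other groups. Genes were called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 change of at least 0.59 (1.5-fold), as in the S1 Code; the adjustment covered the 3 Rag1-/- comparisons together and each WT and PHIL comparison alone. The paper's methods give 2-fold and P<0.05, and its Fig 5 legend 2-fold and a false discovery rate, so both were tried as alternatives. For a gene with no array detected in 1 group, the lower bound of the fold was taken against the signal at the detection limit.

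37 gene lists, written from general knowledge of pathways and cell types after the paper had been read (Nt5e is in the glycolysis list because Fig 5D places it there), were tested with camera (correlation between genes preset at 0.01) with Benjamini-Hochberg adjustment over the lists. The same lists were tested with camera at an estimated correlation and with fry. Some genes are in more than 1 list, and 1 list, tested with the others, is not reported here. Clusters were made from the standardised group means of genes called in any Rag1-/- comparison, by average linkage on Pearson correlation, with 6 groups, and lists were compared with clusters by Fisher's exact test against all genes tested. That test takes genes as independent, which members of a list and of a cluster are not. Genes are named by a rule set with the lists: the genes of largest change in each direction in a comparison, the most significant or largest members of each list, and each gene that the paper names, whose published values had been seen.

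The procedure was tested on simulated data, made from the spread of these arrays with 200 changed genes. In the Rag1-/- design at 7 dpi against naive, 8.96% of genes changed 1.5-fold, 59.7% of those changed 2-fold and 89.4% of those changed 4-fold were called, with 8 false calls among 8449 unchanged genes. In the PHIL and WT design at 7 dpi these shares were 41.8%, 89.6% and 97%, with 6 false calls among 8126. A simulated list was called by camera with the preset correlation in each design and 0 other lists were. The simulated genes varied independently of each other. The simulation therefore cannot tell whether the preset correlation is right for the real arrays. The number of arrays limits the precision. A change of 1.5-fold lies at the fold threshold for a call, so its shares are also held down by that threshold. They do not measure the effect of the number of arrays alone. Such a change was recovered less often in the Rag1-/- fit, which has fewer arrays and adjusts p over its comparisons together. Which of these lowered the share was not tested.

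Alternatives were other background corrections (normexp with offset 50, or none), normalisation of all 24 arrays together, scaling to a common median, the authors' normalised values, other filters and choices of probe, fits of only the groups compared, the replicate number as a block, a trended and robust or weighted fit, other thresholds, linkage and cluster number, and leaving out each array in turn. The level of the Y-linked gene Eif2s3y as a covariate was added after the data were seen. The BeadChip as a block was not run, since the chip of each array is not known. Probes without a gene name were left out, among them those of Col12a1, Eno1, Serpina3g and Serpina3f.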

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

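The tests of other groupings of the arrays, of the sex of the mice and of the collagen level in naive mice were chosen after the results were seen; the test of the BeadChip was not.

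At 7 dpi T cell genes stood higher in PHIL than in WT muscle, and their change from naive muscle differed between the strains (median log2 0.58, camera adjusted p = 1.62e-05, or 0.474 with an estimated correlation; 3 of 3 PHIL arrays at 7 dpi lay above the WT mean, by a median of 0.52, 0.38 and 0.63). For the difference at 7 dpi, a mix of sexes as the whole cause is argued against. The Y-linked gene Eif2s3y was detected on 2 of 3 arrays of each strain at 7 dpi. With its level as a covariate the median of the list between PHIL and WT was 0.49, and camera with the preset correlation still called the list. For the change from naive muscle this does not decide, since Eif2s3y was detected on 1 of 2 naive WT arrays and 0 of 2 naive PHIL arrays. An effect of the BeadChip cannot be told apart from strain for the genes called at 7 dpi, because the chip of each array is not known; a single WT array showed at most a median share of 0.209 of their difference. Other splits of the 6 arrays at 7 dpi, 10 in all, are too few for a share under 0.05 (list median: 1 split as large, real 0.48, highest other 0.40; genes called: 1 split, real 40, highest other 0). B cell, NK and neutrophil genes stood higher in PHIL at 7 dpi too (medians 0.41, 0.26 and 0.40, camera adjusted p = 4.78e-05, 0.0251 and 0.0493; none by fry or with an estimated correlation), so a wider difference in leukocytes, which was not tested, stays open. The absence of eosinophils, the difference that the design names, also stays open as the biological explanation.

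Collagen formation genes rose less from naive to 7 dpi in PHIL than in WT mice (median log2 -0.29, camera adjusted p = 0.00016, or 0.474 with an estimated correlation). In naive muscle the list was higher in PHIL by a median log2 of 0.20 (5.36e-05 and 0.484), in 2 mice per strain, and was not called there without WT naive replicate 2 (0.12). At 7 dpi the strains differed by -0.050, or by -0.081 to 0.032 leaving out 1 array, which is consistent with a higher level in naive PHIL mice as the source of the smaller rise. Whether the naive level goes with the absence of eosinophils or with other differences between the naive mice stays open, as untested.

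Other lists also changed differently from naive to 7 dpi in PHIL and WT by camera with the preset correlation, whereas with an estimated correlation the smallest adjusted p was 0.474 and by fry 0.218. The change was larger in PHIL for type I interferon stimulated genes (median log2 0.34, adjusted p = 0.000364), MHC class I antigen processing (0.28, 0.000581) and adipocyte genes (0.65, 0.000169). It was smaller in PHIL for matrix remodelling outside the collagens (-0.30, 0.00108), muscle regeneration (-0.22, 0.014), fibroblasts (-0.27, 0.0193), respiratory electron transport (-0.064, 0.0337), cytosolic ribosomal proteins (-0.086, 0.048) and the cell cycle (-0.25, 0.0276). Naive muscle, 2 mice per strain, already differed the opposite way in matrix (0.23), cell cycle (0.35) and adipocyte genes (-0.40). Over the naive WT mean, cell cycle medians at 7 dpi were 1.01, 1.09 and 1.18 in PHIL and 0.844, 1.12 and 0.965 in WT. PHIL was thus not lower after infection in that list. Whether the interactions come from the naive level or from the response to infection was not tested. Calls ended, with these medians, without WT naive replicate 2 (regeneration -0.18, fibroblasts -0.17, cell cycle 0.051); WT 7 dpi replicate 2 (regeneration -0.16, fibroblasts -0.13, cell cycle -0.20); PHIL naive replicate 2 (regeneration -0.17, fibroblasts -0.19, electron transport -0.077, cell cycle -0.048); WT naive replicate 1 (electron transport -0.035); WT 7 dpi replicate 3 (electron transport -0.054); PHIL naive replicate 1 (electron transport -0.088); PHIL 7 dpi replicate 1 (electron transport -0.062, cell cycle -0.22); the call of ribosomal proteins ended without any one of 12 of the 16 arrays. With arrays scaled to a common median only, electron transport and ribosomal proteins had medians of 0.046 and 0.024.

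From 2 to 7 dpi the change was larger in PHIL for T cell genes (median log2 0.40, camera adjusted p = 5.54e-05) and B cell genes (0.20, 0.0206), and with an estimated correlation the smallest adjusted p was 0.556, by fry 0.257. It was smaller in PHIL for cholesterol biosynthesis (-0.36, 8.48e-06), collagen formation (-0.20, 0.00453), the TCA cycle (-0.10, 0.0218), respiratory electron transport (-0.094, 0.000901) and fibroblasts (-0.16, 0.0354). Calls ended, with these medians, without WT 2 dpi replicate 3 (collagen -0.12, TCA cycle -0.13, B cells 0.19); WT 7 dpi replicate 2 (collagen -0.19, fibroblasts -0.076); WT 2 dpi replicate 2 (TCA cycle -0.071); WT 7 dpi replicate 3 (TCA cycle -0.12, B cells 0.26); PHIL 7 dpi replicate 3 (TCA cycle -0.075, B cells 0.24, fibroblasts -0.12); WT 7 dpi replicate 1 (B cells 0.18); PHIL 2 dpi replicate 1 (B cells 0.14); PHIL 2 dpi replicate 3 (B cells 0.23, fibroblasts -0.10); WT 2 dpi replicate 1 (fibroblasts -0.12); PHIL naive replicate 2 (fibroblasts -0.11). With arrays scaled to a common median only, which shifts the median of all genes here by 0.153, the TCA cycle, electron transport and fibroblasts had medians of 0.08, 0.06 and 0.049. Of 100 groupings of the arrays, 22 gave a T cell median as large as the real one (highest other 0.85), so chance cannot be excluded there. For single genes the real count by limma was 0 (550 at unadjusted p under 0.05), which any grouping reaches, so the groupings decide nothing there (highest other 104, whose source was not tested).

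In Rag1-/- muscle, lists that the paper does not discuss changed against naive. At 2 dpi NK cell and cytotoxic lymphocyte genes rose (4 higher and 0 lower of 8; median log2 1.19, or 0.30 at bounds; camera adjusted p = 2.6e-05, or 0.286 with an estimated correlation), while genes of endothelium (0 higher and 10 lower of 25; median log2 -0.64; camera adjusted p = 1.65e-08, or 0.145 with an estimated correlation) and adipocytes (0 higher and 3 lower of 21; median log2 -0.59, or -0.46 at bounds; camera adjusted p = 0.000531, or 0.376 with an estimated correlation) fell. At 7 dpi genes of cholesterol biosynthesis rose (12 higher and 0 lower of 21; median log2 1.04; camera adjusted p = 7.96e-06, or 0.186 with an estimated correlation), as did those of NK and cytotoxic cells (6 higher and 0 lower of 8; median log2 1.62, or 0.73 at bounds; camera adjusted p = 0.000965, or 0.314 with an estimated correlation), of endoplasmic reticulum stress and secretion (16 higher and 0 lower of 32; median log2 0.66, or 0.61 at bounds; camera adjusted p = 1.96e-05, or 0.186 with an estimated correlation) and of peripheral nerve and Schwann cells (4 higher and 0 lower of 8; median log2 0.65; camera adjusted p = 0.00416, or 0.186 with an estimated correlation). Slow muscle fibre genes (0 higher and 7 lower of 10; median log2 -0.71; camera adjusted p = 0.00289, or 0.235 with an estimated correlation) and endothelium genes (0 higher and 12 lower of 25; median log2 -0.67; camera adjusted p = 0.000749, or 0.255 with an estimated correlation) fell; with the probe of highest mean the slow fibre list was not called (-0.40).

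Between PHIL and WT muscle at 2 dpi, for which the paper shows no lists, camera called as higher in PHIL type I interferon stimulated genes (median log2 0.24, adjusted p = 0.00115), MHC class I antigen processing (0.29, 1.75e-05), liver genes (1.05, 0.000151) and red blood cell genes (0.63, 0.00115). The smallest adjusted p with an estimated correlation was 0.707 and by fry 0.323. Liver genes were high on some arrays of each strain and near naive on others. Calls ended, with these medians, without WT 2 dpi replicate 1 (type I interferon 0.12, liver 0.69); PHIL 2 dpi replicate 2 (type I interferon 0.12, liver 0.59, red blood cells 0.53), and with the level of Eif2s3y as a covariate for type I interferon genes (0.076). For single genes at 2 dpi the 10 splits are too few for a share under 0.05 (10 splits with as many, real 0, highest other 8), as for 7 against 2 dpi in Rag1-/- mice (1 split, real 1981, highest other 5).

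Between naive PHIL and naive WT muscle, 2 mice each, camera called higher matrix remodelling (median log2 0.23, adjusted p = 0.000222), cell cycle (0.35, 8.71e-08), B cell (0.40, 0.039) and macrophage genes (0.25, 1.25e-05) and lower adipocyte genes (-0.40, 0.000209). For these lists the smallest adjusted p with an estimated correlation was 0.302 and by fry 0.156; fry called 1 other list, insulin signalling and glucose uptake (median log2 -0.12, fry adjusted p = 0.0138, camera adjusted p = 0.00832, or 0.191 with an estimated correlation). Calls ended, with these medians, without WT naive replicate 2 (collagen 0.12, matrix 0.084, cell cycle 0.16, B cells 0.23, macrophages 0.11, insulin and glucose -0.11); PHIL naive replicate 2 (cell cycle 0.17, B cells 0.049); WT 7 dpi replicate 2 (B cells 0.30); PHIL 7 dpi replicate 1 (B cells 0.36); PHIL 7 dpi replicate 3 (B cells 0.36); WT naive replicate 1 (insulin and glucose -0.11); PHIL naive replicate 1 (insulin and glucose -0.042).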

How the results depend on the processing

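The level of Eif2s3y as a covariate was chosen after the data were seen; the other alternatives were not. Where a result moved, the cause was not tested unless it is given. The BeadChip as a block was not run, since the chip of each array is not known.

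Of the changes of named genes, these numbers kept their direction and their side of the threshold, were no longer called, or were called only then: normexp 151, 5 and 9; no background correction 144, 10 and 11; neqc over 24 arrays 163, 2 and 0; median scaling 155, 8 and 2; the authors' values 146, 8 and 11; those with the S1 Code filter 145, 8 and 12; the S1 Code filter 156, 9 and 0; no filter 155, 10 and 0; a filter on all arrays of a group 164, 0 and 1; highest mean 164, 0 and 0; only the groups compared 155, 10 and 0; the replicate block 156, 7 and 2; trend and robust 160, 0 and 5; array weights 155, 1 and 9; Eif2s3y 64, 6 and 1. For gene lists the numbers were: normexp 91, 0 and 1; no background correction 91, 1 and 0; neqc over 24 arrays 91, 1 and 0; median scaling 85, 1 and 0; the authors' values 92, 0 and 0; those with the S1 Code filter 85, 5 and 2; the S1 Code filter 83, 8 and 1; no filter 87, 3 and 2; a filter on all arrays of a group 88, 4 and 0; highest mean 88, 2 and 2; only the groups compared 90, 2 and 0; the replicate block 90, 2 and 0; trend and robust 92, 0 and 0; array weights 87, 3 and 2; Eif2s3y 54, 5 and 1; an estimated correlation 13, 79 and 0; fry 55, 35 and 2.

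The genes called numbered, without background correction: Rag1-/- 2 dpi 369, Rag1-/- 7 dpi 1625, Rag1-/- 7 against 2 dpi 939, any Rag1-/- comparison 1877, clusters highest at 2 dpi 160, cluster rising at both times 0, falling cluster 676, WT 2 dpi 892, WT 7 dpi 1058, PHIL 2 dpi 674, PHIL 7 dpi 992. With the authors' values: Rag1-/- 2 dpi 391, Rag1-/- 7 dpi 1681, Rag1-/- 7 against 2 dpi 977, any Rag1-/- comparison 1956, clusters highest at 2 dpi 170, late cluster 828, falling cluster 655, WT 2 dpi 978, WT 7 dpi 1159, PHIL 2 dpi 740, PHIL 7 dpi 1091. With the S1 Code filter on those: Rag1-/- 2 dpi 393, Rag1-/- 7 dpi 1683, Rag1-/- 7 against 2 dpi 980, any Rag1-/- comparison 1960, clusters highest at 2 dpi 172, cluster rising at both times 0, falling cluster 655, WT 2 dpi 975, WT 7 dpi 1157, PHIL 2 dpi 740, PHIL 7 dpi 1088, fatty acid list in PHIL against WT -0.028. With normexp: cluster rising at both times 0, WT 2 dpi 1165, WT 7 dpi 1422, PHIL 2 dpi 887, PHIL 7 dpi 1306, TCA cycle list in PHIL against WT -0.053. The cluster that rises at both times held 0 genes with neqc over all 24 arrays and 732 with median scaling. With the S1 Code filter on the neqc values: cluster rising at both times 648, PHIL against WT at 7 dpi 11, naive PHIL against WT 1. With no filter, which tests more and dimmer genes: cluster rising at both times 658, PHIL against WT at 7 dpi 5, TCA cycle list in PHIL against WT -0.10, share of S2 Table genes called (%) 1.15, r of WT and Rag1-/- at 2 dpi 0.562, r of PHIL and Rag1-/- at 2 dpi 0.578, r of PHIL and WT at 2 dpi 0.815, r of WT and Rag1-/- at 7 dpi 0.75, r of PHIL and Rag1-/- at 7 dpi 0.734. With the probe of highest mean: clusters highest at 2 dpi 621, cluster rising at both times 0, TCA cycle list in PHIL against WT -0.054, fatty acid list in PHIL against WT -0.042. Fitting only the groups compared, with fewer arrays for the error, gave PHIL against WT at 7 dpi 0. The replicate number as a block (replicate block) gave clusters highest at 2 dpi 456, cluster rising at both times 668, PHIL against WT at 7 dpi 12, a trended and robust fit cluster rising at both times 0, PHIL against WT at 7 dpi 104, naive PHIL against WT 1, and array weights cluster rising at both times 800, PHIL against WT at 7 dpi 165, PHIL against WT at 2 dpi 3, TCA cycle list in PHIL against WT -0.084, fatty acid list in PHIL against WT -0.066. With Eif2s3y as a covariate: PHIL against WT at 7 dpi 21.

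A threshold of 2-fold calls fewer genes by construction (Rag1-/- 2 dpi 373, Rag1-/- 7 dpi 1440, Rag1-/- 7 against 2 dpi 801, any Rag1-/- comparison 1706, PHIL against WT at 7 dpi 4, WT 2 dpi 683, WT 7 dpi 844, PHIL 2 dpi 550, PHIL 7 dpi 789) and none calls more (WT 2 dpi 3292, WT 7 dpi 3828, PHIL 2 dpi 2638, PHIL 7 dpi 3623). Unadjusted p with 2-fold gave Rag1-/- 2 dpi 395, Rag1-/- 7 dpi 1487, Rag1-/- 7 against 2 dpi 832, any Rag1-/- comparison 1767, PHIL against WT at 7 dpi 21, PHIL against WT at 2 dpi 10, naive PHIL against WT 24, WT 2 dpi 685, WT 7 dpi 846, PHIL 2 dpi 561, PHIL 7 dpi 790, interaction from naive to 7 dpi 99, interaction from 2 to 7 dpi 16. With an estimated correlation camera no longer called collagen list in Rag1-/- at 7 dpi 1.09, TCA cycle list in Rag1-/- at 7 dpi -0.82, electron transport list in Rag1-/- at 7 dpi -0.29, striated muscle list in Rag1-/- at 7 dpi -0.66, T cell list in PHIL against WT 0.48; fry did not call T cell list in PHIL against WT 0.48. Dividing the tree into 4 gave clusters highest at 2 dpi 168; complete linkage gave clusters highest at 2 dpi 488, cluster rising at both times 1289, late cluster 396. Of the 40 genes called between PHIL and WT at 7 dpi, the calls shared were 35 of 38 with neqc over all arrays, 16 of 42 with normexp, 11 of 36 with the authors' values, 8 of 31 without background correction, 18 of 27 with median scaling, 38 of 165 with array weights and 5 of 5 with no filter.

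Leaving out 1 array, the genes called ranged as follows: interaction from 2 to 7 dpi 0 to 0; interaction from naive to 7 dpi 0 to 0; PHIL 2 dpi 1234 to 1549; PHIL 7 dpi 1925 to 2312; PHIL against WT at 2 dpi 0 to 2; PHIL against WT at 7 dpi 0 to 87; naive PHIL against WT 0 to 15; Rag1-/- 2 dpi 538 to 863; Rag1-/- 7 against 2 dpi 1496 to 1993; Rag1-/- 7 dpi 2030 to 2867; cluster rising at both times 0 to 693; late cluster 880 to 1581; clusters highest at 2 dpi 198 to 656; falling cluster 897 to 1415; any Rag1-/- comparison 2770 to 3481; WT 2 dpi 1614 to 2031; WT 7 dpi 1993 to 2413. Between PHIL and WT at 7 dpi the count moved without WT 2 dpi replicate 3 (14), WT 7 dpi replicate 1 (66), WT 7 dpi replicate 3 (0), PHIL naive replicate 1 (23), PHIL naive replicate 2 (24), PHIL 2 dpi replicate 1 (8), PHIL 7 dpi replicate 1 (87), PHIL 7 dpi replicate 2 (2), PHIL 7 dpi replicate 3 (1). Between naive PHIL and WT it moved without WT naive replicate 1 (9), PHIL naive replicate 1 (15), PHIL naive replicate 2 (5). Medians of lists and correlations ranged as follows: T cell list in PHIL against WT 0.39 to 0.62; TCA cycle list in PHIL against WT -0.084 to -0.015; TCA cycle list in Rag1-/- at 7 dpi -0.89 to -0.72; autophagy list in PHIL against WT -0.032 to 0.047; collagen list in Rag1-/- at 7 dpi 1.01 to 1.18; fatty acid list in PHIL against WT -0.10 to 0.028; glycolysis list in Rag1-/- at 7 dpi -0.41 to -0.28; striated muscle list in Rag1-/- at 7 dpi -0.80 to -0.60; electron transport list in Rag1-/- at 7 dpi -0.33 to -0.27; r of PHIL and Rag1-/- at 2 dpi 0.62 to 0.701; r of PHIL and Rag1-/- at 7 dpi 0.777 to 0.825; r of PHIL and WT at 2 dpi 0.842 to 0.886; r of PHIL and WT at 7 dpi 0.828 to 0.876; r of WT and Rag1-/- at 2 dpi 0.608 to 0.699; r of WT and Rag1-/- at 7 dpi 0.799 to 0.838; share of S2 Table genes called (%) 0.88 to 1.09. Reversed were, with median scaling, TCA cycle in WT 7 dpi against naive (0.00379), respiratory electron transport interaction from naive to 7 dpi (0.0459), cytosolic ribosomal proteins interaction from naive to 7 dpi (0.0241), TCA cycle interaction from 2 to 7 dpi (0.0798), respiratory electron transport interaction from 2 to 7 dpi (0.0596), fibroblast and fibro/adipogenic progenitor interaction from 2 to 7 dpi (0.0493); with the probe of highest mean, Dram2 in PHIL against WT 7 dpi (0.0453); without WT naive replicate 2, cell cycle interaction from naive to 7 dpi (0.0515; -0.38 to 0.051 leaving out 1 array).

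Signal over background limits what can be seen: WT and PHIL arrays had median signals of 106.3 to 131.9 and 8847 to 10627 probes detected, and a gene under the detection limit in 1 group has a bound in place of a fold. Median scaling shifts all genes in WT and PHIL (median log2 0.38 in WT and 0.40 in PHIL from naive to 7 dpi), so changes under it are relative to that shift.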

Differences from the paper's values

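A count or cluster size is taken as within the paper's value where neither is over 1.5 times the other. A fold read by eye differs where it is farther than both 1.5-fold and the larger standard deviation between replicates, and a log2 fold change where the signs differ or the distance exceeds that standard deviation; a lower bound differs where it passes the paper's value by over 1.5-fold. The paper's count of genes that change in Rag1-/- mice is 1529 and the count here 3407, at the S1 Code threshold of 1.5-fold. The paper's methods state 2-fold, but in the values of its S1 Table 428 of the 1529 genes reach 2-fold and the smallest of their largest changes is log2 0.59, so a threshold of 2-fold does not explain the gap. Of 1453 S1 Table genes tested here, 1393 were called. Of the 18 alternatives set before the data were examined, those without background correction, with the authors' normalised values alone or with the S1 Code filter, and with a threshold of 2-fold at adjusted or unadjusted p fall within the paper's value, and the other 13 do not. For PHIL against WT at 7 dpi the paper's count is 275 and the count here 40, with 0 of 17 alternatives within the paper's value; what the 275 count is in doubt, since the S1 Code as printed picks them with the object of its Rag1-/- calls and makes no such object for PHIL against WT. The paper's clusters hold 542 genes that fall to 7 dpi (1185 here; within the paper's value without background correction and with the authors' values alone or with the S1 Code filter), 76 that peak at 2 dpi (291 here, in 2 of the 6 groups, 123 in the one that stays above naive at 7 dpi and 168 in the one that ends below it; 0 of 16 alternatives for all groups of this profile together), 649 that rise at 7 dpi (1343 here; the authors' values and array weights) and 224 that rise at both times (401 here; the authors' values).

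The largest folds over naive in Rag1-/- mice, read by eye, differ for 6 of 21 genes of Fig 5D, the paper's first: Cxcl9 about 7.9 and 17.4, Cxcl10 about 3.3 and 18, Tnc about 11 and 44.7, Nt5e about 6.7 and 24.1, Pygb about 1.8 and 3.13 and Hk3 about 1.5 and 5.23. Without background correction, and with the authors' values alone or with the S1 Code filter, they fall within the paper's values, as does Pygb with normexp; under the other alternatives set before the data were examined they do not. The 9 genes of Fig 7C and RELMα lie within the paper's values.

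Log2 fold changes of the paper's S1 Code tables differ for 29 of 78 genes compared, larger in size here for all but H2-T23; the paper's value is given first. For these genes, none of the 14 alternatives set before the data were examined falls within the paper's value: at 2 dpi Fcgr4 3.20 and at least 5.40, Cxcl9 2.97 and 4.12, Vmn1r65 2.23 and at least 4.07; at 7 dpi Tnc 3.40 and 5.48, Fcgr4 3.32 and at least 5.52, Ccn5 2.76 and 4.39, Nt5e 2.75 and 4.59, Cxcl9 2.39 and 3.50; from 2 to 7 dpi Chst8 2.22 and 4.41, Igfbp2 2.06 and at least 4.2. For the following, only the 3 alternatives without background correction and with the authors' values, alone or with the S1 Code filter, do: at 7 dpi Lox 3.22 and 3.49; from 2 to 7 dpi Chrng -3.06 and -3.95, Actg2 2.90 and 5.48, Tnc 2.82 and 3.69, Nt5e 2.78 and 4.88, Ccn5 2.74 and 4.38, Dkk3 2.37 and 3.84, Slc24a3 2.22 and 2.66, Cacna1h 2.09 and 3.50. For the rest, these 3 and the alternatives named do: Igtp 4.18 and 4.58 (2 dpi; normexp with offset 50, neqc over all 24 arrays); Chrng 3.42 and 5.49 (2 dpi; normexp with offset 50, neqc over all 24 arrays); Myh8 2.21 and 2.92 (2 dpi; normexp with offset 50, the replicate number as a block); Myh8 3.28 and 4.02 (7 dpi; normexp with offset 50, the replicate number as a block); Cotl1 2.77 and 2.91 (7 dpi; normexp with offset 50, neqc over all 24 arrays, median scaling); Actg2 2.61 and 4.38 (7 dpi; normexp with offset 50, neqc over all 24 arrays, the replicate number as a block); Sqle 2.28 and 2.92 (2 to 7 dpi; normexp with offset 50, neqc over all 24 arrays); Csrp3 -2.10 and -2.44 (2 to 7 dpi; normexp with offset 50, neqc over all 24 arrays, median scaling, the probe of highest mean). Between PHIL and WT at 7 dpi the paper's value for Mzb1 is 0.83 and the one here 1.57, and for H2-T23 0.74 and 0.19; these 3 alternatives and normexp fall within the paper's value for both, and neqc over all 24 arrays, median scaling, the probe of highest mean and array weights for H2-T23.

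Of the 20 genes of the S1 Code table for PHIL against WT at 7 dpi, 9 have a paper's adjusted p of at most 0.05; 18 of the 20 were tested here, all 18 with the paper's sign and 0 called by limma. Of 15 settings, normexp, no background correction and the authors' values alone or with the S1 Code filter call Igtp (log2 1.18, adjusted p = 0.0883 here), Vegfa (-0.88, 0.0686), Cd8b1 (1.03, 0.0709), H2-T23 (adjusted p = 0.803), Nt5e (-0.92, 0.0628) and Slc25a3 (-0.79, 0.0513). Array weights call these except H2-T23, a trended and robust fit calls Cd8b1, Nt5e and Slc25a3, a filter on all arrays of a group calls Slc25a3, and 0 settings call Gbp3 (0.67, 0.243). With 1 array left out, Igtp was called without WT 7 dpi replicate 2 (1.61) or PHIL 7 dpi replicate 1 (1.48), Cd8b1 without PHIL 2 dpi replicate 2 (1.03), Nt5e without PHIL naive replicate 1 (-0.91) or 2 (-0.91), and Slc25a3 without WT naive replicate 1 or 2, WT 7 dpi replicate 1 or PHIL 7 dpi replicate 1 (-0.78 to -0.98). In each of the 3 Rag1-/- tables, 20 of 20 genes have the paper's sign and are called here.

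The paper describes glycolysis as raised in Rag1-/- muscle at 7 dpi, where here 7 genes of the list were higher and 10 lower (camera adjusted p = 0.298). The list used here also holds genes of glycogen metabolism, with Gys1, Gbe1, Gyg, Ugp2, Pgm1, Phka1, Phkb and Phkg1 among the 10 lower. The others of the 10 were Fbp2, of gluconeogenesis, and Pfkm, of glycolysis itself. Of glycolysis itself, Pfkp, Pfkl, Hk3, Aldoc and Pgam1 were higher. It is therefore not the paper's gene set, whose members are not given, and the 2 results are not a like comparison. The paper also describes the TCA cycle and fatty acid metabolism as lower in PHIL at 7 dpi. Those lists were not called here (median log2 -0.041 and -0.041), although some of their enzymes were. The members of the paper's GSEA sets are not given here either, so this is not a like comparison. The TCA cycle list was called with normexp (-0.053), no filter on dim probes (-0.10), the probe of highest mean (-0.054), array weights (-0.084) and without WT 2 dpi replicate 2 (-0.054) or PHIL 7 dpi replicate 1 (-0.084). The fatty acid list was called with the authors' values and the S1 Code filter (-0.028), the probe of highest mean (-0.042), array weights (-0.066) and without WT 7 dpi replicate 2 (-0.10). It reports RELMα among raised transcripts; Retnla was not called at 7 dpi (adjusted p = 0.117), but was with the authors' values alone or with the S1 Code filter and with the replicate number as a block. The paper reports that its arrays showed no significant change of autophagy genes where eosinophils were absent. Here Map1lc3b and Dram2 were called lower in PHIL (limma adjusted p = 0.039 and 0.0478), the list not.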

Other observations

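The tests of the order of the S2 Table and of its overlap with other comparisons were chosen after the result was seen.

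Cholesterol biosynthesis genes rose at 7 dpi in all 3 strains, in WT (16 higher and 0 lower of 21; median log2 1.00, or 0.79 at bounds; camera adjusted p = 1.65e-07, or 0.189 with an estimated correlation) and in PHIL (15 higher and 0 lower of 21; median log2 1.02, or 0.85 at bounds; camera adjusted p = 2.88e-07, or 0.146 with an estimated correlation) as in Rag1-/- mice. Sqle, squalene epoxidase, was 32.8-fold higher in WT and at least 24.4-fold in PHIL against naive (limma adjusted p = 4.43e-09 and 9.19e-09). Msmo1 and Cyp51, of the steps after it, were 5.85-fold and 4.94-fold higher in Rag1-/-, 8.9-fold and 6.54-fold in WT and 6.36-fold and 6.52-fold in PHIL muscle. Genes of endoplasmic reticulum stress and secretion rose in WT (9 higher and 1 lower of 26; median log2 0.47, or 0.45 at bounds; camera adjusted p = 0.000783, or 0.228 with an estimated correlation) and PHIL (9 higher and 1 lower of 26; median log2 0.40; camera adjusted p = 0.000534, or 0.155 with an estimated correlation), with Pdia5 3.3-fold and 2.75-fold higher.

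Endothelium genes were lower after infection in each strain. In WT the list had 3 higher and 15 lower of 25 measured at 2 dpi (median log2 -0.66, camera adjusted p = 7.53e-05) and 0 higher and 10 lower of 25 measured at 7 dpi (-0.55, 0.000219), and in PHIL 2 higher and 12 lower of 25 measured (-0.54, 0.00016) and 0 higher and 11 lower of 25 measured (-0.56, 0.000102); with an estimated correlation the smallest adjusted p of these was 0.146. Aplnr, the apelin receptor, was 5.8-fold lower in WT and 4.42-fold in PHIL at 2 dpi, and 2.57-fold and 3.07-fold at 7 dpi; Cdh5, the cadherin of endothelial junctions, was 2.27-fold and 2.43-fold lower at 2 dpi. In Rag1-/- muscle at 2 dpi the water channel gene Aqp1 was 1.76-fold lower. Nkg7, a gene of cytotoxic granules, was at least 3.97-fold higher in Rag1-/- muscle at 7 dpi, at least 2.54-fold in WT and at least 5.56-fold in PHIL, and the chemokine gene Xcl1 at least 1.48-fold in Rag1-/- muscle at 2 dpi. The node of Ranvier gene Gldn was at least 2.31-fold higher in Rag1-/- muscle at 7 dpi.

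Slc2a4 was also lower at 7 dpi in WT (log2 -0.85, SE 0.20, adjusted p = 0.00319) and PHIL (log2 -0.63, SE 0.20, adjusted p = 0.0186), and did not differ by limma between them (log2 0.16, SE 0.17, adjusted p = 0.738). The call in WT ends with median scaling (-0.48) and without WT naive replicate 2 (-0.67; adjusted p over all settings and left-out arrays 0.000329 to 0.0747). The call in PHIL ends with median scaling (-0.19), without background correction (-0.57), with the authors' values (-0.59), and without PHIL naive replicate 1 (-0.69) or 2 (-0.57) or PHIL 7 dpi replicate 3 (-0.55; 0.00437 to 0.495). The autophagy list in Rag1-/- muscle at 7 dpi had 2 higher and 8 lower of 51 measured (median log2 -0.21, camera adjusted p = 0.0594, or 0.186 with an estimated correlation), Atg10 at least 1.81-fold lower and Dram1 2.2-fold higher. The list was called with the authors' values and the S1 Code filter, with that filter alone, with no filter, by fry, and without Rag1-/- 2 dpi replicate 2 (-0.21) or 7 dpi replicate 1 (-0.30).

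Liver genes, 13 measured, were at a median log2 over naive of -0.17, -0.044 and 1.51 on the 3 WT arrays at 2 dpi and of 0.12, 2.09 and 2.00 on the 3 PHIL arrays; at 7 dpi they were at 0.79, -0.018 and 0.13 in WT and 0.31, 0.81 and 0.73 in PHIL. The Y-linked gene Eif2s3y was detected on all 8 Rag1-/- arrays, on 1 of 2 naive, 1 of 3 2 dpi and 2 of 3 7 dpi arrays of WT, and on 0 of 2, 0 of 3 and 2 of 3 of PHIL. Of 18 eosinophil genes with a named probe, 4 were detected on at least 1 of the 16 WT and PHIL arrays and 3 on at least 2, so the arrays do not show the lack of eosinophils in PHIL.

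The genes of the S2 Table, 275 in the paper, differ little here between PHIL and WT at 7 dpi: 216 were tested and 2 called (0.926% against 0.486% of all genes), with a median absolute log2 difference of 0.119 against 0.134 for all genes. In the table's own columns named for PHIL and WT at 7 dpi, the median absolute difference is 0.068 and 1 gene reaches 0.59. A candidate explanation is that the table holds genes picked by their place in the gene order, as the S1 Code does where it picks genes of the PHIL and WT arrays with the first column of its Rag1-/- calls, 2 dpi against naive: their sorted places lie on average 0.33% of the gene order from those of the 283 genes of the S1 Table that differ at 2 dpi from naive in Rag1-/- mice, against 5.8% for the nearest of 1000 random sets (median 11%), 7% for the genes of 7 dpi against naive and 5.4% for those of 7 against 2 dpi, with 17 genes shared. Whether the genes come from another comparison cannot be told apart by calls (1.9 times the share of all genes, Fisher exact p = 0.283; 1.05 expected), as 2 called genes are too few.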
